# Dissociation of nanosilicates induces downstream endochondral differentiation gene expression program

**DOI:** 10.1126/sciadv.abl9404

**Published:** 2022-04-27

**Authors:** Anna M. Brokesh, Lauren M. Cross, Anna L. Kersey, Aparna Murali, Christopher Richter, Carl A. Gregory, Irtisha Singh, Akhilesh K. Gaharwar

## Abstract

Bioactive materials harness the body’s innate regenerative potential by directing endogenous progenitor cells to facilitate tissue repair. Dissolution products of inorganic biomaterials provide unique biomolecular signaling for tissue-specific differentiation. Inorganic ions (minerals) are vital to biological processes and play crucial roles in regulating gene expression patterns and directing cellular fate. However, mechanisms by which ionic dissolution products affect cellular differentiation are not well characterized. We demonstrate the role of the inorganic biomaterial synthetic two-dimensional nanosilicates and its ionic dissolution products on human mesenchymal stem cell differentiation. We use whole-transcriptome sequencing (RNA-sequencing) to characterize the contribution of nanosilicates and its ionic dissolution products on endochondral differentiation. Our study highlights the modulatory role of ions in stem cell transcriptome dynamics by regulating lineage-specific gene expression patterns. This work paves the way for leveraging biochemical characteristics of inorganic biomaterials to direct cellular processes and promote in situ tissue regeneration.

## INTRODUCTION

In situ tissue regeneration approaches use bioactive materials to recruit endogenous stem cells to injury sites and promote new tissue formation (*1*). Recent strategies focus on the development of bioactive materials to elicit the innate regenerative processes of the human body. This approach helps to direct the fate and behavior of endogenous cells and subsequent tissue healing and regeneration. Bioactive materials can exert proregenerative characteristics by their unique physical and chemical attributes. Specifically, the use of physical and structural characteristics such as mechanical cues, topography, surface roughness, hydrophobic characteristics, and surface charge have been leveraged to modulate cellular processes (*1*). More recently, biomaterial design advancements leverage biochemical attributes, capitalizing on degradation products to direct tissue healing and regeneration. This approach can direct cellular differentiation and promote tissue regeneration without the use of growth factors or other small-molecule drugs.

Inorganic biomaterials can promote tissue regeneration via the release of inorganic ions (minerals) (*2*–*4*). Several inorganic ions have previously been implicated in directing cellular processes (*5*–*12*). For example, zinc ions direct neural processes (*10*, *11*), vascularization (*13*), and osteogenesis (*12*). Gold ions and gold nanoparticles may activate processes key to osteogenesis (*8*). Copper ions have been suggested to promote vascularization (*9*). Silicon (Si) contributes to processes key to cartilage and connective tissue (*7*) and may also play a role in bone health because of its involvement in collagen synthesis (*14*). Magnesium (Mg) also supports chondrogenesis (*6*) and osteogenesis (*15*) in human mesenchymal stem cells (hMSCs), although the mechanism for this action is not well understood. Lithium (Li) plays a role in both chondrogenesis and osteogenesis by distinctly affecting Wingless (Wnt)/β-catenin signaling (*16*–*18*). In addition, in well-known biomaterials, such as bioglass, hydroxyapatite, and β-tricalcium phosphate, the release of calcium (Ca) and phosphate (PO_4_^3−^) ion dissolution products is implicated in the induction of osteogenesis. Although ionic dissolution products of biomaterials are suggested to control widespread cellular processes, the exact contribution of individual ions and the underlying mechanisms to direct stem cell differentiation and tissue healing have not been explored. Further research into the effects of ionic dissolution products released from bioactive materials can reveal avenues to tailor such bioactive materials toward specific tissue regeneration applications.

An emergent class of mineral-based nanomaterials, synthetic nanosilicates (nSi) {Na^+^_0.7_[(Mg_5.5_Li_0.3_)Si_8_O_20_(OH)_4_]^−0.7^; Laponite XLG}, has been shown to induce stem cell differentiation in the absence of growth factors (*19*–*23*). These are disk-shaped nanoparticles with 20- to 50-nm diameter and 1- to 2-nm thickness. Nanosilicates demonstrate high cytocompatibility with hMSCs and show innate bioactivity (*23*, *24*). The release of ionic dissolution products from nSi may contribute to the bioactive nature of this and other inorganic biomaterials. While these studies have produced encouraging results for nSi innate bioactivity, the underlying molecular mechanisms of inducing stem cell differentiation remains elusive.

Here, we attempt to decipher the molecular mechanisms of nSi bioactivity and the role of ionic dissolution products on hMSC differentiation. Our central hypothesis is that synthetic nSi dissociate into their individual components (Si, Mg, and Li) under physiological conditions and activate unique signaling pathways, which, in turn, induce differentiation. We determined the release profile of ionic dissolution products from nSi and characterize their ability to promote osteogenesis in hMSCs. Furthermore, we leveraged the computational power of whole-transcriptomic sequencing [RNA sequencing (RNA-seq)] to evaluate the effect of nSi and ionic dissolution products on the transcriptome dynamics of hMSCs. RNA-seq provides an unbiased overview of the gene expression profile and overcomes the limitations of conventional approaches such as the subjectively used polymerase chain reaction or microarrays. Furthermore, the holistic nature of RNA-seq can be used to uncover biological processes and transcriptome expression that would otherwise go unnoticed by traditional approaches. This high-throughput readout of the molecular state of mesenchymal stem cells provides crucial insight into the late-stage (21-day) nuances of nSi-induced osteogenesis. We used this information to learn about the role of ions in directing cellular processes and lineage commitment. Our approach delineates the contribution of nSi and its ionic dissolution products in mesenchymal stem cell differentiation.

## RESULTS AND DISCUSSION

### Ionic dissolution of nSi in physiological conditions

Synthetic nSi {Na^+^_0.7_[(Mg_5.5_Li_0.3_)Si_8_O_20_(OH)_4_]^−0.7^} are composed of layered structures of octahedral Mg and Li ions sandwiched between tetrahedral Si ions (Fig. 1A). The isoelectric point of nSi is pH ~10 (*25*, *26*); thus, we hypothesize that at lower pH (<9), nSi dissociate into ionic dissolution products [Li^+^, Si(OH)_4_, and Mg^2+^]. As nSi are internalized by hMSCs predominantly via clathrin-mediated endocytosis (*19*), the dissociation of nSi likely occurs in the endosome because of the low pH 5.5. In addition, the pH of the extracellular environment is pH ~7.4, which could also facilitate nSi dissociation. Therefore, we investigated nSi dissociation at three different pH values (~5.5, ~7.4, and ~10) and determined the concentration of the dissociation products [Li^+^, Si(OH)_4_, and Mg^2+^] through inductively coupled plasma mass spectrometry (ICP-MS).

**Fig. 1.**
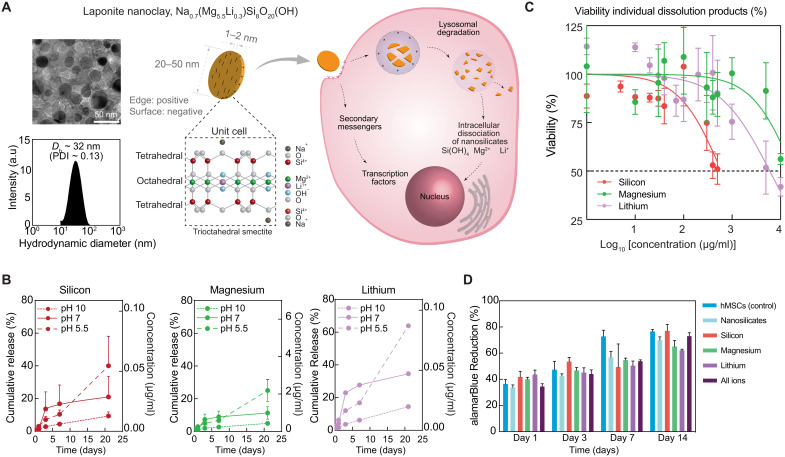
Structure, physiological stability, and cellular compatibility of nanosilicate. (**A**) Nanosilicates (nSi) are plate-like poly-ions composed of simple or complex salts of silicic acids with a heterogeneous charge distribution and patchy interactions. Transmission electron microscopy (TEM) images show the size of these nanosilicates to be between 20 and 50 nm in diameter. Dynamic light scattering (DLS) shows the hydrodynamic diameter (*D*_h_) of nanosilicates is ~32 nm in aqueous conditions with polydispersity index (PDI) ~0.13. The schematic shows the potential interactions of nanosilicates with cells. nSi dissociate into individual ions once introduced to a physiological microenvironment (pH <9). a.u., arbitrary units. TEM image of nanosilicates used with permission from (*64*). (**B**) Dissolution of nanosilicates was monitored using inductively coupled plasma mass spectrometry (ICP-MS) in different pH to mimic the extracellular (pH ~7.4) and intracellular microenvironments (pH ~5.5). nSi are expected to be stable at pH ~10 and thus used as control. (**C**) The effect of nanosilicates and its ionic dissolution products (silicon, magnesium, and lithium) on cellular viability was evaluated using MTT assay. Three technical replicates were used for each condition. Half-maximal inhibitory concentration (IC_50_) is labeled at 50% viability. Concentrations of released ions from nSi fall well below the IC_50_ value. (**D**) Long-term cellular viability after treatment with nanoparticles and its ionic dissolution products was assessed using alamarBlue assay to detect metabolically active cells (*n* = 3).

Specifically, ion dissociation from a nSi solution [50 μg/ml dispersed in 10 ml of deionized (DI) water] was monitored for 21 days at pH 5.5 (mimicking endosome microenvironment), pH 7.4 (mimicking extracellular microenvironment), and pH 10 (point of zero charge of nSi) (*25*). As expected, at the lower pH (5.5 and 7.4), higher concentrations of ions were present, supporting our hypothesis that nSi dissociate at physiological pH (Fig. 1B). The concentration of Li was the lowest (0.09 ± 0.04 μg/ml) compared with Mg (2.19 ± 0.99 μg/ml) and Si (5.89 ± 2.65 μg/ml) over 21 days at pH 5.5. While the concentration of Li released was the lowest of the three ions across all pH, the percent released of Li (63.94% at pH 5.5) was the greatest. Li ions release more rapidly than Mg or Si ions, as Li ions are bound by a hydroxide (OH^−^) rather than an oxide. Previous studies have reported that, after nSi are dispersed in water, OH^−^ ions dissociate from the edge (*25*, *26*). Specifically, at lower pH, nSi attempt to restabilize a basic pH via release of OH^−^. In addition, monovalent Li is less stable than divalent Mg or tetravalent Si, so release of Li occurs more rapidly. Si ion release (~40% release at pH 5.5) was also observed to be greater than that of magnesium (~25% release at pH 5.5), as Si ions are present on the outer layer and are more susceptible to dissociation. After 21 days, the average percent release of individual ions at physiologically relevant pH (7.4 and 5.5) were ~31% (4.49 ± 1.98 μg/ml) Si, ~49% (0.067 ± 0.03 μg/ml) Li, and ~18% (1.59 ± 0.85 μg/ml) Mg. To further investigate the effect of these individual ions on cell behavior, the average percent release of the ions at physiological pH after 21days was chosen for subsequent studies.

Previous studies have demonstrated high cytocompatibility [half-maximal inhibitory concentration (IC_50_), ~1 to 4 mg/ml] of nSi (*19*, *24*). As nSi dissociate into individual ions, we investigated the effect of individual ionic products (Li, Si, and Mg) on cell viability and proliferation. Li and Mg ensured 80% cell viability over a wide concentration range, up to 1 mg/ml, while Si only allowed for 80% cell viability at concentrations ~100 μg/ml (Fig. 1C). These concentrations were nearly 100 to 1000 times greater than those observed because of nSi dissociation (4.49 μg/ml Si, 0.067 μg/ml Li, and 1.59 μg/ml Mg) (Fig. 1B). To investigate the effect of the individual ions on cell health, hMSCs were treated with ions that were released after 21 days (~4.49 μg/ml of Si, 0.067 μg/ml of Li and 1.59 μg/ml of Mg). No significant difference in viability was observed compared with the untreated control supporting nSi, and individual ions did not negatively affect hMSC health (Fig. 1D). These results support that nSi dissociation products are cytocompatible and facilitate normal cellular metabolism and proliferation over time.

### Ionic dissolution products of nSi induce endochondral differentiation

Bone tissue morphogenesis can be crudely categorized into two groups: intramembranous ossification and endochondral ossification (*27*). Intramembranous ossification is considered the direct osteogenic differentiation of endogenous stem cells to osteoblast cells, which deposit mineralized bone matrix and promote bone tissue regeneration (*28*). Use of dexamethasone or bone morphogenic protein 2 (BMP2) for in situ bone regeneration results in intramembranous ossification. Endochondral ossification first relies on the production of a hyaline cartilaginous matrix, which is then replaced by bone tissue through several mechanisms (*29*), of which the proteinases and collagenases responsibly originate from several cell types. The latter process is typical of long bone fracture repair, whereas the former is akin to repair in cranial bones and small bone deficits with a low degree of micromotion (*28*). Recent reports suggest that stem cells in this environment differentiate into chondrocytes, become hypertrophic, and at this point transdifferentiate into osteoblasts to facilitate the deposition of mineralized matrix (*27*).

While this process is still being characterized, there are certain indicators of this process. First, presence of the transcription factor SRY-box transcription factor 9 (*SOX9*) at early time points is observed (*30*), in hMSCs around day 7 of differentiation (*31*), which controls the production of cartilaginous extracellular matrix (ECM) consisting of collagen II, glycoproteins such as glycosaminoglycans (GAGs), and, more specifically, markers such as cartilage oligomeric matrix protein (COMP) and aggrecan (ACAN). This transcription factor can be activated through a few different mechanisms: fibroblast growth factor 2 (FGF2), transforming growth factor–β1 (TGF-β1), Wnt, sonic hedgehog (Shh), Indian hedgehog (Ihh), and hypoxia [hypoxia-inducible factor (HIF)] pathways (*30*). Furthermore, during later stages, chondrocytes undergo hypertrophy and express collagen X (*27*, *32*), which is a marker previously found to coincide with the onset of ossification (*33*, *34*). Investigations have suggested that these hypertrophic chondrocytes transdifferentiate into osteoblast-like cells, as they begin to express markers for mineralization such as bone sialoprotein (BSP), osteocalcin (OCN), and collagen I (*35*). This process has not been fully characterized, and many signaling molecules have been suggested to play a role in this transition. However, the activation of runt-related transcription factor 2 (*RUNX2*), the well-known osteospecific transcription factor, among other osteospecific glycoproteins has been identified at late stages during this transitionary period from hypertrophic chondrocytes to preosteoblasts (*36*, *37*).

Earlier studies highlight that nSi have the ability to direct the differentiation of hMSCs toward osteogenic and chondrogenic lineages (*19*). This observation led us to hypothesize that nSi can cause endochondral differentiation in hMSCs, which go through a transitionary period from chondroblasts to osteoblasts at day 21 (Fig. 2A). In addition, our results show that nSi dissociate into ionic dissolution products at physiological conditions, both intracellularly and in the extracellular microenvironment. On the basis of previous results and our observation, it is expected that ionic dissolution products of nSi might be responsible for endochondral ossification. To test this hypothesis, we treated seeded hMSCs with different conditions (nSi, Li, Si, Mg, and all ions) over 21 days and evaluated key markers for endochondral differentiation. Ion concentrations were selected from ICP-MS data, in which an average of ~31% (4.49 ± 1.98 μg/ml) Si, ~49% (0.067 ± 0.03 μg/ml) Li, and ~18% (1.59 ± 0.85 μg/ml) Mg were released after 21 days. Individual ions were replenished every 3 to 4 days with media changes. After 7 and 14 days, alkaline phosphatase (ALP)—an early marker for hMSC differentiation—production was evaluated via surface staining and an ALP p-nitrophenyl phosphate (PNPP) assay (Fig. 2B and fig. S1). After 7 days, treatment with nSi, Si, and the combination of ions resulted in nearly a twofold increase in ALP production compared with the untreated control (normal growth media supplemented with 10 mM β-glycerophosphate and 50 μM ascorbic acid) (***P < 0.001). After 14 days, treatment with Si resulted in similar ALP protein production to the nSi. In addition, after 14 days of treatment, individual ions along with the combination of ions resulted in significantly greater ALP activity compared with the untreated control (***P < 0.001).

**Fig. 2.**
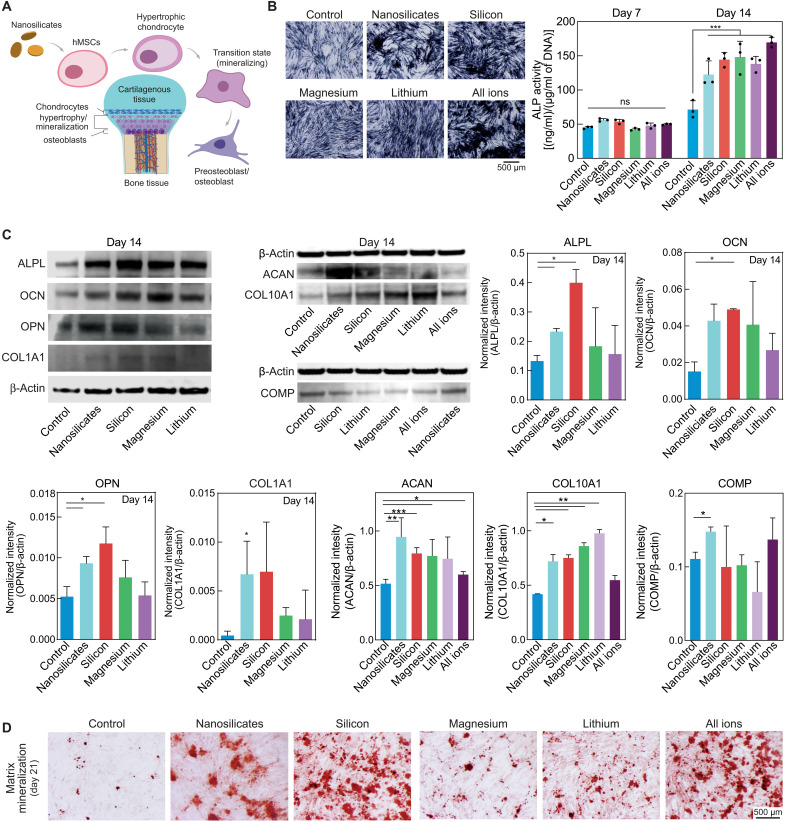
Effect of nanosilicates and its ionic dissolution products on osteogenic differentiation of hMSCs. (**A**) Schematic depicting nanosilicate-induced endochondral differentiation of hMSCs by first causing chondrogenic differentiation and then a transition to preosteoblastic phenotype. (**B**) Qualitative assessment of production of alkaline phosphatase (ALP) (day 14) due to treatment with nanosilicates and its ionic dissolution products. Blue precipitates represent intracellular ALP (stained using p-nitrophenyl phosphate, disodium salt). hMSCs cultured in osteoconductive media is used as controls. ALP activity is evaluated using kinetic assay for days 7 and 14. Statistical comparison between samples is performed using one-way ANOVA and Dunnett’s multiple comparison test, with a single pooled variance (*n* = 3; ns, not significant; ***P < 0.001). (**C**) Effect of nanosilicate and its ionic dissolution products on production of endochondral-specific proteins—alkaline phosphatase (ALP), osteocalcin (OCN), osteopontin (OPN), collagen type I alpha 1 (COL1A1), aggrecan (ACAN), type 10 collagen (COL10A1), and cartilage oligomatrix protein (COMP) are determined using Western blot (day 14). Housekeeping protein (β-actin) is used as internal control. The amount of proteins was normalization by housekeeping protein (β-actin) for quantitative assessment (*P < 0.05; **P < 0.01; ***P < 0.001). (**D**) The effect of nanosilicates and its ionic dissolution products was evaluated on production of mineralized extracellular matrix (ECM) on day 21. Red precipitates represent calcium deposits (stained using Alizarin Red S).

To evaluate the effect of individual ion on endochondral specific proteins, we performed Western blot on day 14. Specifically, ALP, OCN, osteopontin (OPN), collagen type I (COL1A1), ACAN, type 10 collagen (COL10A1), and COMP expression were evaluated (Fig. 2C). Nanosilicate treatment resulted in a nearly twofold increase in protein expression of OPN (*P < 0.05) compared with the untreated control. Similarly, the addition of Si resulted in a nearly threefold higher OPN production (**P < 0.01) and twofold higher ALP production compared with the untreated control. While Mg increased OCN production nearly twofold, no significant increase in ALP and OPN was observed in comparison with the control. Treatment with nSi resulted in a nearly 15-fold increase in COL1A1 production (*P < 0.05) as evidenced by the presence of protein bands and quantification compared with the untreated control. A significant increase in ACAN in all samples was observed compared with the negative control (hMSCs only). nSi significantly (*P < 0.05) increased the expression of COMP compared with the negative control at day 14. The hypertrophic chondrocyte marker COL10A1was significantly increased in nSi (*P < 0.05) and ion (Si, Mg, and Li; **P < 0.01) samples compared with a negative control. Overall, these results support our hypothesis that nSi and its ionic dissolution products cause endochondral differentiation in hMSCs.

Likewise, matrix mineralization or calcium deposition was monitored after 21 days (Fig. 2D and fig. S1). Quantification of mineralization revealed that treatment with Si (***P < 0.001), the combination of ions (**P < 0.01), and nSi (*P < 0.05) significantly increased matrix mineralization compared with the untreated control. Similarly, Si treatment resulted in significantly higher production of mineralized ECM compared with Li and Mg treatment (***P < 0.001). While Si ions alone have a significant effect on hMSC differentiation, this could be attributed to the high concentration of Si treatment, which mirrors the concentrations discerned to be released from nSi. In comparison, Li and Mg have lower treatment concentrations, because these ions are not released at high concentrations from nSi as previously discerned through ICP-MS after 21 days at pH 5.5. In addition, these ion concentrations were added externally to hMSCs compared with the release of ions from the nSi that occurs in the endosome. The local concentration of released Li and Mg within the cell most likely has a greater effect than external addition of the low concentrations of Li or Mg. Overall, treatment with the combination of ions resulted in statistically similar ALP production and matrix mineralization compared with nSi.

### Nanosilicates and its dissolution products trigger lineage-specific gene expression program

To investigate the role of nSi and its ionic dissolution products in endochondral differentiation, we performed whole-transcriptome sequencing after 21 days of hMSC samples treated with nSi, individual ions (Si, Mg, or Li), or the combination of ions (Si, Mg, and Li). This study was performed in osteoconductive media (containing β-glycerophosphate and l-ascorbic acid), which did not contain any additional osteoinductive agents such as dexamethasone or recombinant human BMP-2. This approach was used to determine whether nSi or individual ionic dissolution products themselves initiate endochondral differentiation. 

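RNA-seq counts the reads that come from the transcripts of each gene, so its values compare transcript levels between conditions. hMSCs, which are primary human mesenchymal stem cells, were cultured for 21 days in 6 conditions. These were an untreated hMSC control, nSi at 100 μg/ml, Si at 4.49 μg/ml, Mg at 1.59 μg/ml, Li at 0.067 μg/ml, and all ions, which combined Si, Mg, and Li at these concentrations. Each condition had 2 libraries. The legend of Fig. 3 calls them technical replicates, so each SD covers only the spread between the 2 libraries of a condition. The p-values below rest on that same spread. If the libraries are technical replicates, these p-values do not cover the variation between separate cultures. The authors trimmed the reads, aligned them to the human genome with STAR, and counted uniquely mapped reads on the coding exons of RefSeq genes. They deposited RPKM, the reads of a gene scaled by the length of its coding exons and by the total reads of its library. The table lists 12008 genes, and all 12008 have an RPKM above 1 in both replicates of at least 1 condition.

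The table gives no read counts, but for 100% of the genes the 12 values were whole multiples of what 1 read is worth, which returned the read total behind each library. These totals were 14329682 and 21523290 reads in the hMSC control, 10894649 and 16361572 with nSi, 18480088 and 15133828 with Si, 20586225 and 16105107 with Mg, 21562860 and 16054206 with Li, and 16371168 and 14288354 with all ions. The median over the 12 libraries was 16233339.5 reads. The paper's reported depth is the number of reads mapped uniquely to the genome, from 16256612 for the smaller nSi library to 33824437 for the larger Li library. The values here use the totals recovered from RPKM. For a gene of the median length of 1443 bases, 1 read was worth between 0.0321 RPKM in Li replicate 1 and 0.0636 RPKM in nSi replicate 1.

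Each library was divided by its median-of-ratios factor, which ran from 0.841 in hMSC control replicate 2 to 1.16 in all ions replicate 2. Each treatment was then compared with the hMSC control by limma on log2(RPKM + 0.5), with a variance trend and Benjamini-Hochberg adjustment over the 12008 genes. A log2 (fold change) on this scale understates the change of genes with a low RPKM. An exact permutation test of 2 libraries against 2 cannot give a two-sided p below 0.333, so the p-values are those of limma, which shares its estimate of the spread across genes. The division moves every fold change. Without it, the median log2 (fold change) of all genes was 0.23 with nSi, 0.20 with Si, 0.21 with Mg, 0.23 with Li, and 0.37 with all ions, and all changes below are relative to a median near 0. Gene positions are those of GRCh38.p14, and RPKM are given as deposited, as the mean ± SD of the 2 libraries.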

After 21 days of treatment with individual ion concentrations selected from the ICP-MS data [~31% (4.49 ± 1.98 μg/ml) Si, ~49% (0.067 ± 0.03 μg/ml) Li, and ~18% (1.59 ± 0.85 μg/ml) Mg], the total mRNA was extracted for RNA-seq. RNA-seq was performed, and transcripts were aligned to the human reference genome (hg38). The gene expression levels for every gene in every sample were normalized to obtain fragments per kilobase of transcript per million reads (FPKM). The correlation of expressed gene levels (FPKM) for replicate samples subjected to different conditions indicated a high degree of consistency (*r* > 0.95). 

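Across the 12008 genes, Pearson's r between the 2 replicates of a condition on log2(RPKM + 0.5) was 0.987 in the hMSC control, 0.988 with nSi, 0.962 with Si, 0.992 with Mg, 0.986 with Li, and 0.984 with all ions. These are correlations across genes, which are not independent replicates. On RPKM as deposited, where a few abundant genes carry most of the weight, r was 0.989 in the hMSC control, 0.990 with nSi, 0.912 with Si, 0.994 with Mg, 0.958 with Li, and 0.984 with all ions. Spearman's rho ran from 0.963 with Si to 0.993 with Mg. With genes above an RPKM of 5 only, which moved the log2 values most, r with Si was 0.951. The SD between replicates over all genes was 0.396 on the log2 scale with Si, against 0.190 with Mg, 0.227 with nSi, 0.233 in the hMSC control, 0.250 with Li, and 0.262 with all ions.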

Each treatment group was compared to an untreated hMSC control group to obtain differentially expressed genes (DEGs; *P*-adj < 0.01; see Methods in the Supplementary Materials and data file S1). To obtain DEGs, generalized linear models (GLMs) were used (*38*). The total number of distinct DEGs across all samples was 6340.

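Over the 5 comparisons with the hMSC control, 3731 distinct genes had a limma adjusted p under 0.01. The study prints 2 thresholds, 0.01 in its text and 0.05 in the legend of Fig. 3, and 6614 distinct genes passed 0.05. Without the variance trend, the setting that moved this total by the largest factor, 1766 passed 0.01. In 50 simulations of groups that did not differ from the 2 hMSC control libraries, the mean total was 0.04 genes.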

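The 20% of genes with the largest variance over the 12 libraries were 2401 genes, and on their log2(RPKM + 0.5) the first principal component held 55.1% of the variance, the second 19.8%, and the third 8.86%. Over all 12008 genes, the alternative that moved it most, the first component held 46.9%. In the plane of the first 2 components, the replicates lay 1.8 apart with Mg, 5.98 with Li, 7.35 with all ions, 8.12 with nSi, 12.3 in the hMSC control, and 19.6 with Si. The center of the nSi libraries lay 14.6 from that of the hMSC control, which exceeds the distance between the control replicates by less than the distance between the nSi replicates. The other centers lay farther from the control, at 54.3 with Si, 57.0 with all ions, 63.3 with Mg, and 64.6 with Li. The centers of Si and Mg were 9.17 apart, less than the 2 Si replicates were. Si replicate 1, at -32.67 and -5.84 on the first 2 components, lay beside Mg replicate 1, at -32.69 and -6.14. Si replicate 2 lay apart from both, at -14.93 and -14.21, and at 35.47 on the third component.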

Principal components analysis (PCA) of the gene expression profiles revealed the robustness and limited variation between sample replicates (Fig. 3A). DEGs revealed a significant change in gene expression between ion and nSi treatment conditions compared with the untreated hMSCs (Fig. 3B and data file S1). Specifically, hMSCs treated with nSi, Si, Mg, Li, and the combination of all ions (Si, Mg, and Li) showed a significant [Benjamini-Hochberg false discovery rate (FDR); *P*-adj < 0.01] change in their gene expression profile: 634, 1661, 4000, 3311, and 3685 genes, respectively (Fig. 3C). 

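Among genes with a limma adjusted p under 0.01, the same direction in both treated libraries, and a mean RPKM of at least 5 in the higher group, several of the largest changes were shared between single ions. MMP11 had the largest fitted increase with Si, Mg, and Li, and HSPA6 the largest fitted decrease with Mg and Li. Cathepsin H (CTSH, NCBI gene 1512), on chromosome 15 from 78921058 to 78945046, rose from 5.09 ± 0.619 RPKM in the hMSC control to 46.8 ± 4.13 with Mg, 81.0 ± 3.06 with Li, and 70.6 ± 14.4 with all ions (SD, n = 2 each). Its log2 (fold change) was 2.89 with Mg (standard error 0.13, limma adjusted p = 1.3e-06), 3.65 with Li (standard error 0.15, limma adjusted p = 4.2e-08), and 3.27 with all ions (standard error 0.17, limma adjusted p = 1.7e-04). OASL (NCBI gene 8638), on chromosome 12 from 121017761 to 121039246, fell from 63.4 ± 21.4 RPKM to 0.937 ± 0.731 with Si and 0.391 ± 0.242 with Mg (SD, n = 2 each), log2 (fold changes) of -5.73 (limma adjusted p = 0.0018) and -6.36 (limma adjusted p = 6.2e-07). Other increases among the 3 largest of a treatment were TMEM97 with Si at 3.03, EVI2A with Mg at 2.56, and PIFO with Li at 3.29 on the log2 scale. LCNL1 had at most 3 reads in each control library, so its rise is a lower bound of at least 14.9-fold with Si. The same holds for HRK, at least 10.7-fold higher with all ions, and IL36B, at least 22.3-fold higher. Without all ions replicate 1 the fitted log2 (fold change) of HRK was 4.68, against 2.94 without all ions replicate 2. Other decreases among the 3 largest of a treatment were HSPA1A with Si and Li, CMPK2 with Si at -5.37, RSAD2 with Mg at -6.29, and BST2 with Li at -7.13, and with all ions ANGPTL4 at -5.03, LAMP5 at -4.97, and AQP1 at -4.86 on the log2 scale. With each library left out in turn, the log2 (fold change) of each gene named here kept its sign.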

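At a limma adjusted p under 0.01, 1 gene differed with nSi, 228 with Si (37 higher and 191 lower), 2555 with Mg (1019 higher and 1536 lower), 1789 with Li (669 higher and 1120 lower), and 1669 with all ions (715 higher and 954 lower). The gene with nSi was CXCL5 (NCBI gene 6374), on chromosome 4 from 73995642 to 73998677, which rose from 0.539 ± 0.190 to 26.2 ± 4.72 RPKM (SD, n = 2), a log2 (fold change) of 4.55 (standard error 0.23, adjusted p = 0.0015). The gene that followed it with nSi had an adjusted p of 0.011, and 171 genes passed 0.05. At 0.05 the counts were 864 with Si, 4393 with Mg, 3404 with Li, and 3806 with all ions. At an unadjusted p under 0.05 they were 2126 with nSi, 3194 with Si, 5632 with Mg, 4809 with Li, and 5333 with all ions.

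CXCL5 did not pass 0.01 with all 12 libraries in one fit (adjusted p = 0.033), where the single call was a gene lower with nSi, or without the variance trend (adjusted p = 0.034), where no gene passed and 1907 had an unadjusted p under 0.05. Changing the test moved the counts most. With voom on the recovered reads, chosen after the data were seen, 285 genes passed 0.01 with nSi, and with all 12 libraries in one fit 1192 passed with Si. On RPKM as deposited, more genes were called higher than lower with Mg (2192 and 1029), Li (1016 and 585), and all ions (2560 and 490), and fewer with Si (51 and 130). With quantile normalization more were lower than higher with Si (33 higher and 160 lower), Mg (1257 and 1293), Li (870 and 1021), and all ions (864 and 866).

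**Figure D1:**
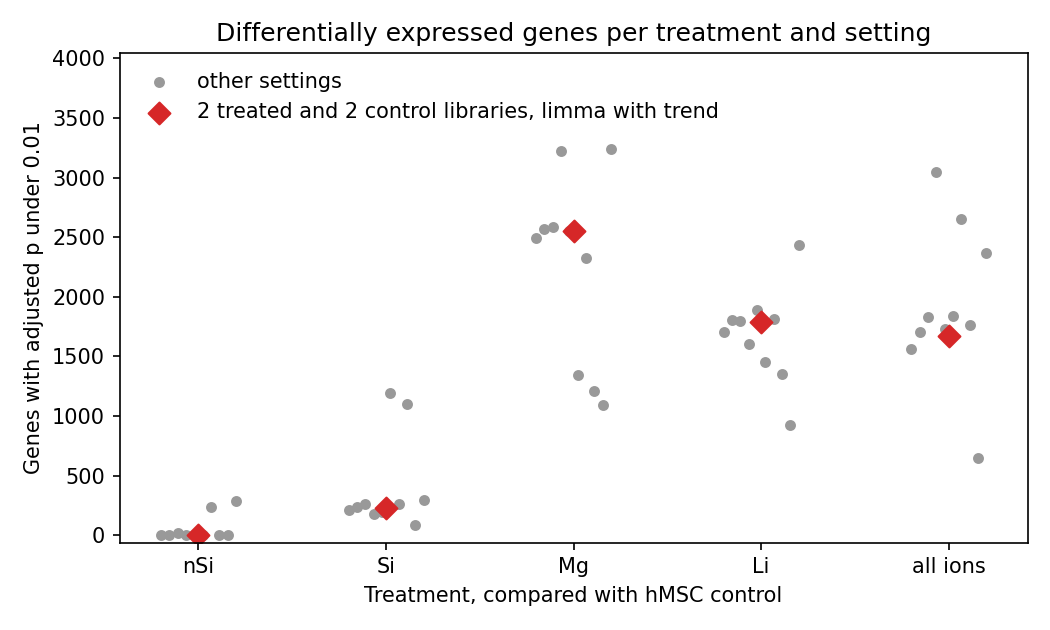
Number of genes with a limma adjusted p under 0.01 against the hMSC control in each of the 5 treatments, on the vertical axis. The red diamond is the fit of the 2 treated and 2 control libraries, at 1 gene with nSi, 228 with Si, 2555 with Mg, 1789 with Li, and 1669 with all ions, and each grey dot is the count under another way of processing the same libraries.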

A number of DEGs were common between the five treatment groups (nSi, Si, Li, Mg, and the combination of all individual ions; fig. S2), but only 113 were detected as DEGs by all five treatments. Furthermore, hMSCs treated with individual ions exhibited a large difference in the number of DEGs, more so than that of nSi.

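No gene had a limma adjusted p under 0.01 in all 5 comparisons, where nSi gave a single call, and 19 genes passed 0.05 in all 5. Unadjusted p-values under 0.05 numbered between 2126 and 5632 per treatment. In each of 50 simulations of unchanged groups against the same control libraries, 0 genes were common to the 5 comparisons. These groups had a mean of only 0.008 calls per comparison. Simulated groups with independent responses, at a mean of 1074.8 calls, also had 0 in common. A count of 0 at 0.01 therefore cannot tell unchanged groups from independent responses. Si, Mg, and Li shared 213 genes at 0.01, and all 213 changed in the same direction with each of the 3 ions. Of the 228 genes with Si, 226 were also among those with Mg and 214 among those with Li, each in the same direction. With all ions, which held the same 3 ions, 95 of the 228 were called, 92 of them in the same direction. On the first principal component the single-ion libraries lay between -32.69 and -14.93, and the all ions libraries at 17.5 and 12.5. Neither the paper nor the sample labels give a batch, so a batch shared by the single-ion libraries was not tested and stays open.

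Comparisons with the same control libraries share chance values, so the log2 (fold changes) of a pair of treatments were also correlated with 1 taken against each control library. Pearson's r across the 12008 genes was then 0.79 between Si and Mg, 0.78 between Mg and Li, and 0.70 between Si and Li. It was 0.49 between Li and all ions, 0.39 between Mg and all ions, and 0.36 between Si and all ions. These are means over the 2 ways of assigning the control libraries. Between nSi and the other treatments the mean r was 0.22 with all ions, from 0.331 one way and 0.109 the other. It was -0.01 with Si (0.150 and -0.167), -0.09 with Mg (0.082 and -0.267), and -0.01 with Li (0.153 and -0.173), so its sign depended on the control library. Unchanged groups simulated in the same way had a mean r of -0.003, and of 0.443 when both were taken against the mean of the control libraries.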

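The treatments were also compared directly, without the control libraries, by limma at an adjusted p under 0.01. Between Si and nSi 180 genes differed, 37 higher and 143 lower with Si, and between nSi and all ions 997 differed, 666 higher and 331 lower with nSi. Between Mg and Li 3 genes differed, CLDN14, LIF, and TRIB3, all lower with Mg, and they are named here after their values were seen. Between Si and Mg and between Si and Li 0 genes passed, with 631 and 1506 genes at an unadjusted p under 0.05. These counts depended on the processing. On RPKM as deposited, 517 genes were higher and 856 lower with nSi than with all ions. The count between Mg and Li ran from 0 on RPKM as deposited to 325 with voom, chosen after the data were seen. With all 12 libraries in one fit, 131 genes differed between Si and Li and 0 between Si and Mg. The larger spread between the Si replicates enters each comparison with Si. A test on simulated data had the spread of each comparison with the hMSC control, with 200 genes changed. There limma at 0.01 found 77.2% of 4-fold changes with nSi, 86.9% with Mg, 85.5% with Li, 68.3% with all ions, and 0% with Si, where it found 68.3% at 0.05. No direct comparison of treatments was simulated, so these shares do not measure what the direct comparisons could find. The fit of the real Si and control libraries called 228 genes at 0.01, so the 0% holds only for the simulated setting.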

**Fig. 3.**
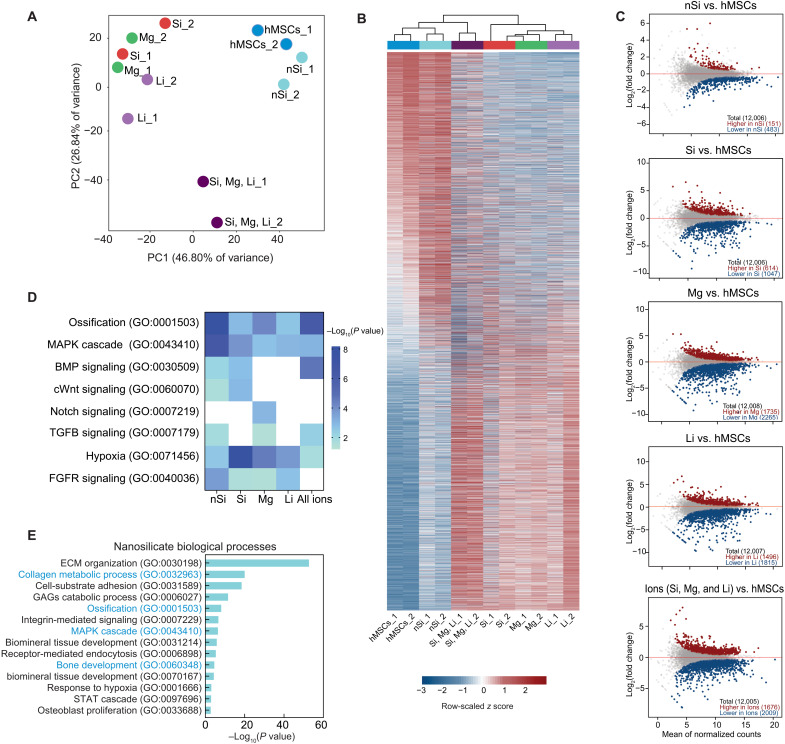
Nanosilicate and its ionic dissolution products drive transcriptome dynamics. (**A**) Principal component analysis (PCA) of hMSC samples treated with nanosilicates (nSi) and its ionic dissolution products (Si, Mg, Li, and all ions) based on mRNA expression obtained from RNA-seq (*n* = 2, technical replicates). Cells without nanomaterials are used as control (hMSCs). The PCA was done on the mRNA expression (log_2_FPKM) of 20% of the most variable genes across all samples (*n* = 2362). (**B**) Hierarchical clustering of hMSC samples treated with nSi, Si, Mg, Li, and all ions based on mRNA expression obtained from RNA-seq. The heatmap shows the differentially expressed genes (DEGs) (log_2_FPKM of DEGs; *P-*adj < 0.05) across all treatment groups compared with control hMSC samples (red, up-regulated; blue, down-regulated). The total number of distinct DEGs across all samples is 6340. (**C**) Difference in gene expression [log_2_(fold change)] between hMSC samples treated with nSi, Si, Mg, Li, or all ions. Genes with significantly high expression are shown in red (*P*-adj < 0.05), while genes with significantly low expression (*P*-adj < 0.05) are shown in blue. Gray denotes genes that do not exhibit significantly differences. (**D**) The effects of nanosilicates and its ionic dissolution products on key GO terms associated with endochondral ossification and related pathways are shown (*P <* 0.05). Color intensity is associated with increasing −log_10_(*P* value) (dark blue, greater significance; teal, less significance). (**E**) GO enrichment analysis showed nanosilicates regulate terms associated with ossification (GO:0001503) and extracellular structure organization (GO:0043062) (day 21).

We next performed gene ontology (GO) pathway enrichment analysis of DEGs to identify pathways that are perturbed by nSi and ion dissolution products. To do this, we used the Bioconductor package GOstats to perform hypergeometric-based tests and generate significant ontology terms related to biological processes. GO terms related to known biological processes and biochemical pathways associated with osteogenesis and endochondral ossification were identified (*P*-adj < 0.05; Fig. 3D, fig. S3, and data file S2). Key signaling pathways regulating chondrogenesis and endochondral skeleton development (*30*) such as mitogen-activated protein kinase (MAPK), BMP, canonical Wingless-related integration site (cWnt), notch, TGF-β/SMAD, hypoxia (HIF), FGFs, and hedgehog (Shh and Ihh) have been identified. Nanosilicates influenced pathways related to MAPK, BMP, TGF-β/SMAD, FGF, and Ihh. The combination of individual ions had a similar effect but did not regulate GO terms related to notch or Ihh pathways. For individual ions, regulation of key pathways in endochondral development varied. Si perturbed processes related to MAPK, BMP, cWnt, Notch, hypoxia, FGF, and hedgehog (Ihh and Shh), while Mg showed GO terms related to MAPK, Notch, TGF-β/SMAD, hypoxia, and FGF. Li showed the least regulation of key endochondral pathways, as it did not perturb BMP, cWnt, TGF-β/SMAD, or notch signaling. These results suggest that the individual ions such as Si and Mg exhibit strong effect on endochondral differentiation.

To validate the effect of ionic dissolution products on some of the key signaling pathways, we treated hMSCs with Si, Mg, and Li for 14 days in the presence and absence of cWnt inhibitor (10 μM cardamonin; Cayman Chemicals) and MAPK inhibitor (5 μM PD185342; Abcam). Both cWnt signaling (*39*, *40*) and MAPK/ERK signaling (*41*) are implicated in osteogenesis and are highlighted in our GO analysis. Western blot was performed on day 14 to evaluate the effect on ALP production (fig. S4). MAPK inhibition seemed to have the strongest effect on ALP production. However, addition of cWnt inhibitor also decreased the expression of ALP in Si, Mg, and Li samples. Biochemical pathways in osteochondral differentiation often act synergistically, as both cWnt and ERK pathways can be activated by upstream signaling cascades such as BMP/TGF-β (*30*). These results indicate that ions may be involved in regulating more than one signaling pathway to regulate gene expression.

The reduce and visualize gene ontology (REVIGO) GO-term slimming platform was used to extract highly enriched, consolidated terms. 

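The GO gene sets are not part of the deposited data, so lists of genes chosen by symbol before the data were examined were tested with limma's camera, with an inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over 10 lists and 5 treatments. For enzymes that modify collagen and proteins that act with them (27 genes, such as prolyl hydroxylases, lysyl hydroxylases, and lysyl oxidases), the median log2 (fold change) with nSi was -0.39, with 25 genes lower and 2 higher (camera adjusted p = 7.1e-13). Over the 4 pairings of a treated with a control library this median ran from -0.54 to -0.34. Over all 50 tests, camera called 37, of which 20 also passed with fry and 0 passed with the inter-gene correlation estimated from the data, the alternative that moved the lists most. The collagen-modifying enzymes passed with fry in all 5 treatments, with nSi at an adjusted p of 0.022.

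The fibrillar collagens were lower with nSi. COL1A1 (NCBI gene 1277), on chromosome 17 from 50184101 to 50201631, was at 12468 ± 221 RPKM in the hMSC control and 5127 ± 288 with nSi (SD, n = 2 each), a log2 (fold change) of -1.52 (standard error 0.26, limma adjusted p = 0.045). COL1A2 (NCBI gene 1278), on chromosome 7 from 94394895 to 94431227, changed from 7699 ± 475 to 3642 ± 117 RPKM, a log2 (fold change) of -1.31 (standard error 0.23, limma adjusted p = 0.047). COL3A1 (NCBI gene 1281), on chromosome 2 from 188974373 to 189012746, changed from 1854 ± 20.35 to 1056 ± 20.35 RPKM, a log2 (fold change) of -1.04 (standard error 0.15, limma adjusted p = 0.030). These 3 genes passed an adjusted p of 0.05 but not 0.01.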

GO analysis revealed that nSi regulated processes associated with the ECM and endochondral ossification, suggesting that extracellular changes related to endochondral differentiation may be occurring (Fig. 3E), specifically extracellular structure organization (GO:0043062; *P* < 1.6 × 10^−53^) and collagen metabolic processes (GO:003296; *P* < 8.1 × 10^−21^). Therefore, nSi not only regulate key biochemical pathways but also direct hMSC ECM organization. These results support our earlier study that highlight the fact that biophysical contribution of nSi via interaction with cell surface receptor can lead to cellular stress, which induces osteogenic differentiation of hMSCs (*19*). Our current study highlights that individual ionic dissolution products and their combination can influence stem cell differentiation, suggesting that intracellular signaling via release of ions may also contribute to the bioactivity of nSi. Hence. it is expected that both biophysical and biochemical characteristics of nSi are uniquely responsible for innate osteoinductivity of nSi.

### Individual ion dissolution products contribute to the bioactivity of nSi

Inorganic ions have been implicated to regulate cellular process and potentially control/direct stem cell differentiation. For example, Si contributes to collagen fibril production (*7*, *14*) and regulates cWnt/Shh signaling (*5*). Mg plays a role in promoting osteogenesis (*15*), along with activation of key growth factors involved in this process such as FGF2 and vascular endothelial growth factor (VEGF) (*42*). In addition, Li has been shown to control Wnt signaling by inhibition of GSK3b and thus promotes osteogenesis (*18*, *40*). From the literature and our GO analysis, it is expected that ion dissolution products (Si, Mg, and Li) can induce endochondral differentiation and ossification through multiple mechanisms (Fig. 4A).

**Fig. 4.**
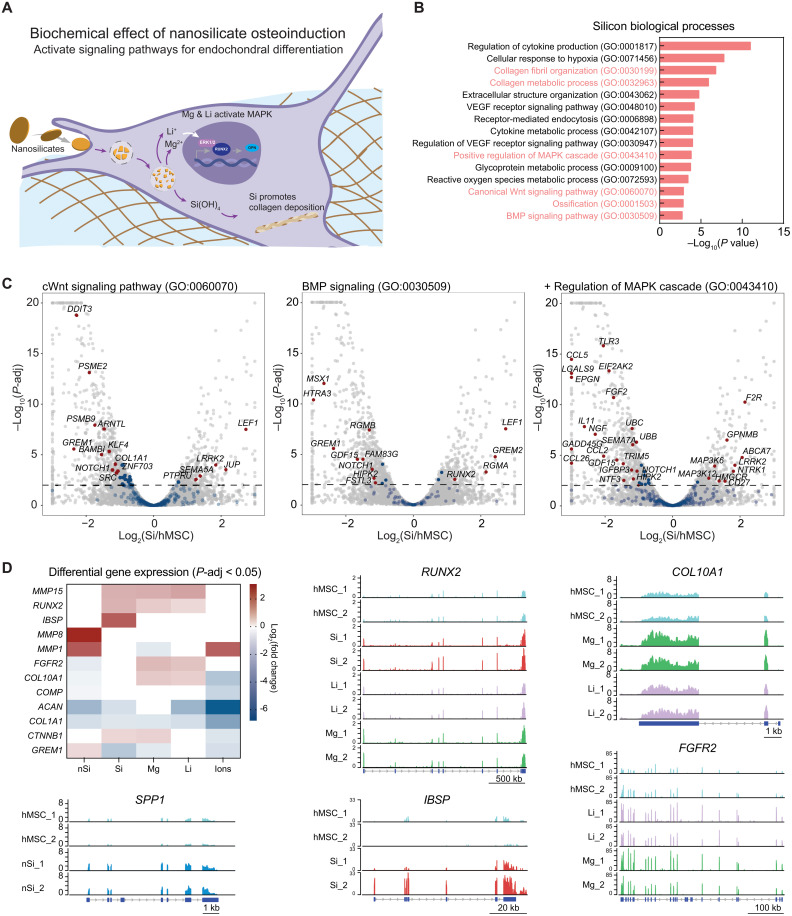
Individual ions contribute to the innate bioactivity of nanosilicates. (**A**) Schematic depicting the potential role of Si, Li, and Mg in regulating endochondral differentiation. (**B**) GO enrichment analysis showed that Si regulates processes associated with the extracellular matrix such as collagen metabolic processes (GO:0032963) and collagen fibril organization (GO:0030199). (**C**) A volcano plot showing DEGs for BMP signaling (GO:0030509), cWnt signaling (GO:0060070), and MAPK (GO:0043410). Gray, all of the expressed genes; blue, genes associated with the GO term with no significant change in expression; and red, genes associated with the GO term that show significantly different expression. (**D**) DEGs associated with endochondral differentiation showing the effect of nSi, Si, Li, and Mg [log_2_(fold change)] (red, up-regulated; blue, down-regulated). RNA-seq tracks showing normalized mRNA expression [aligned reads normalized by total library size—transcript per million (TPM)] at the genomic locus of runt-related transcription factor-2 (*RUNX2*), type 10 collagen (*COL10A1*), secreted phosphoprotein 1 (*SPP1*), integrin binding sialoprotein (*IBSP*), and fibroblast growth factor receptor 2 (*FGFR2*).

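Of the genes at these loci, SPP1 (NCBI gene 6696), on chromosome 4 from 87975714 to 87983411, was at 18.1 ± 6.85 RPKM in the hMSC control (SD, n = 2). It was at 47.7 ± 3.05 RPKM with nSi, a log2 (fold change) of 1.20 (standard error 0.21, limma adjusted p = 0.0500), and at 46.4 ± 0.897 RPKM with all ions, a log2 (fold change) of 0.99 (standard error 0.22, limma adjusted p = 0.014). With Mg it was lower, at 6.41 ± 0.0690 RPKM (log2 (fold change) -1.58, limma adjusted p = 7.1e-04), and with Li it was at 18.4 ± 2.58 RPKM (log2 (fold change) -0.16, limma adjusted p = 0.62). With Si, the library of replicate 2 decided its value, at 132 RPKM against 5.78 in replicate 1, and the log2 (fold change) of 0.49 (limma adjusted p = 0.85) was -1.73 without Si replicate 2. With each library left out in turn, the log2 (fold change) of SPP1 ran from 0.85 to 1.55 with nSi and from 0.64 to 1.34 with all ions.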

Ours results revealed that Si perturbed biological processes for extracellular structure organization (GO:0043062; *P*-adj < 1.7 × 10^−5^) and collagen metabolic processes (GO:003296; *P*-adj < 1.1 × 10^−6^) (Fig. 4B), supporting the role of Si in collagen fibril production (*14*). Furthermore, GO analysis suggested that Si-treated hMSCs are enriched in GO terms related to activation of BMP signaling (GO:0030509; *P*-adj < 0.0017), cWnt signaling (GO:0060070; *P*-adj < 0.0012), and positive regulation of MAPK cascades (GO:0043410; *P*-adj < 0.001) (Fig. 4C). 

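With Si, the median log2 (fold change) of the 27 collagen-modifying enzymes was -0.91, with 24 genes lower and 3 higher (camera adjusted p = 3.1e-08, fry adjusted p = 0.017). For the 27 collagen genes the median with Si was -0.35, with 17 lower and 10 higher, which camera did not call (adjusted p = 0.13). With genes above an RPKM of 5 only, camera called the collagens lower with Si, at a median of -0.39 (adjusted p = 0.025). Other scalings gave a smaller decrease. The median was -0.12 with quantile normalization and -0.15 on RPKM as deposited, where that of all genes was 0.20. COL1A1, the most abundant collagen, was at 6537 ± 1986 RPKM with Si (SD, n = 2), a log2 (fold change) of -1.16 that limma did not call (standard error 0.42, adjusted p = 0.15).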

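Fig. 4C names 13 genes of BMP signaling, 16 of cWnt signaling, and 29 of the MAPK cascade, and all of them were compared between the Si and hMSC control libraries. The study picked these genes from the same libraries, so their counts are not independent evidence. Of the 13 BMP genes 4 were higher and 9 lower, and limma's adjusted p over all genes was under 0.05 for 3 of the higher and 6 of the lower, while adjusted over the list alone 13 passed. Of the 16 cWnt genes 5 were higher and 11 lower, with 1 and 9 passing over all genes and 16 adjusted over the list alone. Of the 29 MAPK genes 9 were higher and 20 lower, with 6 and 15 passing over all genes and 29 adjusted over the list alone. The median log2 (fold change) was -1.19 for the BMP genes, -1.12 for the cWnt genes, and -1.20 for the MAPK genes, and all 3 medians stayed negative on RPKM as deposited. LEF1 (NCBI gene 51176), a transcription factor of cWnt signaling on chromosome 4 from 108047548 to 108168932, rose from 1.42 ± 0.547 to 11.1 ± 2.93 RPKM with Si (SD, n = 2 each), a log2 (fold change) of 2.45 (standard error 0.33, adjusted p = 0.012).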

Si treatment also resulted in up-regulation of osteospecific transcription factor *RUNX2* [log_2_ (fold change) = 1.23], which was a key contributor to BMP signaling (GO:0030509) (Fig. 4D and fig. S5). 

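RUNX2 (NCBI gene 860) lies on chromosome 6 from 45328330 to 45551082. Its expression was 7.22 ± 0.294 RPKM in the hMSC control and 19.4 ± 6.69 RPKM with Si (SD, n = 2 each), from 159 and 253 recovered reads in the control libraries and 429 and 578 in the Si libraries. The log2 (fold change) was 1.14 (standard error 0.27), both Si libraries were above both control libraries, and limma did not call the difference at an adjusted p under 0.05 (adjusted p = 0.061). The choice of which libraries enter the fit moved this p most. With all 12 libraries in one fit the adjusted p was 0.0064, and over the alternatives it ran from 0.0051 to 0.085. With each library left out in turn, the log2 (fold change) ran from 0.77 to 1.51.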

BMP signaling results in the subsequent activation of cWnt signaling and MAPK cascades to control the production of osteospecific glycoproteins (*43*). We also observed that Si up-regulates catenin β1 (*CTNNB1*) (β-catenin), which is an important component of the cWnt pathway. Furthermore, Si up-regulated BSP [integrin binding sialoprotein (*IBSP*)] at day 21 [log_2_ (fold change) = 2.44], suggesting its ability to facilitate ossification and glycoprotein production. 

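CTNNB1 (NCBI gene 1499), on chromosome 3 from 41199505 to 41240443, was expressed at 216 ± 18.6 RPKM in the hMSC control and 399 ± 35.2 RPKM with Si (SD, n = 2 each). The log2 (fold change) was 0.68 (standard error 0.19), with both Si libraries above both control libraries, and limma did not call it (adjusted p = 0.085). It was called on RPKM as deposited (adjusted p = 0.042), after quantile normalization (adjusted p = 0.049), and with all 12 libraries in one fit (adjusted p = 0.0055), within a range from 0.0045 to 0.15 over the alternatives. With Mg the gene was at 418 ± 3.83 RPKM, a log2 (fold change) of 0.75 (standard error 0.11, limma adjusted p = 0.0011), and with all ions it was lower, at 123 ± 8.41 RPKM, a log2 (fold change) of -1.22 (standard error 0.15, limma adjusted p = 0.0015).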

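IBSP (NCBI gene 3381), on chromosome 4 from 87799554 to 87812435, rested on few reads, with 23 and 6 recovered reads in the 2 control libraries and 38 and 139 in the 2 Si libraries. This is 0.987 ± 0.983 RPKM in the hMSC control and 5.89 ± 5.28 RPKM with Si (SD, n = 2 each). The log2 (fold change) was 1.88 (standard error 0.75), which limma did not call (adjusted p = 0.18), although both Si libraries were above both control libraries. With all 12 libraries in one fit the adjusted p was 0.049, within a range from 0.049 to 0.22 over the alternatives. Si replicate 2 carried most of the difference, and without it the log2 (fold change) was 0.89.

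**Figure D2:**
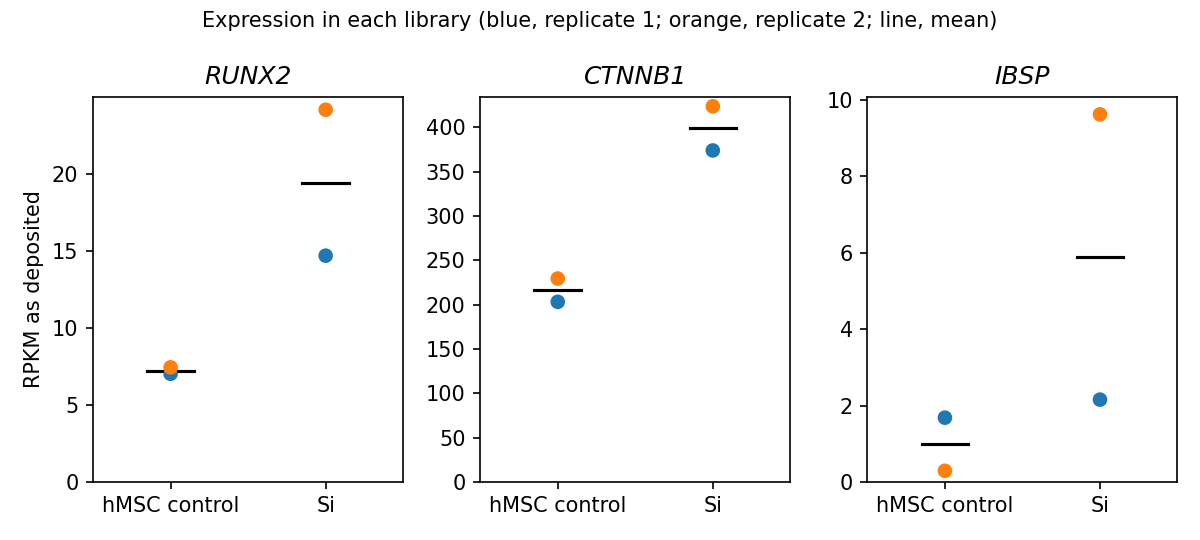
RPKM as deposited of RUNX2, CTNNB1, and IBSP in the 2 hMSC control libraries and the 2 Si libraries, with these conditions on the horizontal axis. Blue points are replicate 1, orange points replicate 2, and lines the mean of the 2. Both Si libraries lie above both control libraries for each gene, and the 2 Si libraries of IBSP lie apart, at 2.155 and 9.63 RPKM.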

During endochondral ossification, mineralizing hypertrophic chondrocytes promote production of *IBSP* (*44*). Overall, these results suggest that Si contributes to endochondral ossification and promotes chondroblastic to osteoblastic transdifferentiation.

In addition to Si, Mg also was shown to play a key role in inducing osteogenic differentiation of hMSCs. Mg down-regulated common chondrogenic markers such as *ACAN* and *COMP*, but the hypertrophic chondrocyte marker *COL10A1* is up-regulated in Mg-treated hMSCs. 

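ACAN (NCBI gene 176), on chromosome 15 from 88803436 to 88875353, was at 6.82 ± 2.87 RPKM in the hMSC control and 5.73 ± 1.12 RPKM with Mg (SD, n = 2 each), a log2 (fold change) of -0.38 (standard error 0.28) that limma did not call (adjusted p = 0.31). The spread of the 2 control libraries, at 4.79 and 8.85 RPKM, exceeded the difference, and without control replicate 2 the log2 (fold change) was 0.07. COMP (NCBI gene 1311), on chromosome 19 from 18782773 to 18791305, was at 1010 ± 32.4 RPKM in the control and 1114 ± 67.7 RPKM with Mg, a log2 (fold change) of -0.07 (standard error 0.12, limma adjusted p = 0.68). On RPKM as deposited, where the median of all genes with Mg is 0.21, its log2 (fold change) was 0.14, and without Mg replicate 1 it was 0.0033. COL10A1 (NCBI gene 1300), on chromosome 6 from 116118909 to 116217144, rose from 33.3 ± 2.65 to 71.6 ± 6.02 RPKM with Mg, a log2 (fold change) of 0.89 (standard error 0.12, limma adjusted p = 6.0e-04). Under the other treatments ACAN was lower with nSi (log2 (fold change) -2.57, limma adjusted p = 0.022) and Li (-2.63, limma adjusted p = 1.5e-04), and in the all ions libraries it had 5 and 14 reads (-3.82, limma adjusted p = 5.0e-04).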

Up-regulation of *COL10A1* indicates that Mg-treated hMSCs are transitioned toward hypertrophic chondrocytes. Simultaneous up-regulation of the key osteogenic transcription factor *RUNX2* supports that hypertrophic chondrocyte may begin to transition toward preosteoblast with Mg addition (Fig. 4D). 

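With Mg, RUNX2 was at 15.1 ± 0.00267 RPKM (SD, n = 2), from 492 and 385 recovered reads. The log2 (fold change) against the hMSC control was 0.82 (standard error 0.14, limma adjusted p = 0.0022), and it ran from 0.75 to 0.89 with each library left out in turn. The 2 Mg values lie closer together than the sampling error of these reads, so their SD understates the error of the value. With all ions, RUNX2 was at 9.24 ± 2.70 RPKM, a log2 (fold change) of -0.08 that limma did not call (adjusted p = 0.81), and that was 0.19 without all ions replicate 1.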

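FGFR2 (NCBI gene 2263), on chromosome 10 from 121478330 to 121598458, was at 4.65 ± 0.60 RPKM in the hMSC control and 11.9 ± 0.319 RPKM with Mg (SD, n = 2 each). This is a log2 (fold change) of 1.08 (standard error 0.17, limma adjusted p = 0.0013), with 168 and 303 recovered reads in the control libraries and 693 and 522 in the Mg libraries. With each library left out in turn, the log2 (fold change) ran from 0.93 to 1.24, and under each of the alternatives limma's adjusted p was at most 0.0076.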

*FGFR2*, a receptor for FGFs, is up-regulated in Mg-treated samples, suggesting that the FGF signaling pathway may be involved in the observed ossification. To confirm the role of Mg in endochondral differentiation, we performed GO analysis. Mg-treated hMSCs showed significant enrichment of GO terms related to ossification (GO:0001503; *P*-adj < 6.1 × 10^−5^) and MAPK cascade (GO:0043410; *P*-adj < 0.0020) (fig. S6). Earlier studies have implicated the role of Mg in promoting osteogenesis by activating FGF signaling and MAPK cascade (*45*). Mg up-regulated the transcript of *FGFR2*, which was found up-regulated in the MAPK cascade (GO:0043410), suggesting a relationship between the two pathways (fig. S7). Extracellular Mg can enter through solute channels such as TRPM7 or MagT1, which causes subsequent FGF2 expression (*42*). This is further supported by GO analysis, which highlighted the role of Mg in FGF signaling (GO:0044344 cellular response to FGF stimulus; *P*-adj < 0.0011).

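Of the genes in this route, FGF2 (NCBI gene 2247), on chromosome 4 from 122826682 to 122898236, was lower with Mg, at 12.7 ± 0.120 RPKM against 40.5 ± 1.86 RPKM in the hMSC control (SD, n = 2 each), a log2 (fold change) of -1.84 (standard error 0.11, limma adjusted p = 6.2e-06). With each library left out in turn it stayed between -1.85 and -1.83. TRPM7 (NCBI gene 54822), on chromosome 15 from 50557158 to 50686797, was at 25.7 ± 3.70 RPKM in the control and 33.2 ± 0.118 RPKM with Mg, a log2 (fold change) of 0.17 (standard error 0.13) that limma did not call (adjusted p = 0.36) and that was -0.02 without control replicate 1. MAGT1 (NCBI gene 84061), on chromosome X from 77825747 to 77895568, was lower with Mg, at 31.1 ± 0.939 RPKM against 55.8 ± 3.61 RPKM, a log2 (fold change) of -1.04 (standard error 0.10, limma adjusted p = 1.0e-04).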

Earlier studies have shown that Li can induce osteogenic differentiation by activating cWnt signaling (*5*, *40*) through inhibition of GSK3b (*16*). 

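GSK3B (NCBI gene 2932), on chromosome 3 from 119821321 to 120094447, was at 27.2 ± 5.25 RPKM in the hMSC control and 42.0 ± 5.44 RPKM with Li (SD, n = 2 each). Its log2 (fold change) was 0.40 (standard error 0.17), and limma did not call the difference (adjusted p = 0.11). With each library left out in turn the value ran from 0.22 to 0.58. Over the alternatives the adjusted p ran from 0.030 to 0.20.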

As Li inhibits GSK3b by directly interacting with GSK3b (*46*), effect of Li on *GSK3b* mRNA transcripts was not expected. On the basis of our in vitro osteogenic assays, Li treatment was able to induce matrix mineralization (Fig. 2A). This was further supported by the RNA-seq data, which support that Li regulates ossification GO term (GO:0001503; *P*-adj < 0.0024) (fig. S6). 

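With Li, RUNX2 was at 13.4 ± 1.05 RPKM (SD, n = 2), a log2 (fold change) of 0.63 against the hMSC control (standard error 0.17, limma adjusted p = 0.020). It ran from 0.55 to 0.70 with each library left out in turn, and its adjusted p over the alternatives ran from 0.0080 to 0.072, with the highest value from all 12 libraries in one fit. FGFR2 was at 10.7 ± 0.554 RPKM with Li (SD, n = 2), a log2 (fold change) of 0.91 (standard error 0.19, limma adjusted p = 0.0060), and its adjusted p stayed under 0.05 in each alternative. All Li libraries were above all control libraries for both genes.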

We observed that Li significantly regulated the FGFR signaling pathway (GO:0040036; *P*-adj < 0.0020), and key genes in these pathways such as *RUNX2* and *FGFR2* were up-regulated [log_2_ (fold change) of 0.65 and 0.96, respectively] (Fig. 4D). Thus, it is expected that Li might be promoting osteogenesis, but to a lesser extent compared with Si.

### Nanosilicate degradation products control transcriptomic changes in hMSCs

With large expression datasets, there is a potential risk of missing certain perturbed pathways, particularly if genes of interest do not fall below the significance cutoff. Thus, to overcome this challenge and observe the dynamics of all expressed genes, we used gene set enrichment analysis (GSEA). GSEA was used to determine whether an a priori defined set of genes exhibited statistically significant, concordant differences between our treated and untreated hMSCs. To obtain GSEA results, we performed enrichment of curated gene sets in preranked gene lists (see the Supplementary Materials). Enriched gene sets with FDR adjusted *P* < 0.1 were considered in our analysis. The node generation cutoff for this network was set at an FDR adjusted *P* < 0.1 and an edge weight (similarity coefficient) >0.375.

GSEA analysis of all samples and our enrichment analysis suggested that treatment with Si, the combination of all individual ions, or nSi had the ability to regulate processes associated with the ECM, signaling pathways linked to growth factors, and integrin binding, among other responses (Fig. 5A), which corroborates the data found in our previously discussed GO analysis. Nanosilicates, the combination of all individual ions, and Si regulated processes within the gene set group including the *Naba* gene set *Collagens*, and the *Reactome* gene sets *Degradation of the Extracellular Matrix* and *Extracellular Matrix Organization*. 

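For the 27 collagen genes, the median log2 (fold change) was -0.75 with nSi (camera adjusted p = 1.3e-13) and -1.84 with all ions (camera adjusted p = 1.8e-12), and both also passed with fry, each at an adjusted p of 0.028. Over the 4 pairings of a treated with a control library the median ran from -0.89 to -0.53 with nSi and from -2.20 to -1.45 with all ions. The collagen-modifying enzymes had a median of -1.46 with all ions, with 25 genes lower and 2 higher (camera adjusted p = 3.0e-13, fry adjusted p = 0.0058). The difference between treatments in these medians was not tested.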

Nanosilicates and the combination of individual ions regulated gene sets in the groups containing the *PID* gene set *Integrin Pathway*, the Kyoto Encyclopedia of Genes and Genomes (*KEGG*) gene set *Focal Adhesion*, and the *Reactome* gene set *Glycosaminoglycan Metabolism*. These processes contribute to ECM regulation, cell attachment to the ECM, and extracellular glycoprotein cellular interactions. 

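A list of 20 genes taken by integrin symbols, of which 17 are integrin subunits and ITGB1BP1, ITGB3BP, and ITGBL1 are not, had a median log2 (fold change) of -0.20 with nSi, with 15 lower and 5 higher (camera adjusted p = 0.0080), which did not pass with fry (adjusted p = 0.12). With all ions the median was -0.89, with 16 lower and 4 higher (camera adjusted p = 5.4e-04, fry adjusted p = 0.028). Camera did not call them with Si, at a median of 0.19 (adjusted p = 0.38), with Mg, at 0.23 (adjusted p = 0.69), or with Li, at -0.11 (adjusted p = 0.12). With the 17 subunits alone, chosen after the data were seen, the median was -0.20 with nSi, with 12 lower and 5 higher (camera adjusted p = 0.015, fry adjusted p = 0.099), and -0.96 with all ions, with 15 lower and 2 higher (camera adjusted p = 2.0e-04, fry adjusted p = 0.024). For 40 genes of glycosaminoglycan synthesis the median was -0.53 with all ions, with 36 lower and 4 higher (camera adjusted p = 8.9e-08, fry adjusted p = 0.0044). With nSi it was -0.07, with 23 lower and 17 higher, and was not called (camera adjusted p = 0.12). With the single ions it was -0.18 for Si (camera adjusted p = 0.017), -0.17 for Mg (camera adjusted p = 0.013), and -0.22 for Li (camera adjusted p = 0.0059). One enzyme of the list, DSEL, has an RPKM length 2.02 times its coding length, which lowers its RPKM for a given number of reads.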

Silicon has been suggested to interact with prolyl hydroxylase, which catalyzes type 1 collagen production (*14*, *47*). Furthermore, ECM stabilization may be assisted by silicon presence, as silicon is necessary for the binding of proteoglycans to the collagen matrix (*48*). The observation of these ECM changes in silicon, all ion samples, and nSi suggests that intracellular release of silicon may be the mechanism by which nSi promote ECM changes.

**Fig. 5.**
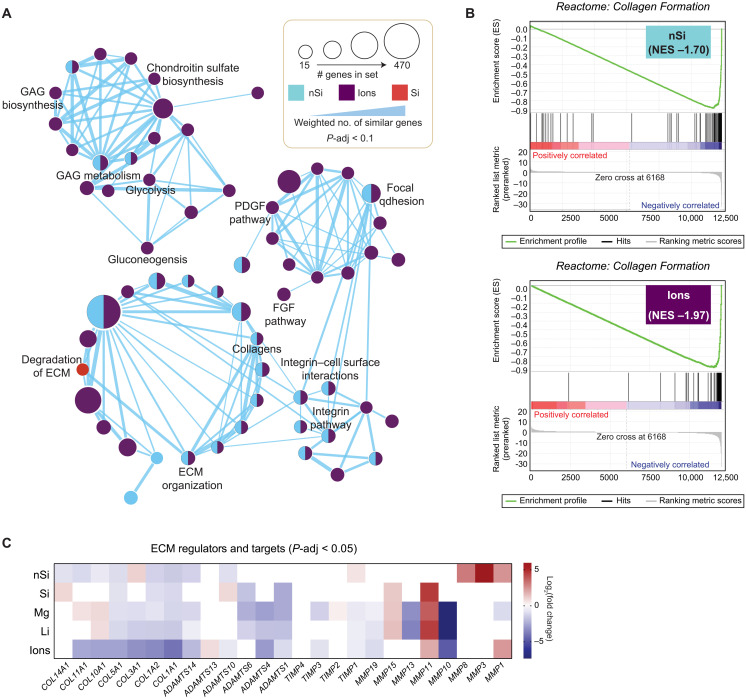
Gene set enrichment analysis (GSEA) yields insights about the effect of nanosilicate and silicon on endochondral ossification and matrix remodeling. (**A**) GSEA graph displaying interconnected gene sets of hMSC treated with nanosilicates and its ionic dissolution products. The graph was generated in Cytoscape with Enrichment Map using enriched gene sets *P-*adj < 0.1 and an edge similarity coefficient >0.375. The effects of nSi and ions on extracellular matrix organization, glycoproteins, and proteoglycans are shown. (**B**) GSEA enrichment results show normalized enrichment scores (NES) for *Reactome: Collagen Formation* for nSi and ion treatment. The vertical black lines (“bar code”) represent the projection onto the ranked gene list of individual genes of the gene set. The horizontal bar in graded color from red (left) to blue (right) represents the gene list ranked from up-regulated on the left to down-regulated on the right. (**C**) Heatmap of DEG (*P*-adj *<* 0.05), log_2_(fold change) expression of genes associated with matrix remodeling including matrix metalloproteinases (MMPs), tissue inhibitors of metalloproteinases (TIMPs), a disintegrin and metalloproteinase with thrombospondin motifs (ADAMTSs), and collagens identified through analysis of nSi transcriptomic data (red, up-regulated; blue, down-regulated). MMP transcripts are most readily positively up-regulated by nSi and ions, including MMP1, MMP3, MMP8, MMP11, and MMP15. Other matrix remodeling enzymes such as ADAMTSs and TIMPs are mostly down-regulated by nSi or ions. Last, collagens are mostly down-regulated, apart from *COL10A1* (up-regulated by Mg and Li), *COL11A1* (up-regulated by Mg), and *COL14A1* (up-regulated by Si).

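Of the 27 collagen genes, 20 were lower and 7 higher with Mg, a median log2 (fold change) of -0.53 (camera adjusted p = 0.0059, fry adjusted p = 0.046), and 22 were lower and 5 higher with Li, a median of -0.68 (camera adjusted p = 2.3e-04), which did not pass with fry (adjusted p = 0.12). COL10A1 was at 67.8 ± 0.968 RPKM with Li (SD, n = 2), a log2 (fold change) of 0.79 (standard error 0.15, limma adjusted p = 0.0029). With Si its log2 (fold change) of 0.91 was not called (limma adjusted p = 0.29) and was 0.11 without Si replicate 2. It was lower with nSi, a log2 (fold change) of -0.58 that was not called (limma adjusted p = 0.076), and with all ions, at -2.54 (limma adjusted p = 2.0e-04). COL11A1 (NCBI gene 1301), on chromosome 1 from 102876473 to 103108522, rose from 239 ± 49.5 to 448 ± 29.6 RPKM with Mg, a log2 (fold change) of 0.71 (standard error 0.15, limma adjusted p = 0.0071). COL14A1 (NCBI gene 7373), on chromosome 8 from 120124454 to 120373573, was at 32.3 ± 5.47 RPKM in the hMSC control and 69.3 ± 15.3 RPKM with Si, a log2 (fold change) of 0.89 (standard error 0.23) that limma did not call (adjusted p = 0.075). It was called with all 12 libraries in one fit (adjusted p = 0.018), within a range from 0.011 to 0.11 over the alternatives.

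The 11 ADAMTS genes had a median log2 (fold change) of -0.23 with nSi, 0.01 with Si, -0.71 with Mg, -0.41 with Li, and -1.01 with all ions. Camera called them lower with nSi (adjusted p = 0.032), Mg (adjusted p = 0.0033), Li (adjusted p = 0.013), and all ions (adjusted p = 7.2e-04), and with fry the call held for Mg (adjusted p = 0.0050) and all ions (adjusted p = 0.025). With Si the sign of the median changed with the library left out, to -0.13 without Si replicate 2 and -0.09 without control replicate 1. Adjusted over the list alone, the number of ADAMTS genes with a limma adjusted p under 0.05 was 3 with nSi, 5 with Si, 6 with Mg, 5 with Li, and 10 with all ions. The 4 TIMP genes had a median of 0.05 with nSi, -0.30 with Si, -0.82 with Mg, -0.35 with Li, and -0.41 with all ions. With Mg, limma called TIMP1 and TIMP3 lower and TIMP2 higher at an adjusted p under 0.05, and no TIMP gene was called in the other 4 treatments. These calls depended on the processing. With all 12 libraries in one fit and without the variance trend, 0 were higher and 1 lower with Mg. The one fit also called 1 lower with all ions. On RPKM as deposited 1 was higher with Li, and with voom, chosen after the data were seen, 1 was higher with nSi.

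**Figure D3:**
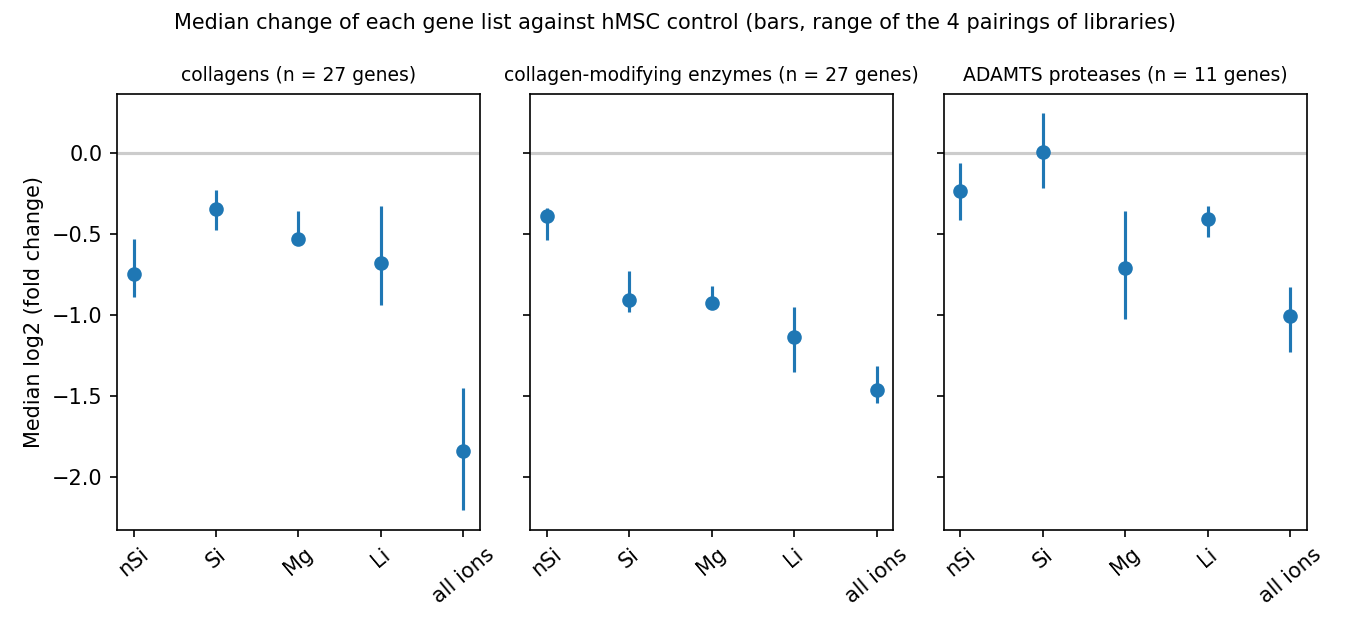
Median log2 (fold change) against the hMSC control, on the vertical axis, of the 27 collagen genes, the 27 collagen-modifying enzymes, and the 11 ADAMTS proteases in the 5 treatments. Each point is the median over the genes of the list, and each vertical line is the range of that median over the 4 pairings of a treated with a control library. The collagens and their modifying enzymes lie below 0 in all 5 treatments, and the line of the ADAMTS genes crosses 0 with Si.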

As GO analysis does not provide insight into positive or negative process regulation, GSEA analysis showed us that many ECM-related gene sets perturbed by nSi and all ion-treated samples exhibited negative normalized enrichment scores (NES). This score is the primary statistic used to observe gene set correlation and accounts for differences in gene set sizes and thus can be compared across gene set analysis results. A negative NES indicates that the most highly significant of the enriched genes that correlate to an a priori gene set have a negative fold change. Of note, the *Reactome* gene set *Collagen Formation* (*P*-adj < 0.002) was significantly negatively correlated in nSi, with an NES −1.68, suggesting that further collagen formation was not occurring (Fig. 5B). Similarly, the combination of all ions showed a significant negative correlation for the *Reactome* gene set *Collagen Formation* (*P*-adj < 0.1) with an NES −1.97 (Fig. 5C). 

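With nSi, 22 of the 27 collagen genes were lower and 5 higher than in the hMSC control. At a limma adjusted p under 0.05 over all genes, 11 were lower and 0 higher, and adjusted over the list alone 21 genes passed. The number called lower over all genes depended on the test, from 0 without the variance trend and 1 with all 12 libraries in one fit to 19 with voom, chosen after the data were seen. None of these collagens passed 0.01 over all genes, where CXCL5 was the single call with nSi. With each of the 4 libraries left out in turn the median stayed between -0.79 and -0.62. Of the collagen-modifying enzymes, 6 were lower and 0 higher at an adjusted p under 0.05.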

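With all ions, all 27 collagen genes were lower than in the hMSC control, 19 of them at a limma adjusted p under 0.05 over all genes and 23 adjusted over the list alone. On RPKM as deposited 26 were lower and 1 higher. COL1A1 was at 997 ± 512 RPKM (SD, n = 2), a log2 (fold change) of -4.15 (standard error 0.39, limma adjusted p = 6.1e-04), and COL3A1 at 279 ± 80.7 RPKM, a log2 (fold change) of -3.17 (standard error 0.23, limma adjusted p = 2.4e-04). With each library left out in turn, the value of COL1A1 ran from -4.69 to -3.62.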

Paired with the GSEA data for both nSi and all ion treated samples, these data suggested that there is significant regulation of the ECM occurring at day 21.

As observed through the GO analysis, Si and nSi regulated biological processes controlling ECM and collagen metabolism at day 21. This information is corroborated by GSEA data. Furthermore, at day 21, Si positively regulated the *Reactome* gene set *Degradation of Extracellular Matrix* (*P*-adj < 0.05, NES = 1.85), which correlated highly significant matrix metalloproteinase (MMPs) 11 and 15 as core enrichments (fig. S8). 

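MMP11 (NCBI gene 4320), on chromosome 22 from 23772849 to 23784316, rose from 2.23 ± 0.243 RPKM in the hMSC control to 61.4 ± 30.7 RPKM with Si (SD, n = 2 each), a log2 (fold change) of 4.25 (standard error 0.36, limma adjusted p = 0.0033).  Without Si replicate 2 the log2 (fold change) was 3.70. Its RPKM length is 1.90 times its coding length. For a given number of reads this lowers its RPKM and, through the added 0.5, understates its fitted fold change. MMP15 (NCBI gene 4324), on chromosome 16 from 58025754 to 58046901, was at 1.92 ± 0.456 RPKM in the control and 5.35 ± 0.335 RPKM with Si, a log2 (fold change) of 1.13 (standard error 0.26) that limma did not call (adjusted p = 0.055). It was called on RPKM as deposited (adjusted p = 0.036), with all 12 libraries in one fit (adjusted p = 0.0080), and with voom on the recovered reads, chosen after the data were seen (adjusted p = 0.045), within a range from 0.0050 to 0.065 over the alternatives. The 14 MMP genes together had a median of 0.25 with Si, with 11 higher and 3 lower, which camera did not call (adjusted p = 0.11) and which was -0.04 without Si replicate 2.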

Core enrichments contribute most to the GSEA enrichment score result. The activation of ECM degradation observed in Si-treated samples suggested that an underlying process of nSi and a combination of individual ion dissolution product treatment may also include the degradation of the ECM. At later time points of endochondral ossification, the cartilaginous template is degraded during ossification (*49*). To do this, MMPs activate to remodel the ECM.

Certain MMPs have been categorized as “collagenases,” of which nSi or ion treatment up-regulated three at day 21; *MMP1*, *MMP8*, and *MMP15* (*50*). 

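MMP1 (NCBI gene 4312), on chromosome 11 from 102789919 to 102798160, rose from 12.6 ± 3.89 RPKM in the hMSC control to 83.3 ± 41.6 RPKM with nSi (SD, n = 2 each), a log2 (fold change) of 2.39 (standard error 0.33, limma adjusted p = 0.030), and to 85.8 ± 62.8 RPKM with all ions, a log2 (fold change) of 2.13 (standard error 0.47, limma adjusted p = 0.012). With each library left out in turn, the log2 (fold change) of MMP1 ran from 1.85 to 2.92 with nSi and from 1.30 to 2.96 with all ions. With Si the 2 libraries lay apart, at 4.605 and 59.0 RPKM. The log2 (fold change) of 0.25 with Si (limma adjusted p = 0.91) was -1.54 without Si replicate 2 and -0.02 without control replicate 2. MMP8 (NCBI gene 4317), on chromosome 11 from 102711796 to 102724954, had 6 and 5 recovered reads in the control libraries and 39 and 44 in the nSi libraries, 0.227 ± 0.0917 and 2.18 ± 0.438 RPKM, a log2 (fold change) of 1.798 (standard error 0.29, limma adjusted p = 0.042). MMP15 rose with Mg to 5.56 ± 0.174 RPKM, a log2 (fold change) of 1.17 (standard error 0.22, limma adjusted p = 0.0037).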

Although the *Reactome* gene set *Degradation of the Extracellular Matrix* was not significantly regulated by nSi, nSi up-regulates the most MMPs (*MMP1*, *MMP3*, and *MMP8*) of all samples (Fig. 5D). 

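MMP3 (NCBI gene 4314), on chromosome 11 from 102835801 to 102843609, had 11 and 10 recovered reads in the control libraries and 776 and 302 in the nSi libraries, 0.430 ± 0.149 and 31.3 ± 26.0 RPKM (SD, n = 2 each). This is a log2 (fold change) of 4.69 (standard error 0.54, limma adjusted p = 0.020). With all ions its log2 (fold change) of 1.60 was not called (limma adjusted p = 0.23) and was -0.17 without all ions replicate 1. Of the 14 MMP genes, limma called 3 higher and 0 lower with nSi at an adjusted p under 0.05, against 1 higher and 0 lower with Si, 2 higher and 4 lower with Mg, 2 higher and 3 lower with Li, and 2 higher and 4 lower with all ions. The order of the treatments depended on the test. With all 12 libraries in one fit 1 gene was called higher with nSi and 2 each with Si, Mg, and Li, and 0 were called lower with Mg. With nSi the number called higher was 0 without the variance trend. On RPKM as deposited 4 were called higher with Mg and 3 with nSi. With the replicate block and all 12 libraries in one fit, 0 were higher with nSi and 2 each with Si, Mg, and Li. Above an RPKM of 5, nSi was level with Mg, Li, and all ions at 2 genes each. Other settings kept nSi first. With the replicate number as a block, 4 were higher with nSi, 1 with Si, 2 each with Mg and Li, and 3 with all ions. With voom, chosen after the data were seen, 4 were higher with nSi and 2 with each other treatment. Adjusted over the list alone, 5 passed with nSi, 2 with Si, 6 with Mg, 5 with Li, and 6 with all ions. The median over the 14 genes was 0.05 with nSi, or -0.01 without control replicate 1, -0.21 with Mg, -0.04 with Li, and 0.22 with all ions, and camera called none of them, while fry called the list higher with Mg (adjusted p = 0.0080) and lower with all ions (adjusted p = 0.041), each opposite in direction to the median. MMP13 was lower with Mg, at a log2 (fold change) of -2.64 (limma adjusted p = 0.0019), and with Li, at -3.09 (limma adjusted p = 0.0025). MMP10 had at most 3 reads in each library with Mg, Li, and all ions, so its decrease is a lower bound, at least 9.44-fold lower with Mg, 9.73-fold with Li, and 9.16-fold with all ions. Its fitted log2 (fold change) with Mg and Li, -1.62 in each, was -1.21 in each without control replicate 1.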

MMP1 (collagenase) and MMP3 (stromelysin) are known to be highly expressed in endochondral ossification (*49*). In addition, ion-treated samples up-regulated MMP11 and MMP15. 

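MMP11 was at 35.5 ± 2.45 RPKM with Mg and 58.6 ± 0.120 RPKM with Li (SD, n = 2 each), log2 (fold changes) of 3.55 (standard error 0.15, limma adjusted p = 7.1e-07) and 4.24 (standard error 0.16, limma adjusted p = 2.8e-08). With all ions it was at 11.3 ± 6.99 RPKM, a log2 (fold change) of 1.61 (standard error 0.37, limma adjusted p = 0.015), or 0.98 without all ions replicate 2. MMP15 was at 6.29 ± 1.58 RPKM with Li, a log2 (fold change) of 1.29 (standard error 0.27, limma adjusted p = 0.0054), and at 3.40 ± 0.762 RPKM with all ions, a log2 (fold change) of 0.35 that limma did not call (adjusted p = 0.35). From the activation of ECM degradation with Si, the paper proposes that ECM degradation may also be part of the response to nSi and to the combination of ions.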

MMP11 (stromelysin-3) has been found to suppress adipogenesis (*51*) and is secreted during active remodeling in tissues undergoing embryonic development, wound healing, and tumorigenicity (*52*). MMP15 (MT2-MMP) is a membrane bound that is a known collagenase but has a 1:100 decreased effect on type 1 collagen degradation compared with that of MT1-MMP (MMP14) (*53*). However, hMSC culture stability is maintained to day 30 in three-dimensional (3D) hMSC spheroid cultures with the addition of nSi treatments (fig. S9). Therefore, the impact of MMP activation is one associated more with remodeling, which is an expected response during endochondral ossification.

Our study demonstrates that inorganic 2D nSi dissociate into bioactive ions (Li^+^, Mg^2+^, and Si^4+^) at physiological pH and stimulate endochondral differentiation. Ionic dissolution products of inorganic biomaterials can provide unique biomolecular signaling for tissue-specific differentiation. We use whole-transcriptome sequencing (RNA-seq) to characterize the contribution of nSi and its ionic dissolution products on endochondral differentiation. Our study highlights the role of ions in modulating transcriptome dynamics of stem cells by regulating lineage-specific gene expression patterns. Specifically, we have identified that Si promoted matrix mineralization, controlled collagen metabolic processes, and activated osteogenic pathways such as BMP and canonical Wnt at day 21. Furthermore, Mg and Li treatment after 21 days supported the deposition of mineralized matrix and led to the activation of processes controlling MAPK cascades as well as FGFR pathways that contribute to osteogenesis. This work delineates the contribution of individual ionic dissolution products to endochondral differentiation caused by inorganic nSi. Overall, this work paves the way for leveraging biochemical characteristics of inorganic biomaterials to direct cellular processes and promote in situ tissue regeneration.

## MATERIALS AND METHODS

### Nanosilicate degradation in physiologically relevant pH

The release of minerals from nSi at physiologically relevant pH was monitored using ICP-MS–Elemental Analysis (PerkinElmer NexION 300D). Nanosilicates (Laponite-XLG, BYK Inc., USA) were dispersed in distilled water of various pH values (5.5, 7.4, and 10) and dialyzed against the same pH water over a period of 30 days at room temperature. At various time points (0.125, 1, 3, 7, and 21 days), half of the dialysis water was collected and replaced with fresh water. The collected dialysis water was then diluted into a 1% nitric acid solution for ICP-MS analysis, in which the concentrations of Li, Mg, and Si were determined.

### Evaluation of nSi degradation products on hMSC metabolic activity

All experiments were performed with hMSCs passage 5 or lower, and cells were cultured in normal media [α-modified minimal essential media (AMEM); HyClone], 16.5% fetal bovine serum (FBS; Atlanta Biologicals), and 1% penicillin/streptomycin (Gibco), unless otherwise stated. Mineral solutions were prepared using lithium chloride (LiCl), magnesium sulfate (MgSO_4_), and sodium silicate (Na_2_O_3_Si) with concentrations between 0 and 10 mg/ml. hMSCs were seeded in 96-well plates at a density of 10,000 cells/cm^2^ and after 24 hours were subjected to various mineral concentrations for an additional 24 hours. Minerals were then removed, and an MTT assay (the American Type Culture Collection) was performed according to the manufacturer’s protocol. In addition, once desired concentrations were determined, an alamarBlue assay (Thermo Fisher Scientific) was performed at 1, 3, 7, and 14 days to quantify metabolic activity. For both MTT and alamarBlue, control groups consisted of untreated cells (negative) and cells treated with nSi (positive).

### Evaluation of nSi degradation products on hMSC osteogenic differentiation

For osteogenic differentiation studies, hMSCs were similarly seeded in 96-well plates at a density of 4000 cells/cm^2^. After 24 hours, cells were treated with osteoconductive media [normal growth media supplemented with 10 mM β-glycerophosphate (Sigma-Aldrich) and 50 μM ascorbic acid (BDH Chemicals)] and the various ion concentrations (4.49 μg/ml Si, 0.067 μg/ml Li, and 1.59 μg/ml Mg) for an additional 48 hours; similar controls were used. After 48 hours, minerals and nSi were removed, and cells were continuously treated with osteoconductive media and ions for the remainder of the differentiation study. To analyze osteogenic differentiation, ALP staining and kinetic activity were monitored along with matrix mineralization and quantification. First, hMSCs were fixed with 2.5% glutaraldehyde for 15 to 20 min. At days 7 and 14, ALP staining was done using NBT/BCIP 1-Step solution (Thermo Fisher Scientific) for 30 to 60 min at room temperature. For quantification of the ALP activity, hMSCs were incubated with ALP yellow (SensoLyte pNPP ALP assay kit, AnaSpec). Using an automated plate reader (Tecan), ALP activity as a function of pNPP metabolism (ΔOD405) was measured, and activity was normalized to DNA (PicoGreen, Thermo Fisher Scientific). After 14 and 21 days, Alizarin Red staining (ARS; Electron Microscopy Sciences) was performed. The bound ARS, which is proportional to calcified matrix, was quantified by dissolution in acetic acid (10%), neutralized by ammonium hydroxide (10%), and then measured in an automated plate reader (ΔOD405; Tecan). Both ALP and mineralized matrix were visualized with a stereomicroscope (Zeiss).

### Western blot evaluation of osteospecific protein production caused by nSi degradation products

For Western blot, proteins were isolated after 14 days with Laemmli buffer (0.2% bromophenol blue, 20% glycerol, 100 mM tris-HCl, 10% 2-mercaptoethanol, and 4% SDS). Protein samples were separated via gel electrophoresis (Invitrogen, Mini Gel Tank), and gels were then transferred (Invitrogen, iBlot 2) to a nitrocellulose membrane per the manufacturer’s protocol. Membranes were blocked with 5% bovine serum albumin (BSA) in PBST (1× PBS with 0.1% Tween 20) for 30 min before antibody staining. b-actin, alkaline phosphatase (ALPL), OCN, OPN, and type 1 collagen (COL1A1) primary antibodies were purchased from Thermo Fisher Scientific; COL10A1, ACAN, and COMP were purchased from ABclonal, secondary horseradish peroxidase (HRP)–conjugated antibodies were purchased from Boster Bio; and incubation was performed following the manufacturer’s protocols. Membranes were developed (SuperSignal West Pico PLUS Chemiluminescent Substrate, Thermo Fisher Scientific) and imaged using LI-COR 3600 C-Digit Blot Scanner. LI-COR software or ImageJ analysis was used to quantify protein bands. Restoration and reblocking with 5% BSA in PBST of the membranes were then done for further protein analysis.

### Western blot evaluation of osteospecific pathway inhibition

Cells that were cultured with proteins were isolated after 14 days with radioimmunoprecipitation assay lysis buffer (Thermo Fisher Scientific). Canonical Wnt inhibition was performed by treating hMSCs with 10 μM cardamonin (Cayman Chemical) every media change (3 to 4 days). MEK1/2 was inhibited by treating with PD185342 at 5 μM (Abcam) every media change. Protein samples were separated via gel electrophoresis (Invitrogen, Mini Gel Tank), and gels were then transferred (Invitrogen, iBlot 2) to a nitrocellulose membrane per the manufacturer’s protocol. Membranes were blocked with 5% BSA in PBST for 30 min before antibody staining. b-actin, ALPL, type 1 collagen (COL1A1), and RUNX2 primary antibodies were purchased from Thermo Fisher Scientific; secondary HRP-conjugated antibodies were purchased from Boster Bio; and incubation was performed following the manufacturer’s protocols. Membranes were developed (SuperSignal West Pico PLUS Chemiluminescent Substrate, Thermo Fisher Scientific) and imaged using LI-COR 3600 C-Digit Blot Scanner. ImageJ analysis was used to quantify protein bands. Restoration and reblocking with 5% BSA in PBST of the membranes were then done for further protein analysis.

### RNA-seq sample preparation

For mRNA extraction, cells were cultured until 65% confluent and subjected to two different media compositions for 21 days. One set of cells was cultured with osteoconductive media as a negative control (two replicates); another set was treated with nSi {Laponite XLG Na^+^_0.7_[(Mg_5.5_Li_0.3_Si_8_O_20_(OH)_4_]^−^_0.7_} (100 μg/ml) in osteoconductive media (two replicates); another set was treated with Si (4.49 μg/ml) in osteoconductive media (two replicates); another was treated with Li (0.067 μg/ml) in osteoconductive media (two replicates); another was treated with magnesium (1.59 μg/ml) in osteoconductive media (two replicates); and one set was cultured with a combination of all individual ions (4.49 μg/ml Si, 0.067 μg/ml Li, and 1.59 μg/ml Mg), after which media and treatments were performed every 3 to 4 days until day 21. On the 21st day, cells were washed with PBS and pelleted. RNA was isolated and collected via a Zymogen, High Purity RNA Isolation kit following the manufacturer’s protocol. Quality of nucleic acids (1 μg) was evaluated using spectrometer absorbance ratios between 280 and 260 nm around 2.0.

### RNA-seq processing

RNA samples were analyzed via a high-output NovaSeq platform with TruSeq RNA sample preparation and single-end read length of 125 bases (Charlie Johnson, Genomics and Bioinformatics Service, Texas A&M AgriLife Research, College Station, TX). Sequence reads were trimmed and aligned to the human genome (hg38) using an RNA-seq aligner, Spliced Transcripts Alignment to a Reference (STAR) (*54*). STAR is an algorithm that aligns RNA-seq reads generated from spliced RNA. The Reference sequence (RefSeq) genome annotation of the human genome (hg38; GRCh37 Genome Reference Consortium Human Reference 37) was obtained from the University of California, Santa Cruz, genome browser and was used to find the gene definition. For the negative control group (hMSCs in osteoconductive media), 23,064,842 (20,783,935 uniquely mapped) and 33,923,628 (30,981,658 uniquely mapped) reads were aligned to the genome for the two replicates. For the nSi treatment group, 17,700,673 (16,256,612 uniquely mapped) and 26,835,751 (24,998,082 uniquely mapped) reads were successfully aligned to the genome for the two replicates. For the silicon treatment group, 31,106,835 (28,281,969 uniquely mapped) and 25,227,190 (23,346,719 uniquely mapped) reads successfully aligned to the genome for the two replicates. For the Li treatment group, 37,028,855 (33,824,437 uniquely mapped) and 26,033,891 (23,758,531 uniquely mapped) reads successfully aligned to the genome for the two replicates. For the magnesium treatment group, 33,235,878 (30,983,098 uniquely mapped) and 25,183,849 (23,651,840 uniquely mapped) reads successfully aligned to the genome for the two replicates. For the combination of all individual ion dissolution product treatment group, 27,646,481 (25,461,405 uniquely mapped) and 24,116,483 (22,400,212 uniquely mapped) reads successfully aligned to the genome for the two replicates. In further analysis, only uniquely mapped reads were used.

### Identifying DEGs

Gene models were generated using the Bioconductor package GenomicFeatures in R (*55*). Gene expression was determined by counting the uniquely mapped reads associated with coding exons and normalized by gene length in reads per kilobase per million (RPKM). This measure was used only to filter expressed genes. Greater than 1 RPKM is a reasonable cutoff to remove genes with minimal to no expression. Genes greater than 1 RPKM were considered to be expressed in any condition if present in both replicates. Genes expressed in only one condition were considered differentially expressed. DEGs identified by GLMs were modeled as a negative binomial distribution (*56*). DESeq2, a Bioconductor package, was used to do this (*38*). R was used to perform all analyses.

### GO enrichment analysis

We performed functional annotation enrichment on the identified DEGs using the Bioconductor (*57*) package GoStats to perform GO enrichment analysis within the biological processes ontology and generate associated volcano plots (*58*). GoStats analysis used conditional hypergeometric test of overrepresentation against the annotation package org.Hs.eg.db, with a DEG cutoff of FDR *P-*adj < 0.05. The Gviz package was also used to generate gene tracks (*59*). REVIGO (*60*) refined the long list of significant GO terms, which decreases functional redundancies and clusters terms based on semantic similarity measures. Included genes in the GO enrichment analysis had an FDR *P*-adj < 0.05.

### Gene set enrichment analysis

To obtain targeted enrichment analyses of our DEGs, we used GSEA analysis using the reference database Molecular Signatures Database (MsigDB) v7.2 as described from previous publications (*61*). Explicitly, ranked lists of DEGs were generated by applying a −log_10_ transformation to the *P*-adj value, then multiplying by the sign of the calculated log_2_ fold change. GSEA was run on the basis of the ranked lists using default settings, which included “collapse” to collapse dataset to gene symbols before analysis and excluded gene set sizes of greater than 500 and less than 15. The ranked lists were used to compare to a priori sets of genes within the c2 curated collection (version 6) of gene sets obtained from the MsigDB (v7.2) during GSEA analysis (https://data.broadinstitute.org/gsea-msigdb/msigdb/release/6.2/c2.all.v6.2.symbols.gmt). The chip platform used was Human_NCBI_Entrez_Gene_ID_MSigDB.v7.2.chip. The top 20 plots were graphed for both positive and negative gene set results. Gene sets with an FDR of less than 10% (FDR < 0.1) were considered significant.

### Gene set enrichment map network

GSEA analysis was used to perform gene set enrichment and in conjunction with Cytoscape for gene set networks (*61*). To do so, GSEA software (version 4.1.0) was used to perform enrichment map visualization in conjugation with Cytoscape (version 3.8.0) (*62*). Cytoscape was used to arrange gene set networks generated through the Enrichment Map plug-in (*63*). To do this, the preranked lists, positive and negative enrichment reports, and gene set.gmt files were loaded to build the network with the analysis type set to “GSEA.” The “data set edges” option was set to automatic, with the “connectivity” slide bar set to default settings. Gene sets included in the GSEA network analysis had a *P*-adj value (Benjamini-Hochberg FDR) <0.1. Node cutoff was set at an FDR value of <0.1. The “edge cutoff (similarity)” was set to 0.375. Nodes were stylized to show the designated colors of treatment group, which regulate gene sets. Node colors do not represent positive or negative NES. Node size represents the size of gene sets. Edge weight represents the degree of similarity, specifically the number of shared genes between gene sets.

### Spheroid culture

hMSCs were grown in 2D to confluence in normal media [AMEM (HyClone), 16.5% FBS (Atlanta Biologicals), and 1% penicillin/streptomycin (Gibco)]. After reaching 80% confluence, the cells were starved with serum-free media for 16 hours to maximize uptake of nanoparticles. This was followed by treatment with nSi for 24 hours. After 24 hours, the 2D culture was converted into 3D spheroids consisting of 10^6^ cells per spheroid. Control hMSC spheroids received no additional treatment. Media were replenished every 2 days. After 30 days of culture, spheroids were washed (PBS), fixed with buffered 4% paraformaldehyde, embedded in paraffin, and processed into 10-μm sections. Paraffinized sections were treated sequentially with xylene (three changes) to deparaffinize, and then a series of ethanol: 100 (three changes), 95 (two changes), and 70% (one change), for 2 min each to rehydrate. Sections were then washed for 5 min with DI water. Prepared sections were briefly rinsed with 3% acetic acid (30 s) and then stained. GAG production was evaluated using Alcian Blue (MP Biomedicals), which was prepared by dissolving 1 g of 86× Alcian Blue powder in 3% acetic acid, and then buffered with acetic acid until pH 2.5. Staining was performed for 30 min and then washed with DI water for 2 min to remove excess stain. Von Kossa (Sigma-Aldrich) staining was used to evaluate calcium deposition. In brief, sections were incubated with 1% silver nitrate solution under ultraviolet light for 20 min, washed with DI water, and treated with 5% sodium thiosulfate for 5 min. Counter stain was performed with nuclear fast red. Stained sections were dehydrated in a series of ethanol and cleared in xylene before mounting with Permount Mounting medium and imaging. Images were obtained using a Lionheart FX microscope. Quantification of Von Kossa staining was performed using Lionheart FX software, and quantification of Alcian Blue was performed using ImageJ software. In brief, Alcian Blue images were converted to gray scale, color thresholding was applied over the staining cohort, and areas meeting the color threshold were quantified and normalized to the total area of the spheroid. Values were normalized to the negative control (hMSC spheroids), and an unpaired *t* test was used to perform statistical analysis.

### Statistical analysis

Statistical analysis was performed in GraphPad Prism. One-way analysis of variance (ANOVA) coupled with Tukey’s post hoc were performed. Unpaired *t* tests were used to perform statistical analysis between the treatment and control samples for Western blot analysis. Plots were graphed as means and SD, and statistical significance is presented as *P < 0.05; **P < 0.01; ***P < 0.001.

## Supplementary Material

20220427-1

## References

[1] A. K. Gaharwar, I. Singh, A. Khademhosseini, Engineered biomaterials for in situ tissue regeneration. Nat. Rev.Mater. 5, 686–705 (2020).

[2] A. Hoppe, N. S. Güldal, A. R. Boccaccini, A review of the biological response to ionic dissolution products from bioactive glasses and glass-ceramics. Biomaterials 32, 2757–2774 (2011).21292319 10.1016/j.biomaterials.2011.01.004

[3] A. M. Brokesh, A. K. Gaharwar, Inorganic biomaterials for regenerative medicine. ACS Appl. Mater. Interfaces 12, 5319–5344 (2020).31989815 10.1021/acsami.9b17801

[4] A. Murali, G. Lokhande, K. A. Deo, A. Brokesh, A. K. Gaharwar, Emerging 2D nanomaterials for biomedical applications. Mater. Today 50, 276–302 (2021).10.1016/j.mattod.2021.04.020PMC871399734970073

[5] P. Han, C. Wu, Y. Xiao, The effect of silicate ions on proliferation, osteogenic differentiation and cell signalling pathways (WNT and SHH) of bone marrow stromal cells. Biomater. Sci. 1, 379–392 (2013).32481903 10.1039/c2bm00108j

[6] T. Hu, H. Xu, C. Wang, H. Qin, Z. An, Magnesium enhances the chondrogenic differentiation of mesenchymal stem cells by inhibiting activated macrophage-induced inflammation. Sci. Rep. 8, 3406 (2018).29467509 10.1038/s41598-018-21783-2PMC5821731

[7] E. M. Carlisle, In vivo requirement for silicon in articular cartilage and connective tissue formation in the chick. J. Nutr. 106, 478–484 (1976).1255267 10.1093/jn/106.4.478

[8] C. Yi, D. Liu, C.-C. Fong, J. Zhang, M. Yang, Gold nanoparticles promote osteogenic differentiation of mesenchymal stem cells through p38 MAPK pathway. ACS Nano 4, 6439–6448 (2010).21028783 10.1021/nn101373r

[9] H. Wang, S. Zhao, J. Zhou, Y. Shen, W. Huang, C. Zhang, M. N. Rahaman, D. Wang, Evaluation of borate bioactive glass scaffolds as a controlled delivery system for copper ions in stimulating osteogenesis and angiogenesis in bone healing. J. Mater. Chem. B 2, 8547–8557 (2014).32262213 10.1039/c4tb01355g

[10] S. D. Gower-Winter, C. W. Levenson, Zinc in the central nervous system: From molecules to behavior. Biofactors 38, 186–193 (2012).22473811 10.1002/biof.1012PMC3757551

[11] C. Nozaki, A. M. Vergnano, D. Filliol, A.-M. Ouagazzal, A. Le Goff, S. Carvalho, D. Reiss, C. Gaveriaux-Ruff, J. Neyton, P. Paoletti, B. L. Kieffer, Zinc alleviates pain through high-affinity binding to the NMDA receptor NR2A subunit. Nat. Neurosci. 14, 1017–1022 (2011).21725314 10.1038/nn.2844PMC4494785

[12] Y. Qiao, W. Zhang, P. Tian, F. Meng, H. Zhu, X. Jiang, X. Liu, P. K. Chu, Stimulation of bone growth following zinc incorporation into biomaterials. Biomaterials 35, 6882–6897 (2014).24862443 10.1016/j.biomaterials.2014.04.101

[13] E. Mostaed, M. Sikora-Jasinska, J. W. Drelich, M. Vedani, Zinc-based alloys for degradable vascular stent applications. Acta Biomater. 71, 1–23 (2018).29530821 10.1016/j.actbio.2018.03.005PMC5927626

[14] D. M. Reffitt, N. Ogston, R. Jugdaohsingh, H. F. J. Cheung, B. A. J. Evans, R. P. H. Thompson, J. Powell, G. N. Hampson, Orthosilicic acid stimulates collagen type 1 synthesis and osteoblastic differentiation in human osteoblast-like cells in vitro. Bone 32, 127–135 (2003).12633784 10.1016/s8756-3282(02)00950-x

[15] S. Yoshizawa, A. Brown, A. Barchowsky, C. Sfeir, Magnesium ion stimulation of bone marrow stromal cells enhances osteogenic activity, simulating the effect of magnesium alloy degradation. Acta Biomater. 10, 2834–2842 (2014).24512978 10.1016/j.actbio.2014.02.002

[16] F. Zhang, C. J. Phiel, L. Spece, N. Gurvich, P. S. Klein, Inhibitory phosphorylation of glycogen synthase kinase-3 (GSK-3) in response to lithium. Evidence for autoregulation of GSK-3. J. Biol. Chem. 278, 33067–33077 (2003).12796505 10.1074/jbc.M212635200

[17] L. Li, X. Peng, Y. Qin, R. Wang, J. Tang, X. Cui, T. Wang, W. Liu, H. Pan, B. Li, Acceleration of bone regeneration by activating Wnt/β-catenin signalling pathway via lithium released from lithium chloride/calcium phosphate cement in osteoporosis. Sci. Rep. 7, 45204 (2017).28338064 10.1038/srep45204PMC5364554

[18] C. A. Gregory, A. S. Perry, E. Reyes, A. Conley, W. G. Gunn, D. J. Prockop, Dkk-1-derived synthetic peptides and lithium chloride for the control and recovery of adult stem cells from bone marrow. J. Biol. Chem. 280, 2309–2323 (2005).15504735 10.1074/jbc.M406275200

[19] J. K. Carrow, L. M. Cross, R. W. Reese, M. K. Jaiswal, C. A. Gregory, R. Kaunas, I. Singh, A. K. Gaharwar, Widespread changes in transcriptome profile of human mesenchymal stem cells induced by two-dimensional nanosilicates. Proc. Natl. Acad. Sci. U.S.A. 115, E3905–E3913 (2018).29643075 10.1073/pnas.1716164115PMC5924886

[20] A. K. Gaharwar, L. M. Cross, C. W. Peak, K. Gold, J. K. Carrow, A. Brokesh, K. A. Singh, 2D nanoclay for biomedical applications: Regenerative medicine, therapeutic delivery, and additive manufacturing. Adv. Mater. 31, 1900332 (2019).10.1002/adma.201900332PMC654655530941811

[21] J. R. Xavier, T. Thakur, P. Desai, M. K. Jaiswal, N. Sears, E. Cosgriff-Hernandez, R. Kaunas, A. K. Gaharwar, Bioactive nanoengineered hydrogels for bone tissue engineering: A growth-factor-free approach. ACS Nano 9, 3109–3118 (2015).25674809 10.1021/nn507488s

[22] J. I. Dawson, R. O. C. Oreffo, Clay: New opportunities for tissue regeneration and biomaterial design. Adv. Mater. 25, 4069–4086 (2013).23722321 10.1002/adma.201301034

[23] M. Mousa, N. D. Evans, R. O. C. Oreffo, J. I. Dawson, Clay nanoparticles for regenerative medicine and biomaterial design: A review of clay bioactivity. Biomaterials 159, 204–214 (2018).29331807 10.1016/j.biomaterials.2017.12.024

[24] A. K. Gaharwar, S. M. Mihaila, A. Swami, A. Patel, S. Sant, R. L. Reis, A. P. Marques, M. E. Gomes, A. Khademhosseini, Bioactive silicate nanoplatelets for osteogenic differentiation of human mesenchymal stem cells. Adv. Mater. 25, 3329–3336 (2013).23670944 10.1002/adma.201300584

[25] D. W. Thompson, J. T. Butterworth, The nature of laponite and its aqueous dispersions. J. Colloid Interface Sci. 151, 236–243 (1992).

[26] S. Jatav, Y. M. Joshi, Chemical stability of Laponite in aqueous media. Appl. Clay Sci. 97-98, 72–77 (2014).

[27] P. Aghajanian, S. Mohan, The art of building bone: Emerging role of chondrocyte-to-osteoblast transdifferentiation in endochondral ossification. Bone Res. 6, 19 (2018).29928541 10.1038/s41413-018-0021-zPMC6002476

[28] S. Provot, E. Schipani, J. Y. Wu, H. Kronenberg, Chapter 6 - Development of the Skeleton, in *Osteoporosis* (*Fourth Edition*), R. Marcus, D. Feldman, D. W. Dempster, M. Luckey, J. A. Cauley, Eds. (Academic Press, 2013), pp. 97–126.

[29] R. Marsell, T. A. Einhorn, The biology of fracture healing. Injury 42, 551–555 (2011).21489527 10.1016/j.injury.2011.03.031PMC3105171

[30] J. D. Green, V. Tollemar, M. Dougherty, Z. Yan, L. Yin, J. Ye, Z. Collier, M. K. Mohammed, R. C. Haydon, H. H. Luu, R. Kang, M. J. Lee, S. H. Ho, T.-C. He, L. L. Shi, A. Athiviraham, Multifaceted signaling regulators of chondrogenesis: Implications in cartilage regeneration and tissue engineering. Genes Dis. 2, 307–327 (2015).26835506 10.1016/j.gendis.2015.09.003PMC4730920

[31] T. A. Karlsen, R. B. Jakobsen, T. S. Mikkelsen, J. E. Brinchmann, microRNA-140 targets *RALA* and regulates chondrogenic differentiation of human mesenchymal stem cells by translational enhancement of *SOX9* and *ACAN*. Stem Cells Dev. 23, 290–304 (2013).24063364 10.1089/scd.2013.0209

[32] M. B. Goldring, K. Tsuchimochi, K. Ijiri, The control of chondrogenesis. J. Cell. Biochem. 97, 33–44 (2006).16215986 10.1002/jcb.20652

[33] W. Tong, R. J. Tower, C. Chen, L. Wang, L. Zhong, Y. Wei, H. Sun, G. Cao, H. Jia, M. Pacifici, E. Koyama, M. Enomoto-Iwamoto, L. Qin, Periarticular mesenchymal progenitors initiate and contribute to secondary ossification center formation during mouse long bone development. Stem Cells 37, 677–689 (2019).30681752 10.1002/stem.2975PMC6504254

[34] G. Shen, The role of type X collagen in facilitating and regulating endochondral ossification of articular cartilage. Orthod. Craniofac. Res. 8, 11–17 (2005).15667640 10.1111/j.1601-6343.2004.00308.x

[35] J. Park, M. Gebhardt, S. Golovchenko, F. Perez-Branguli, T. Hattori, C. Hartmann, X. Zhou, B. deCrombrugghe, M. Stock, H. Schneider, K. von der Mark, Dual pathways to endochondral osteoblasts: A novel chondrocyte-derived osteoprogenitor cell identified in hypertrophic cartilage. Biol. Open 4, 608–621 (2015).25882555 10.1242/bio.201411031PMC4434812

[36] L. Gerstenfeld, F. Shapiro, Expression of bone-specific genes by hypertrophic chondrocytes: Implications of the complex functions of the hypertrophic chondrocyte during endochondral bone development. J. Cell. Biochem. 62, 1–9 (1996).8836870 10.1002/(SICI)1097-4644(199607)62:1%3C1::AID-JCB1%3E3.0.CO;2-X

[37] J. Lian, M. McKee, A. Todd, L. C. Gerstenfeld, Induction of bone-related proteins, osteocalcin and osteopontin, and their matrix ultrastructural localization with development of chondrocyte hypertrophy in vitro. J. Cell. Biochem. 52, 206–219 (1993).8366137 10.1002/jcb.240520212

[38] M. I. Love, W. Huber, S. Anders, Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol. 15, 550 (2014).25516281 10.1186/s13059-014-0550-8PMC4302049

[39] B. H. Clough, S. Zeitouni, U. Krause, C. D. Chaput, L. M. Cross, A. K. Gaharwar, C. A. Gregory, Rapid osteogenic enhancement of stem cells in human bone marrow using a glycogen-synthease-kinase-3-beta inhibitor improves osteogenic efficacy in vitro and in vivo. Stem Cells Transl. Med. 7, 342–353 (2018).29405665 10.1002/sctm.17-0229PMC5866944

[40] P. Clement-Lacroix, M. Ai, F. Morvan, S. Roman-Roman, B. Vayssiere, C. Belleville, K. Estrera, M. L. Warman, R. Baron, G. Rawadi, Lrp5-independent activation of Wnt signaling by lithium chloride increases bone formation and bone mass in mice. Proc. Natl. Acad. Sci. U.S.A. 102, 17406–17411 (2005).16293698 10.1073/pnas.0505259102PMC1297659

[41] M. Li, P. He, Y. Wu, Y. Zhang, H. Xia, Y. Zheng, Y. Han, Stimulatory effects of the degradation products from Mg-Ca-Sr alloy on the osteogenesis through regulating ERK signaling pathway. Sci. Rep. 6, 32323 (2016).27580744 10.1038/srep32323PMC5007487

[42] D. Zhu, J. You, N. Zhao, H. Xu, Magnesium regulates endothelial barrier functions through TRPM7, MagT1, and S1P1. Adv. Sci. 6, 1901166 (2019).10.1002/advs.201901166PMC675551331559137

[43] G. Chen, C. Deng, Y.-P. Li, TGF-β and BMP signaling in osteoblast differentiation and bone formation. Int. J. Biol. Sci. 8, 272–288 (2012).22298955 10.7150/ijbs.2929PMC3269610

[44] X. Qin, Q. Jiang, K. Nagano, T. Moriishi, T. Miyazaki, H. Komori, K. Ito, K. von der Mark, C. Sakane, H. Kaneko, T. Komori, Runx2 is essential for the transdifferentiation of chondrocytes into osteoblasts. PLOS Genet. 16, e1009169 (2020).33253203 10.1371/journal.pgen.1009169PMC7728394

[45] H. Qi, Y. Liu, L. Wu, S. Ni, J. Sun, J. Xue, Q. Liu, X. Ni, W. Fan, MicroRNA-16, via FGF2 regulation of the ERK/MAPK pathway, is involved in the magnesium-promoted osteogenic differentiation of mesenchymal stem cells. Oxid. Med. Cell Longev. 2020, 3894926 (2020).32411326 10.1155/2020/3894926PMC7201663

[46] E. Beurel, S. F. Grieco, R. S. Jope, Glycogen synthase kinase-3 (GSK3): Regulation, actions, and diseases. Pharmacol. Ther. 148, 114–131 (2015).25435019 10.1016/j.pharmthera.2014.11.016PMC4340754

[47] J. D. Birchall, The essentiality of silicon in biology. Chem. Soc. Rev. 24, 351–357 (1995).

[48] K. Schwarz, A bound form of silicon in glycosaminoglycans and polyuronides. Proc. Natl. Acad. Sci. U.S.A. 70, 1608–1612 (1973).4268099 10.1073/pnas.70.5.1608PMC433552

[49] N. Ortega, D. J. Behonick, Z. Werb, Matrix remodeling during endochondral ossification. Trends Cell Biol. 14, 86–93 (2004).15102440 10.1016/j.tcb.2003.12.003PMC2779708

[50] G.-J. Boelen, L. Boute, J. d’Hoop, M. EzEldeen, I. Lambrichts, G. Opdenakker, Matrix metalloproteinases and inhibitors in dentistry. Clin. Oral Investig. 23, 2823–2835 (2019).10.1007/s00784-019-02915-y31093743

[51] M.-C. Rio, Chapter 160 - Matrix Metalloproteinase-11/Stromelysin 3, in *Handbook of Proteolytic Enzymes* (*Third Edition*), N. D. Rawlings, G. Salvesen, Eds. (Academic Press, 2013), pp. 779–786.

[52] N. Cui, M. Hu, R. A. Khalil, Chapter One - Biochemical and Biological Attributes of Matrix Metalloproteinases, in *Progress in Molecular Biology and Translational Science*, R. A. Khalil, Ed. (Academic Press, 2017), **147**, pp. 1–73.10.1016/bs.pmbts.2017.02.005PMC543030328413025

[53] Y. Itoh, Membrane-type matrix metalloproteinases: Their functions and regulations. Matrix Biol. 44-46, 207–223 (2015).25794647 10.1016/j.matbio.2015.03.004

[54] A. Dobin, C. A. Davis, F. Schlesinger, J. Drenkow, C. Zaleski, S. Jha, P. Batut, M. Chaisson, T. R. Gingeras, STAR: Ultrafast universal RNA-seq aligner. Bioinformatics 29, 15–21 (2013).23104886 10.1093/bioinformatics/bts635PMC3530905

[55] M. Lawrence, W. Huber, H. Pagès, P. Aboyoun, M. Carlson, R. Gentleman, M. T. Morgan, V. J. Carey, Software for computing and annotating genomic ranges. PLoS Comput. Biol. 9, e1003118 (2013).23950696 10.1371/journal.pcbi.1003118PMC3738458

[56] S. Anders, W. Huber, Differential expression analysis for sequence count data. Genome Biol. 11, R106 (2010).20979621 10.1186/gb-2010-11-10-r106PMC3218662

[57] R. C. Gentleman, V. J. Carey, D. M. Bates, B. Bolstad, M. Dettling, S. Dudoit, B. Ellis, L. Gautier, Y. Ge, J. Gentry, Bioconductor: Open software development for computational biology and bioinformatics. Genome Biol. 5, R80 (2004).15461798 10.1186/gb-2004-5-10-r80PMC545600

[58] S. Falcon, R. Gentleman, Using GOstats to test gene lists for GO term association. Bioinformatics 23, 257–258 (2007).17098774 10.1093/bioinformatics/btl567

[59] F. Hahne, R. Ivanek, Visualizing Genomic Data Using Gviz and Bioconductor, in *Statistical Genomics: Methods and Protocols*, E. Mathé, S. Davis, Eds. (Springer New York, 2016), pp. 335–351.10.1007/978-1-4939-3578-9_1627008022

[60] F. Supek, M. Bošnjak, N. Škunca, T. Šmuc, REVIGO summarizes and visualizes long lists of gene ontology terms. PLOS ONE 6, e21800 (2011).21789182 10.1371/journal.pone.0021800PMC3138752

[61] A. Subramanian, P. Tamayo, V. K. Mootha, S. Mukherjee, B. L. Ebert, M. A. Gillette, A. Paulovich, S. L. Pomeroy, T. R. Golub, E. S. Lander, J. P. Mesirov, Gene set enrichment analysis: A knowledge-based approach for interpreting genome-wide expression profiles. Proc. Natl. Acad. Sci.U.S.A. 102, 15545–15550 (2005).16199517 10.1073/pnas.0506580102PMC1239896

[62] P. Shannon, A. Markiel, O. Ozier, N. S. Baliga, J. T. Wang, D. Ramage, N. Amin, B. Schwikowski, T. Ideker, Cytoscape: A software environment for integrated models of biomolecular interaction networks. Genome Res. 13, 2498–2504 (2003).14597658 10.1101/gr.1239303PMC403769

[63] D. Merico, R. Isserlin, O. Stueker, A. Emili, G. D. Bader, Enrichment map: A network-based method for gene-set enrichment visualization and interpretation. PLOS ONE 5, e13984 (2010).21085593 10.1371/journal.pone.0013984PMC2981572

[64] L. M. Cross, J. K. Carrow, X. Ding, K. A. Singh, A. K. Gaharwar, Sustained and Prolonged Delivery of Protein Therapeutics from Two-Dimensional Nanosilicates. ACS Appl Mater. Interfaces 11, 6741–6750 (2019).30676016 10.1021/acsami.8b17733PMC6472961

# Supplementary material for: Dissociation of nanosilicates induces downstream endochondral differentiation gene expression program
**Source:** Sci Adv. 2022 Apr 27;8(17):eabl9404. doi: 10.1126/sciadv.abl9404
**Supplement:** 20220427-1

## HEALTH AND MEDICINE

# Dissociation of nanosilicates induces downstream endochondral differentiation gene expression program

Anna M. Brokesh<sup>1†</sup>, Lauren M. Cross<sup>1†</sup>, Anna L. Kersey<sup>1</sup>, Aparna Murali<sup>1</sup>, Christopher Richter<sup>1</sup>, Carl A. Gregory<sup>1,2</sup>, Irtisha Singh<sup>1,2,3\*</sup>, Akhilesh K. Gaharwar<sup>1,3,4,5\*</sup>

Bioactive materials harness the body's innate regenerative potential by directing endogenous progenitor cells to facilitate tissue repair. Dissolution products of inorganic biomaterials provide unique biomolecular signaling for tissue-specific differentiation. Inorganic ions (minerals) are vital to biological processes and play crucial roles in regulating gene expression patterns and directing cellular fate. However, mechanisms by which ionic dissolution products affect cellular differentiation are not well characterized. We demonstrate the role of the inorganic biomaterial synthetic two-dimensional nanosilicates and its ionic dissolution products on human mesenchymal stem cell differentiation. We use whole-transcriptome sequencing (RNA-sequencing) to characterize the contribution of nanosilicates and its ionic dissolution products on endochondral differentiation. Our study highlights the modulatory role of ions in stem cell transcriptome dynamics by regulating lineage-specific gene expression patterns. This work paves the way for leveraging biochemical characteristics of inorganic biomaterials to direct cellular processes and promote in situ tissue regeneration.

## INTRODUCTION

In situ tissue regeneration approaches use bioactive materials to recruit endogenous stem cells to injury sites and promote new tissue formation (1). Recent strategies focus on the development of bioactive materials to elicit the innate regenerative processes of the human body. This approach helps to direct the fate and behavior of endogenous cells and subsequent tissue healing and regeneration. Bioactive materials can exert proregenerative characteristics by their unique physical and chemical attributes. Specifically, the use of physical and structural characteristics such as mechanical cues, topography, surface roughness, hydrophobic characteristics, and surface charge have been leveraged to modulate cellular processes (1). More recently, biomaterial design advancements leverage biochemical attributes, capitalizing on degradation products to direct tissue healing and regeneration. This approach can direct cellular differentiation and promote tissue regeneration without the use of growth factors or other small-molecule drugs.

Inorganic biomaterials can promote tissue regeneration via the release of inorganic ions (minerals) (2–4). Several inorganic ions have previously been implicated in directing cellular processes (5–12). For example, zinc ions direct neural processes (10, 11), vascularization (13), and osteogenesis (12). Gold ions and gold nanoparticles may activate processes key to osteogenesis (8). Copper ions have been suggested to promote vascularization (9). Silicon (Si) contributes to processes key to cartilage and connective tissue (7) and may also play a role in bone health because of its involvement in collagen synthesis (14). Magnesium (Mg) also supports chondrogenesis (6)

and osteogenesis (15) in human mesenchymal stem cells (hMSCs), although the mechanism for this action is not well understood. Lithium (Li) plays a role in both chondrogenesis and osteogenesis by distinctly affecting Wntless (Wnt)/ $\beta$ -catenin signaling (16–18). In addition, in well-known biomaterials, such as bioglass, hydroxyapatite, and  $\beta$ -tricalcium phosphate, the release of calcium (Ca) and phosphate ( $\text{PO}_4^{3-}$ ) ion dissolution products is implicated in the induction of osteogenesis. Although ionic dissolution products of biomaterials are suggested to control widespread cellular processes, the exact contribution of individual ions and the underlying mechanisms to direct stem cell differentiation and tissue healing have not been explored. Further research into the effects of ionic dissolution products released from bioactive materials can reveal avenues to tailor such bioactive materials toward specific tissue regeneration applications.

An emergent class of mineral-based nanomaterials, synthetic nanosilicates (nSi)  $\{\text{Na}^+_{0.7}[(\text{Mg}_{5.5}\text{Li}_{0.3})\text{Si}_8\text{O}_{20}(\text{OH})_4]^{-0.7}$ ; Laponite XLG}, has been shown to induce stem cell differentiation in the absence of growth factors (19–23). These are disk-shaped nanoparticles with 20- to 50-nm diameter and 1- to 2-nm thickness. Nanosilicates demonstrate high cytocompatibility with hMSCs and show innate bioactivity (23, 24). The release of ionic dissolution products from nSi may contribute to the bioactive nature of this and other inorganic biomaterials. While these studies have produced encouraging results for nSi innate bioactivity, the underlying molecular mechanisms of inducing stem cell differentiation remains elusive.

Here, we attempt to decipher the molecular mechanisms of nSi bioactivity and the role of ionic dissolution products on hMSC differentiation. Our central hypothesis is that synthetic nSi dissociate into their individual components (Si, Mg, and Li) under physiological conditions and activate unique signaling pathways, which, in turn, induce differentiation. We determined the release profile of ionic dissolution products from nSi and characterize their ability to promote osteogenesis in hMSCs. Furthermore, we leveraged the computational power of whole-transcriptomic sequencing [RNA sequencing (RNA-seq)] to evaluate the effect of nSi and ionic dissolution products on the transcriptome dynamics of hMSCs. RNA-seq provides an unbiased overview of the gene expression profile and

Copyright © 2022  
The Authors, some  
rights reserved;  
exclusive licensee  
American Association  
for the Advancement  
of Science. No claim to  
original U.S. Government  
Works. Distributed  
under a Creative  
Commons Attribution  
License 4.0 (CC BY).

<sup>1</sup>Department of Biomedical Engineering, Dwight Look College of Engineering, Texas A&M University, College Station, TX 77843, USA. <sup>2</sup>Department of Molecular & Cellular Medicine, Texas A&M University Health Science Center, Bryan, TX 77807-3260, USA. <sup>3</sup>Interdisciplinary Program in Genetics, Texas A&M University, College Station, TX 77843, USA. <sup>4</sup>Center for Remote Health Technologies and Systems, Texas A&M University, College Station, TX 77843, USA. <sup>5</sup>Department of Material Science and Engineering, Dwight Look College of Engineering, Texas A&M University, College Station, TX 77843, USA.

†These authors contributed equally to this work.

overcomes the limitations of conventional approaches such as the subjectively used polymerase chain reaction or microarrays. Furthermore, the holistic nature of RNA-seq can be used to uncover biological processes and transcriptome expression that would otherwise go unnoticed by traditional approaches. This high-throughput readout of the molecular state of mesenchymal stem cells provides crucial insight into the late-stage (21-day) nuances of nSi-induced osteogenesis. We used this information to learn about the role of ions in directing cellular processes and lineage commitment. Our approach delineates the contribution of nSi and its ionic dissolution products in mesenchymal stem cell differentiation.

## RESULTS AND DISCUSSION

### Ionic dissolution of nSi in physiological conditions

Synthetic nSi  $\{Na_{0.7}[(Mg_{5.5}Li_{0.3})Si_8O_{20}(OH)_4]^{-0.7}\}$  are composed of layered structures of octahedral Mg and Li ions sandwiched between tetrahedral Si ions (Fig. 1A). The isoelectric point of nSi is pH  $\sim 10$  (25, 26); thus, we hypothesize that at lower pH ( $<9$ ), nSi dissociate into ionic dissolution products  $[Li^+, Si(OH)_4, \text{ and } Mg^{2+}]$ . As nSi are

internalized by hMSCs predominantly via clathrin-mediated endocytosis (19), the dissociation of nSi likely occurs in the endosome because of the low pH 5.5. In addition, the pH of the extracellular environment is pH  $\sim 7.4$ , which could also facilitate nSi dissociation. Therefore, we investigated nSi dissociation at three different pH values ( $\sim 5.5$ ,  $\sim 7.4$ , and  $\sim 10$ ) and determined the concentration of the dissociation products  $[Li^+, Si(OH)_4, \text{ and } Mg^{2+}]$  through inductively coupled plasma mass spectrometry (ICP-MS).

Specifically, ion dissociation from a nSi solution [50  $\mu\text{g/ml}$  dispersed in 10 ml of deionized (DI) water] was monitored for 21 days at pH 5.5 (mimicking endosome microenvironment), pH 7.4 (mimicking extracellular microenvironment), and pH 10 (point of zero charge of nSi) (25). As expected, at the lower pH (5.5 and 7.4), higher concentrations of ions were present, supporting our hypothesis that nSi dissociate at physiological pH (Fig. 1B). The concentration of Li was the lowest ( $0.09 \pm 0.04 \mu\text{g/ml}$ ) compared with Mg ( $2.19 \pm 0.99 \mu\text{g/ml}$ ) and Si ( $5.89 \pm 2.65 \mu\text{g/ml}$ ) over 21 days at pH 5.5. While the concentration of Li released was the lowest of the three ions across all pH, the percent released of Li (63.94% at pH 5.5) was the greatest. Li ions release more rapidly than Mg or Si ions, as Li ions are bound by a

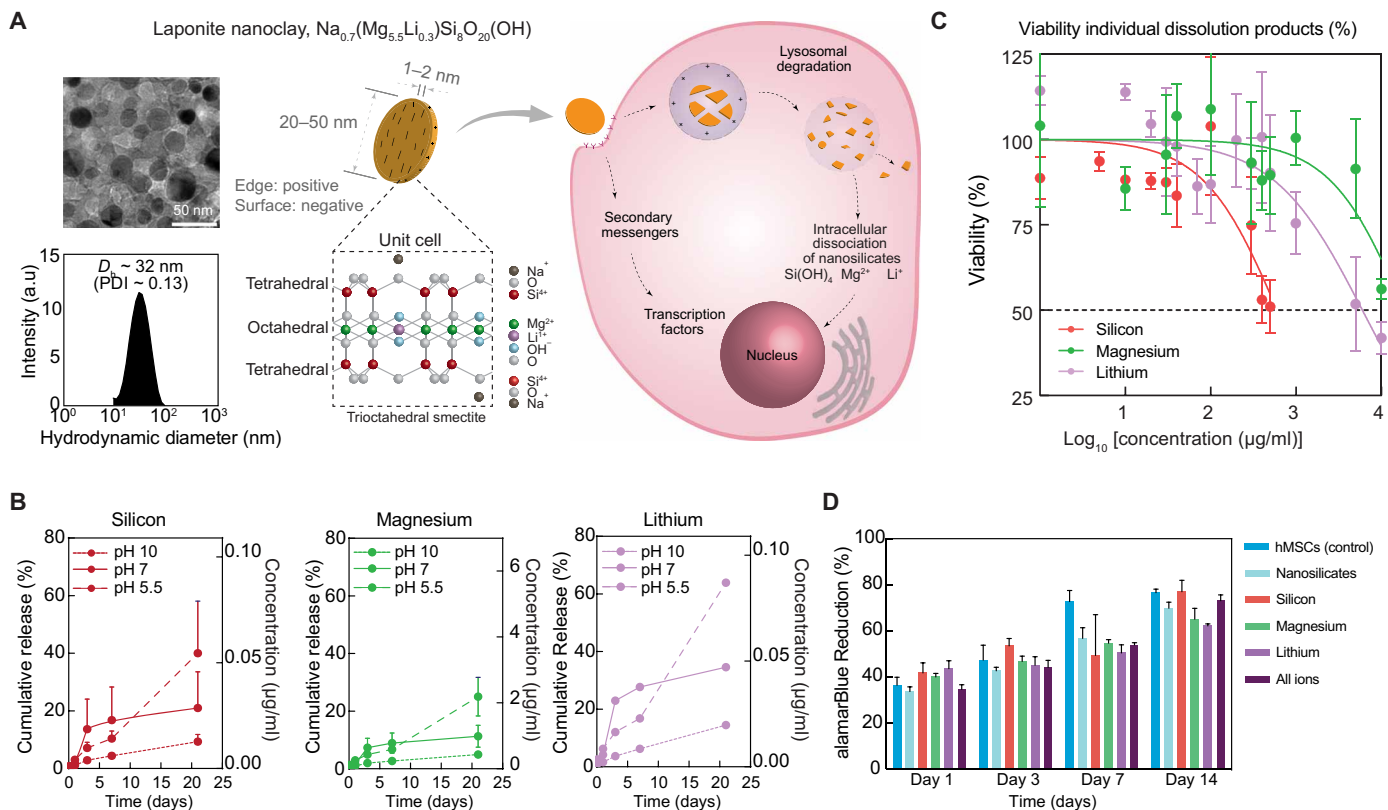

**Fig. 1. Structure, physiological stability, and cellular compatibility of nanosilicate.** (A) Nanosilicates (nSi) are plate-like poly-ions composed of simple or complex salts of silicic acids with a heterogeneous charge distribution and patchy interactions. Transmission electron microscopy (TEM) images show the size of these nanosilicates to be between 20 and 50 nm in diameter. Dynamic light scattering (DLS) shows the hydrodynamic diameter ( $D_h$ ) of nanosilicates is  $\sim 32$  nm in aqueous conditions with polydispersity index (PDI)  $\sim 0.13$ . The schematic shows the potential interactions of nanosilicates with cells. nSi dissociate into individual ions once introduced to a physiological microenvironment (pH  $<9$ ). a.u., arbitrary units. (B) Dissolution of nanosilicates was monitored using inductively coupled plasma mass spectrometry (ICP-MS) in different pH to mimic the extracellular (pH  $\sim 7.4$ ) and intracellular microenvironments (pH  $\sim 5.5$ ). nSi are expected to be stable at pH  $\sim 10$  and thus used as control. (C) The effect of nanosilicates and its ionic dissolution products (silicon, magnesium, and lithium) on cellular viability was evaluated using MTT assay. Three technical replicates were used for each condition. Half-maximal inhibitory concentration ( $IC_{50}$ ) is labeled at 50% viability. Concentrations of released ions from nSi fall well below the  $IC_{50}$  value. (D) Long-term cellular viability after treatment with nanoparticles and its ionic dissolution products was assessed using alamarBlue assay to detect metabolically active cells ( $n = 3$ ).

hydroxide ( $\text{OH}^-$ ) rather than an oxide. Previous studies have reported that, after nSi are dispersed in water,  $\text{OH}^-$  ions dissociate from the edge (25, 26). Specifically, at lower pH, nSi attempt to restabilize a basic pH via release of  $\text{OH}^-$ . In addition, monovalent Li is less stable than divalent Mg or tetravalent Si, so release of Li occurs more rapidly. Si ion release ( $\sim 40\%$  release at pH 5.5) was also observed to be greater than that of magnesium ( $\sim 25\%$  release at pH 5.5), as Si ions are present on the outer layer and are more susceptible to dissociation. After 21 days, the average percent release of individual ions at physiologically relevant pH (7.4 and 5.5) were  $\sim 31\%$  ( $4.49 \pm 1.98 \mu\text{g/ml}$ ) Si,  $\sim 49\%$  ( $0.067 \pm 0.03 \mu\text{g/ml}$ ) Li, and  $\sim 18\%$  ( $1.59 \pm 0.85 \mu\text{g/ml}$ ) Mg. To further investigate the effect of these individual ions on cell behavior, the average percent release of the ions at physiological pH after 21 days was chosen for subsequent studies.

Previous studies have demonstrated high cytocompatibility [half-maximal inhibitory concentration ( $\text{IC}_{50}$ ),  $\sim 1$  to  $4 \text{ mg/ml}$ ] of nSi (19, 24). As nSi dissociate into individual ions, we investigated the effect of individual ionic products (Li, Si, and Mg) on cell viability and proliferation. Li and Mg ensured  $80\%$  cell viability over a wide concentration range, up to  $1 \text{ mg/ml}$ , while Si only allowed for  $80\%$  cell viability at concentrations  $\sim 100 \mu\text{g/ml}$  (Fig. 1C). These concentrations were nearly 100 to 1000 times greater than those observed because of nSi dissociation ( $4.49 \mu\text{g/ml}$  Si,  $0.067 \mu\text{g/ml}$  Li, and  $1.59 \mu\text{g/ml}$  Mg) (Fig. 1B). To investigate the effect of the individual ions on cell health, hMSCs were treated with ions that were released after 21 days ( $\sim 4.49 \mu\text{g/ml}$  of Si,  $0.067 \mu\text{g/ml}$  of Li and  $1.59 \mu\text{g/ml}$  of Mg). No significant difference in viability was observed compared with the untreated control supporting nSi, and individual ions did not negatively affect hMSC health (Fig. 1D). These results support that nSi dissociation products are cytocompatible and facilitate normal cellular metabolism and proliferation over time.

### Ionic dissolution products of nSi induce endochondral differentiation

Bone tissue morphogenesis can be crudely categorized into two groups: intramembranous ossification and endochondral ossification (27). Intramembranous ossification is considered the direct osteogenic differentiation of endogenous stem cells to osteoblast cells, which deposit mineralized bone matrix and promote bone tissue regeneration (28). Use of dexamethasone or bone morphogenic protein 2 (BMP2) for in situ bone regeneration results in intramembranous ossification. Endochondral ossification first relies on the production of a hyaline cartilaginous matrix, which is then replaced by bone tissue through several mechanisms (29), of which the proteinases and collagenases responsibly originate from several cell types. The latter process is typical of long bone fracture repair, whereas the former is akin to repair in cranial bones and small bone deficits with a low degree of micromotion (28). Recent reports suggest that stem cells in this environment differentiate into chondrocytes, become hypertrophic, and at this point transdifferentiate into osteoblasts to facilitate the deposition of mineralized matrix (27).

While this process is still being characterized, there are certain indicators of this process. First, presence of the transcription factor SRY-box transcription factor 9 (SOX9) at early time points is observed (30), in hMSCs around day 7 of differentiation (31), which controls the production of cartilaginous extracellular matrix (ECM) consisting of collagen II, glycoproteins such as glycosaminoglycans (GAGs), and, more specifically, markers such as cartilage oligomeric matrix protein (COMP) and aggrecan (ACAN). This transcription

factor can be activated through a few different mechanisms: fibroblast growth factor 2 (FGF2), transforming growth factor- $\beta$ 1 (TGF- $\beta$ 1), Wnt, sonic hedgehog (Shh), Indian hedgehog (Ihh), and hypoxia [hypoxia-inducible factor (HIF)] pathways (30). Furthermore, during later stages, chondrocytes undergo hypertrophy and express collagen X (27, 32), which is a marker previously found to coincide with the onset of ossification (33, 34). Investigations have suggested that these hypertrophic chondrocytes transdifferentiate into osteoblast-like cells, as they begin to express markers for mineralization such as bone sialoprotein (BSP), osteocalcin (OCN), and collagen I (35). This process has not been fully characterized, and many signaling molecules have been suggested to play a role in this transition. However, the activation of runt-related transcription factor 2 (RUNX2), the well-known osteospecific transcription factor, among other osteospecific glycoproteins has been identified at late stages during this transitional period from hypertrophic chondrocytes to preosteoblasts (36, 37).

Earlier studies highlight that nSi have the ability to direct the differentiation of hMSCs toward osteogenic and chondrogenic lineages (19). This observation led us to hypothesize that nSi can cause endochondral differentiation in hMSCs, which go through a transitional period from chondroblasts to osteoblasts at day 21 (Fig. 2A). In addition, our results show that nSi dissociate into ionic dissolution products at physiological conditions, both intracellularly and in the extracellular microenvironment. On the basis of previous results and our observation, it is expected that ionic dissolution products of nSi might be responsible for endochondral ossification. To test this hypothesis, we treated seeded hMSCs with different conditions (nSi, Li, Si, Mg, and all ions) over 21 days and evaluated key markers for endochondral differentiation. Ion concentrations were selected from ICP-MS data, in which an average of  $\sim 31\%$  ( $4.49 \pm 1.98 \mu\text{g/ml}$ ) Si,  $\sim 49\%$  ( $0.067 \pm 0.03 \mu\text{g/ml}$ ) Li, and  $\sim 18\%$  ( $1.59 \pm 0.85 \mu\text{g/ml}$ ) Mg were released after 21 days. Individual ions were replenished every 3 to 4 days with media changes. After 7 and 14 days, alkaline phosphatase (ALP)—an early marker for hMSC differentiation—production was evaluated via surface staining and an ALP p-nitrophenyl phosphate (PNPP) assay (Fig. 2B and fig. S1). After 7 days, treatment with nSi, Si, and the combination of ions resulted in nearly a twofold increase in ALP production compared with the untreated control (normal growth media supplemented with  $10 \text{ mM}$   $\beta$ -glycerophosphate and  $50 \mu\text{M}$  ascorbic acid) ( $***P < 0.001$ ). After 14 days, treatment with Si resulted in similar ALP protein production to the nSi. In addition, after 14 days of treatment, individual ions along with the combination of ions resulted in significantly greater ALP activity compared with the untreated control ( $***P < 0.001$ ).

To evaluate the effect of individual ion on endochondral specific proteins, we performed Western blot on day 14. Specifically, ALP, OCN, osteopontin (OPN), collagen type I (COL1A1), ACAN, type 10 collagen (COL10A1), and COMP expression were evaluated (Fig. 2C). Nanosilicate treatment resulted in a nearly twofold increase in protein expression of OPN ( $*P < 0.05$ ) compared with the untreated control. Similarly, the addition of Si resulted in a nearly threefold higher OPN production ( $**P < 0.01$ ) and twofold higher ALP production compared with the untreated control. While Mg increased OCN production nearly twofold, no significant increase in ALP and OPN was observed in comparison with the control. Treatment with nSi resulted in a nearly 15-fold increase in COL1A1 production ( $*P < 0.05$ ) as evidenced by the presence of protein bands and quantification compared with the untreated control. A significant

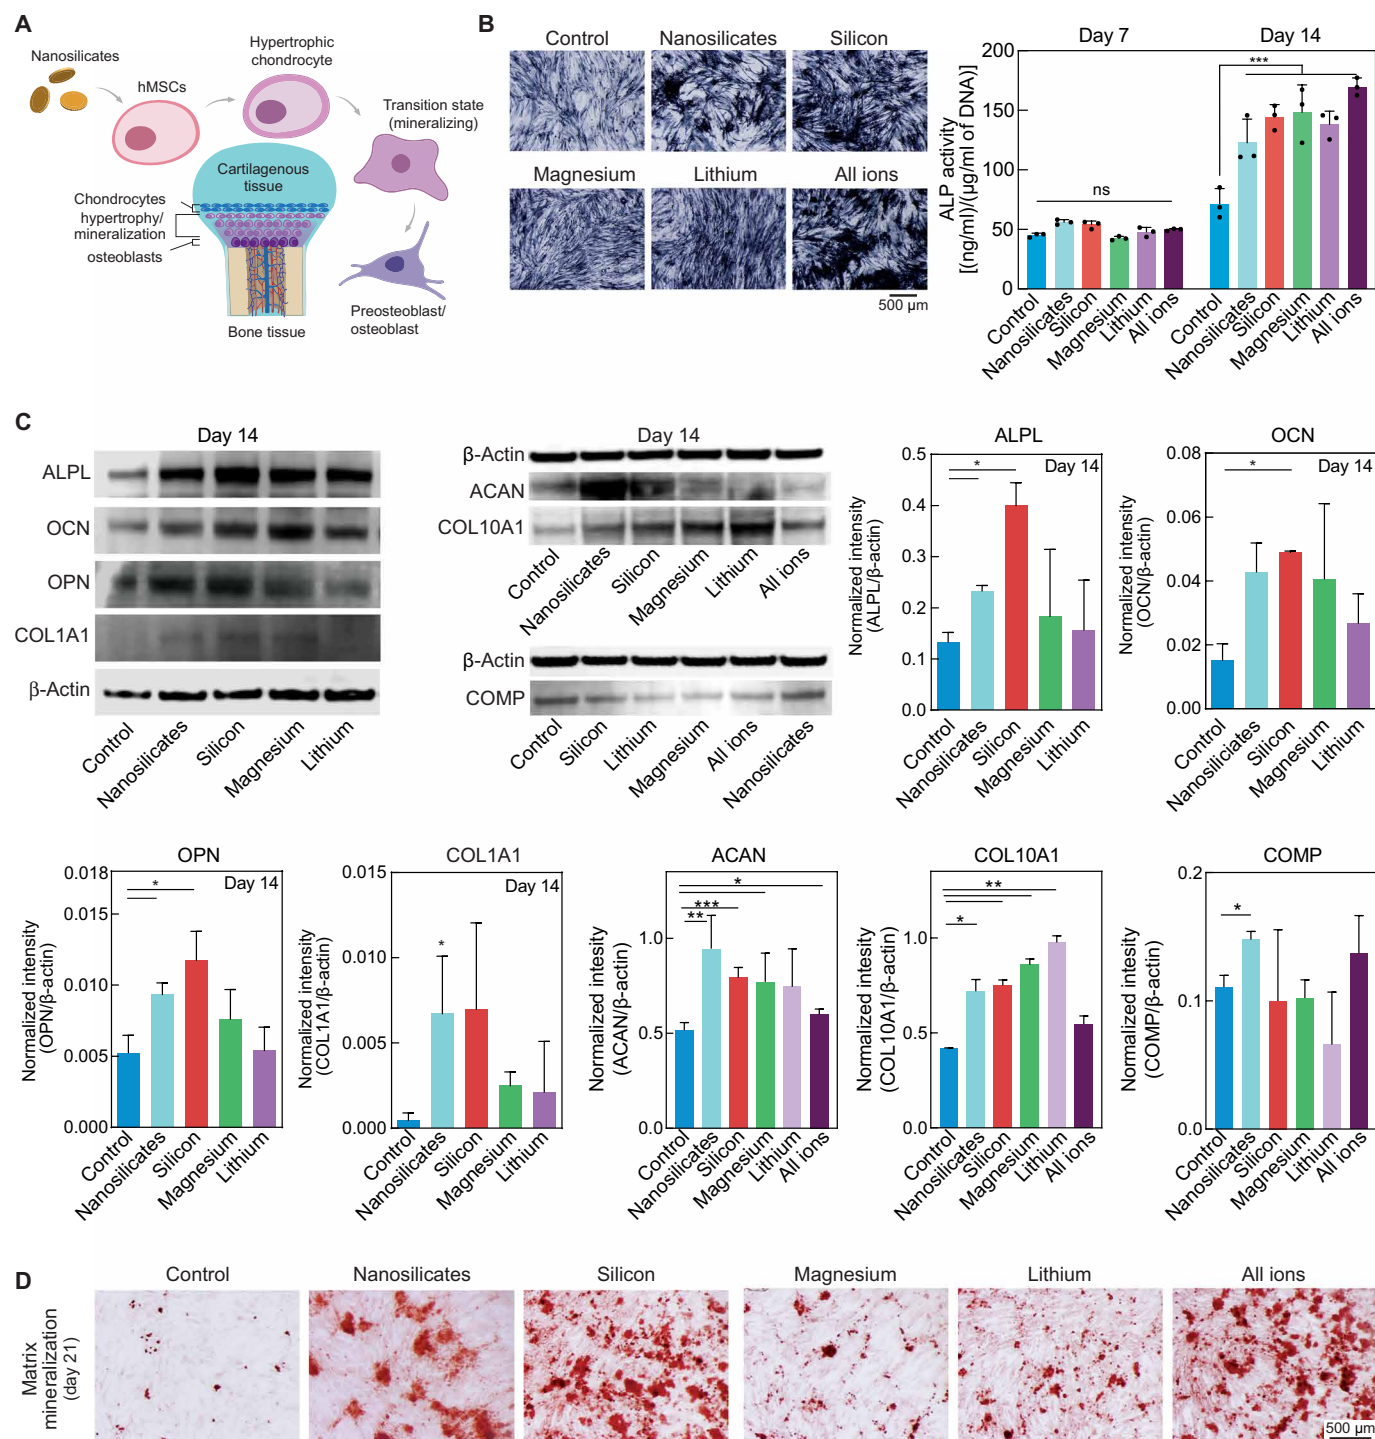

**Fig. 2. Effect of nanosilicates and its ionic dissolution products on osteogenic differentiation of hMSCs.** (A) Schematic depicting nanosilicate-induced endochondral differentiation of hMSCs by first causing chondrogenic differentiation and then a transition to preosteoblastic phenotype. (B) Qualitative assessment of production of alkaline phosphatase (ALP) (day 14) due to treatment with nanosilicates and its ionic dissolution products. Blue precipitates represent intracellular ALP (stained using p-nitrophenyl phosphate, disodium salt). hMSCs cultured in osteoconductive media is used as controls. ALP activity is evaluated using kinetic assay for days 7 and 14. Statistical comparison between samples is performed using one-way ANOVA and Dunnett's multiple comparison test, with a single pooled variance ( $n = 3$ ; ns, not significant; \*\*\* $P < 0.001$ ). (C) Effect of nanosilicate and its ionic dissolution products on production of endochondral-specific proteins—alkaline phosphatase (ALP), osteocalcin (OCN), osteopontin (OPN), collagen type I alpha 1 (COL1A1), aggrecan (ACAN), type 10 collagen (COL10A1), and cartilage oligomatrix protein (COMP) are determined using Western blot (day 14). Housekeeping protein ( $\beta$ -actin) is used as internal control. The amount of proteins was normalized by housekeeping protein ( $\beta$ -actin) for quantitative assessment (\* $P < 0.05$ ; \*\* $P < 0.01$ ; \*\*\* $P < 0.001$ ). (D) The effect of nanosilicates and its ionic dissolution products was evaluated on production of mineralized extracellular matrix (ECM) on day 21. Red precipitates represent calcium deposits (stained using Alizarin Red S).

increase in ACAN in all samples was observed compared with the negative control (hMSCs only). nSi significantly ( $*P < 0.05$ ) increased the expression of COMP compared with the negative control at day 14. The hypertrophic chondrocyte marker COL10A1 was significantly increased in nSi ( $*P < 0.05$ ) and ion (Si, Mg, and Li;  $**P < 0.01$ ) samples compared with a negative control. Overall, these results support our hypothesis that nSi and its ionic dissolution products cause endochondral differentiation in hMSCs.

Likewise, matrix mineralization or calcium deposition was monitored after 21 days (Fig. 2D and fig. S1). Quantification of mineralization revealed that treatment with Si ( $***P < 0.001$ ), the combination of ions ( $**P < 0.01$ ), and nSi ( $*P < 0.05$ ) significantly increased matrix mineralization compared with the untreated control. Similarly, Si treatment resulted in significantly higher production of mineralized ECM compared with Li and Mg treatment ( $***P < 0.001$ ). While Si ions alone have a significant effect on hMSC differentiation, this could be attributed to the high concentration of Si treatment, which mirrors the concentrations discerned to be released from nSi. In comparison, Li and Mg have lower treatment concentrations, because these ions are not released at high concentrations from nSi as previously discerned through ICP-MS after 21 days at pH 5.5. In addition, these ion concentrations were added externally to hMSCs compared with the release of ions from the nSi that occurs in the endosome. The local concentration of released Li and Mg within the cell most likely has a greater effect than external addition of the low concentrations of Li or Mg. Overall, treatment with the combination of ions resulted in statistically similar ALP production and matrix mineralization compared with nSi.

### Nanosilicates and its dissolution products trigger lineage-specific gene expression program

To investigate the role of nSi and its ionic dissolution products in endochondral differentiation, we performed whole-transcriptome sequencing after 21 days of hMSC samples treated with nSi, individual ions (Si, Mg, or Li), or the combination of ions (Si, Mg, and Li). This study was performed in osteoconductive media (containing  $\beta$ -glycerophosphate and L-ascorbic acid), which did not contain any additional osteoinductive agents such as dexamethasone or recombinant human BMP-2. This approach was used to determine whether nSi or individual ionic dissolution products themselves initiate endochondral differentiation. After 21 days of treatment with individual ion concentrations selected from the ICP-MS data [ $\sim 31\%$  ( $4.49 \pm 1.98 \mu\text{g/ml}$ ) Si,  $\sim 49\%$  ( $0.067 \pm 0.03 \mu\text{g/ml}$ ) Li, and  $\sim 18\%$  ( $1.59 \pm 0.85 \mu\text{g/ml}$ ) Mg], the total mRNA was extracted for RNA-seq. RNA-seq was performed, and transcripts were aligned to the human reference genome (hg38). The gene expression levels for every gene in every sample were normalized to obtain fragments per kilobase of transcript per million reads (FPKM). The correlation of expressed gene levels (FPKM) for replicate samples subjected to different conditions indicated a high degree of consistency ( $r > 0.95$ ). Each treatment group was compared to an untreated hMSC control group to obtain differentially expressed genes (DEGs;  $P\text{-adj} < 0.01$ ; see Methods in the Supplementary Materials and data file S1). To obtain DEGs, generalized linear models (GLMs) were used (38). The total number of distinct DEGs across all samples was 6340.

Principal components analysis (PCA) of the gene expression profiles revealed the robustness and limited variation between sample replicates (Fig. 3A). DEGs revealed a significant change in gene expression between ion and nSi treatment conditions compared with

the untreated hMSCs (Fig. 3B and data file S1). Specifically, hMSCs treated with nSi, Si, Mg, Li, and the combination of all ions (Si, Mg, and Li) showed a significant [Benjamini-Hochberg false discovery rate (FDR);  $P\text{-adj} < 0.01$ ] change in their gene expression profile: 634, 1661, 4000, 3311, and 3685 genes, respectively (Fig. 3C). A number of DEGs were common between the five treatment groups (nSi, Si, Li, Mg, and the combination of all individual ions; fig. S2), but only 113 were detected as DEGs by all five treatments. Furthermore, hMSCs treated with individual ions exhibited a large difference in the number of DEGs, more so than that of nSi.

We next performed gene ontology (GO) pathway enrichment analysis of DEGs to identify pathways that are perturbed by nSi and ion dissolution products. To do this, we used the Bioconductor package GOSTats to perform hypergeometric-based tests and generate significant ontology terms related to biological processes. GO terms related to known biological processes and biochemical pathways associated with osteogenesis and endochondral ossification were identified ( $P\text{-adj} < 0.05$ ; Fig. 3D, fig. S3, and data file S2). Key signaling pathways regulating chondrogenesis and endochondral skeleton development (30) such as mitogen-activated protein kinase (MAPK), BMP, canonical Wntless-related integration site (cWnt), notch, TGF- $\beta$ /SMAD, hypoxia (HIF), FGFs, and hedgehog (Shh and Ihh) have been identified. Nanosilicates influenced pathways related to MAPK, BMP, TGF- $\beta$ /SMAD, FGF, and Ihh. The combination of individual ions had a similar effect but did not regulate GO terms related to notch or Ihh pathways. For individual ions, regulation of key pathways in endochondral development varied. Si perturbed processes related to MAPK, BMP, cWnt, Notch, hypoxia, FGF, and hedgehog (Ihh and Shh), while Mg showed GO terms related to MAPK, Notch, TGF- $\beta$ /SMAD, hypoxia, and FGF. Li showed the least regulation of key endochondral pathways, as it did not perturb BMP, cWnt, TGF- $\beta$ /SMAD, or notch signaling. These results suggest that the individual ions such as Si and Mg exhibit strong effect on endochondral differentiation.

To validate the effect of ionic dissolution products on some of the key signaling pathways, we treated hMSCs with Si, Mg, and Li for 14 days in the presence and absence of cWnt inhibitor ( $10 \mu\text{M}$  cardamonin; Cayman Chemicals) and MAPK inhibitor ( $5 \mu\text{M}$  PD185342; Abcam). Both cWnt signaling (39, 40) and MAPK/ERK signaling (41) are implicated in osteogenesis and are highlighted in our GO analysis. Western blot was performed on day 14 to evaluate the effect on ALP production (fig. S4). MAPK inhibition seemed to have the strongest effect on ALP production. However, addition of cWnt inhibitor also decreased the expression of ALP in Si, Mg, and Li samples. Biochemical pathways in osteochondral differentiation often act synergistically, as both cWnt and ERK pathways can be activated by upstream signaling cascades such as BMP/TGF- $\beta$  (30). These results indicate that ions may be involved in regulating more than one signaling pathway to regulate gene expression.

The reduce and visualize gene ontology (REVIGO) GO-term slimming platform was used to extract highly enriched, consolidated terms. GO analysis revealed that nSi regulated processes associated with the ECM and endochondral ossification, suggesting that extracellular changes related to endochondral differentiation may be occurring (Fig. 3E), specifically extracellular structure organization (GO:0043062;  $P < 1.6 \times 10^{-53}$ ) and collagen metabolic processes (GO:003296;  $P < 8.1 \times 10^{-21}$ ). Therefore, nSi not only regulate key biochemical pathways but also direct hMSC ECM organization. These results support our earlier study that highlight the fact that

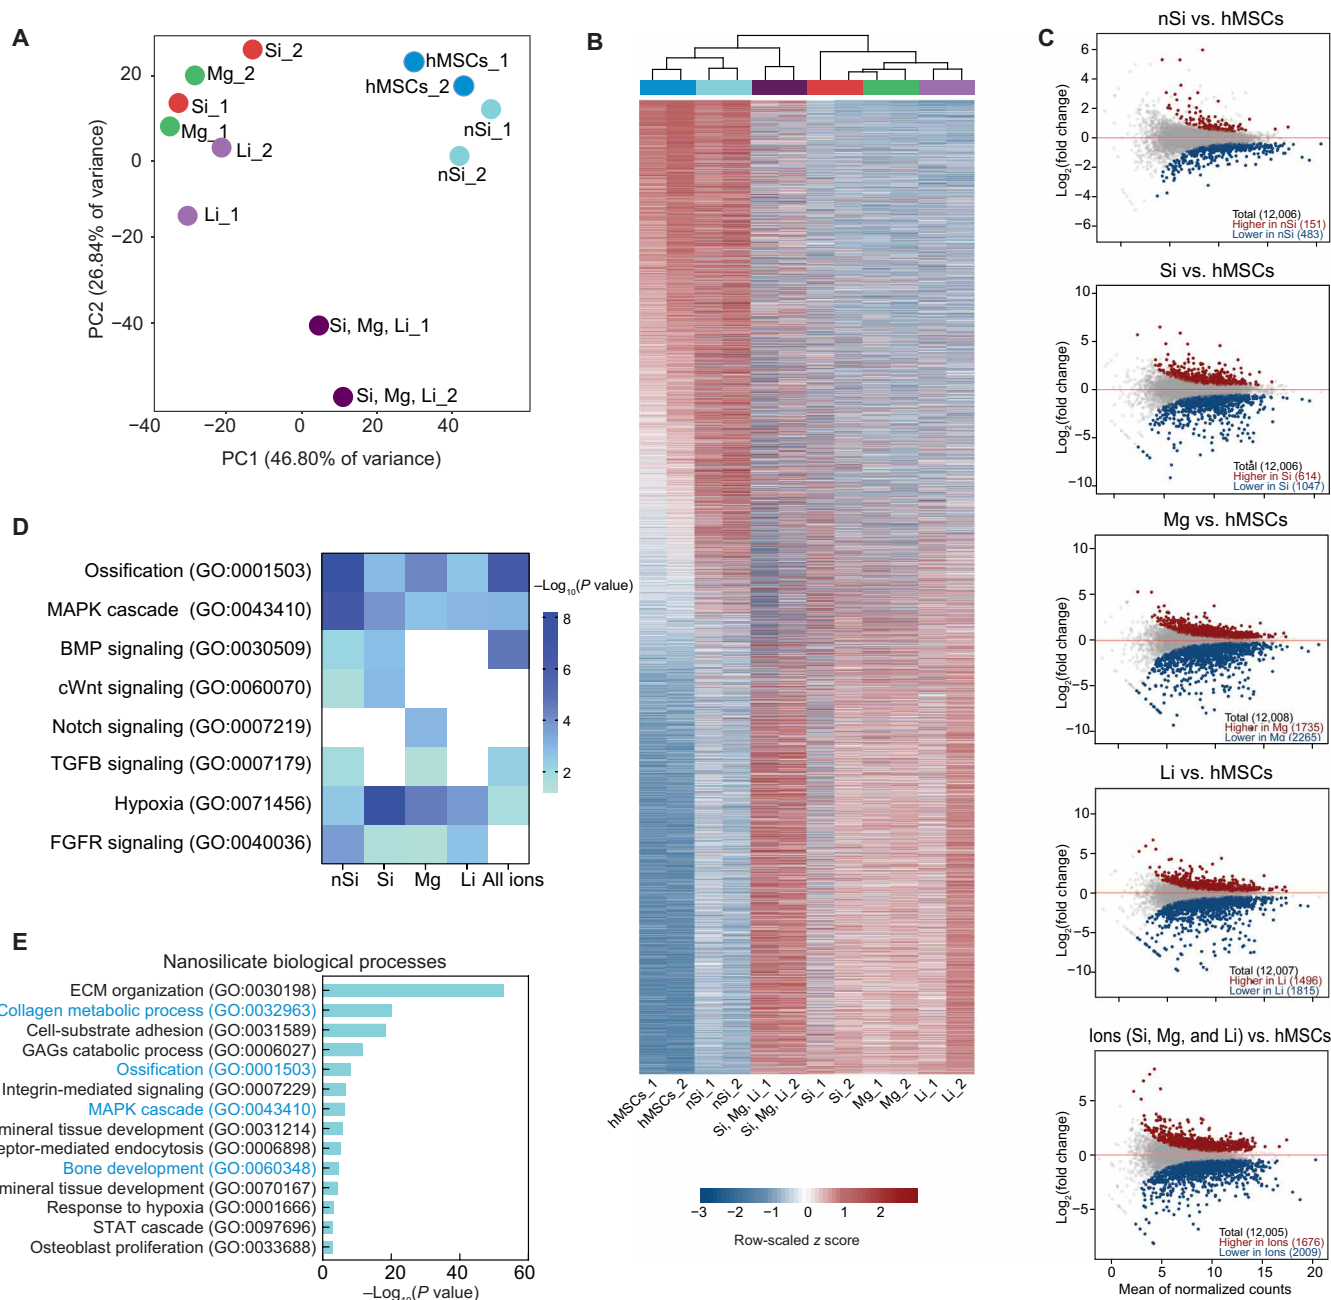

**Fig. 3. Nanosilicate and its ionic dissolution products drive transcriptome dynamics.** (A) Principal component analysis (PCA) of hMSC samples treated with nanosilicates (nSi) and its ionic dissolution products (Si, Mg, Li, and all ions) based on mRNA expression obtained from RNA-seq ( $n = 2$ , technical replicates). Cells without nanomaterials are used as control (hMSCs). The PCA was done on the mRNA expression ( $\log_2\text{FPKM}$ ) of 20% of the most variable genes across all samples ( $n = 2362$ ). (B) Hierarchical clustering of hMSC samples treated with nSi, Si, Mg, Li, and all ions based on mRNA expression obtained from RNA-seq. The heatmap shows the differentially expressed genes (DEGs) ( $\log_2\text{FPKM}$  of DEGs;  $P\text{-adj} < 0.05$ ) across all treatment groups compared with control hMSC samples (red, up-regulated; blue, down-regulated). The total number of distinct DEGs across all samples is 6340. (C) Difference in gene expression [ $\log_2(\text{fold change})$ ] between hMSC samples treated with nSi, Si, Mg, Li, or all ions. Genes with significantly high expression are shown in red ( $P\text{-adj} < 0.05$ ), while genes with significantly low expression ( $P\text{-adj} < 0.05$ ) are shown in blue. Gray denotes genes that do not exhibit significant differences. (D) The effects of nanosilicates and its ionic dissolution products on key GO terms associated with endochondral ossification and related pathways are shown ( $P < 0.05$ ). Color intensity is associated with increasing  $-\log_{10}(P \text{ value})$  (dark blue, greater significance; teal, less significance). (E) GO enrichment analysis showed nanosilicates regulate terms associated with ossification (GO:0001503) and extracellular structure organization (GO:0043062) (day 21).

biophysical contribution of nSi via interaction with cell surface receptor can lead to cellular stress, which induces osteogenic differentiation of hMSCs (19). Our current study highlights that individual ionic dissolution products and their combination can influence

stem cell differentiation, suggesting that intracellular signaling via release of ions may also contribute to the bioactivity of nSi. Hence, it is expected that both biophysical and biochemical characteristics of nSi are uniquely responsible for innate osteoinductivity of nSi.

## Individual ion dissolution products contribute to the bioactivity of nSi

Inorganic ions have been implicated to regulate cellular process and potentially control/direct stem cell differentiation. For example, Si contributes to collagen fibril production (7, 14) and regulates cWnt/Shh signaling (5). Mg plays a role in promoting osteogenesis (15), along with activation of key growth factors involved in this process such as FGF2 and vascular endothelial growth factor (VEGF) (42). In addition, Li has been shown to control Wnt signaling by inhibition of GSK3b and thus promotes osteogenesis (18, 40). From the literature and our GO analysis, it is expected that ion dissolution products (Si, Mg, and Li) can induce endochondral differentiation and ossification through multiple mechanisms (Fig. 4A).

Ours results revealed that Si perturbed biological processes for extracellular structure organization (GO:0043062;  $P$ -adj  $< 1.7 \times 10^{-5}$ ) and collagen metabolic processes (GO:003296;  $P$ -adj  $< 1.1 \times 10^{-6}$ ) (Fig. 4B), supporting the role of Si in collagen fibril production (14). Furthermore, GO analysis suggested that Si-treated hMSCs are enriched in GO terms related to activation of BMP signaling (GO:0030509;  $P$ -adj  $< 0.0017$ ), cWnt signaling (GO:0060070;  $P$ -adj  $< 0.0012$ ), and positive regulation of MAPK cascades (GO:0043410;  $P$ -adj  $< 0.001$ ) (Fig. 4C). Si treatment also resulted in up-regulation of osteospecific transcription factor *RUNX2* [ $\log_2$  (fold change) = 1.23], which was a key contributor to BMP signaling (GO:0030509) (Fig. 4D and fig. S5). BMP signaling results in the subsequent activation of cWnt signaling and MAPK cascades to control the production of osteospecific glycoproteins (43). We also observed that Si up-regulates catenin  $\beta 1$  (*CTNNB1*) ( $\beta$ -catenin), which is an important component of the cWnt pathway. Furthermore, Si up-regulated BSP [integrin binding sialoprotein (*IBSP*)] at day 21 [ $\log_2$  (fold change) = 2.44], suggesting its ability to facilitate ossification and glycoprotein production. During endochondral ossification, mineralizing hypertrophic chondrocytes promote production of *IBSP* (44). Overall, these results suggest that Si contributes to endochondral ossification and promotes chondroblastic to osteoblastic transdifferentiation.

In addition to Si, Mg also was shown to play a key role in inducing osteogenic differentiation of hMSCs. Mg down-regulated common chondrogenic markers such as *ACAN* and *COMP*, but the hypertrophic chondrocyte marker *COL10A1* is up-regulated in Mg-treated hMSCs. Up-regulation of *COL10A1* indicates that Mg-treated hMSCs are transitioned toward hypertrophic chondrocytes. Simultaneous up-regulation of the key osteogenic transcription factor *RUNX2* supports that hypertrophic chondrocyte may begin to transition toward preosteoblast with Mg addition (Fig. 4D). *FGFR2*, a receptor for FGFs, is up-regulated in Mg-treated samples, suggesting that the FGF signaling pathway may be involved in the observed ossification. To confirm the role of Mg in endochondral differentiation, we performed GO analysis. Mg-treated hMSCs showed significant enrichment of GO terms related to ossification (GO:0001503;  $P$ -adj  $< 6.1 \times 10^{-5}$ ) and MAPK cascade (GO:0043410;  $P$ -adj  $< 0.0020$ ) (fig. S6). Earlier studies have implicated the role of Mg in promoting osteogenesis by activating FGF signaling and MAPK cascade (45). Mg up-regulated the transcript of *FGFR2*, which was found up-regulated in the MAPK cascade (GO:0043410), suggesting a relationship between the two pathways (fig. S7). Extracellular Mg can enter through solute channels such as TRPM7 or MagT1, which causes subsequent FGF2 expression (42). This is further supported by GO analysis, which highlighted the role of Mg in FGF signaling (GO:0044344 cellular response to FGF stimulus;  $P$ -adj  $< 0.0011$ ).

Earlier studies have shown that Li can induce osteogenic differentiation by activating cWnt signaling (5, 40) through inhibition of GSK3b (16). As Li inhibits GSK3b by directly interacting with GSK3b (46), effect of Li on *GSK3b* mRNA transcripts was not expected. On the basis of our in vitro osteogenic assays, Li treatment was able to induce matrix mineralization (Fig. 2A). This was further supported by the RNA-seq data, which support that Li regulates ossification GO term (GO:0001503;  $P$ -adj  $< 0.0024$ ) (fig. S6). We observed that Li significantly regulated the FGFR signaling pathway (GO:0040036;  $P$ -adj  $< 0.0020$ ), and key genes in these pathways such as *RUNX2* and *FGFR2* were up-regulated [ $\log_2$  (fold change) of 0.65 and 0.96, respectively] (Fig. 4D). Thus, it is expected that Li might be promoting osteogenesis, but to a lesser extent compared with Si.

## Nanosilicate degradation products control transcriptomic changes in hMSCs

With large expression datasets, there is a potential risk of missing certain perturbed pathways, particularly if genes of interest do not fall below the significance cutoff. Thus, to overcome this challenge and observe the dynamics of all expressed genes, we used gene set enrichment analysis (GSEA). GSEA was used to determine whether an a priori defined set of genes exhibited statistically significant, concordant differences between our treated and untreated hMSCs. To obtain GSEA results, we performed enrichment of curated gene sets in preranked gene lists (see the Supplementary Materials). Enriched gene sets with FDR adjusted  $P < 0.1$  were considered in our analysis. The node generation cutoff for this network was set at an FDR adjusted  $P < 0.1$  and an edge weight (similarity coefficient)  $> 0.375$ .

GSEA analysis of all samples and our enrichment analysis suggested that treatment with Si, the combination of all individual ions, or nSi had the ability to regulate processes associated with the ECM, signaling pathways linked to growth factors, and integrin binding, among other responses (Fig. 5A), which corroborates the data found in our previously discussed GO analysis. Nanosilicates, the combination of all individual ions, and Si regulated processes within the gene set group including the *Naba* gene set *Collagens*, and the *Reactome* gene sets *Degradation of the Extracellular Matrix* and *Extracellular Matrix Organization*. Nanosilicates and the combination of individual ions regulated gene sets in the groups containing the *PID* gene set *Integrin Pathway*, the Kyoto Encyclopedia of Genes and Genomes (KEGG) gene set *Focal Adhesion*, and the *Reactome* gene set *Glycosaminoglycan Metabolism*. These processes contribute to ECM regulation, cell attachment to the ECM, and extracellular glycoprotein cellular interactions. Silicon has been suggested to interact with prolyl hydroxylase, which catalyzes type 1 collagen production (14, 47). Furthermore, ECM stabilization may be assisted by silicon presence, as silicon is necessary for the binding of proteoglycans to the collagen matrix (48). The observation of these ECM changes in silicon, all ion samples, and nSi suggests that intracellular release of silicon may be the mechanism by which nSi promote ECM changes.

As GO analysis does not provide insight into positive or negative process regulation, GSEA analysis showed us that many ECM-related gene sets perturbed by nSi and all ion-treated samples exhibited negative normalized enrichment scores (NES). This score is the primary statistic used to observe gene set correlation and accounts for differences in gene set sizes and thus can be compared across gene set analysis results. A negative NES indicates that the most highly

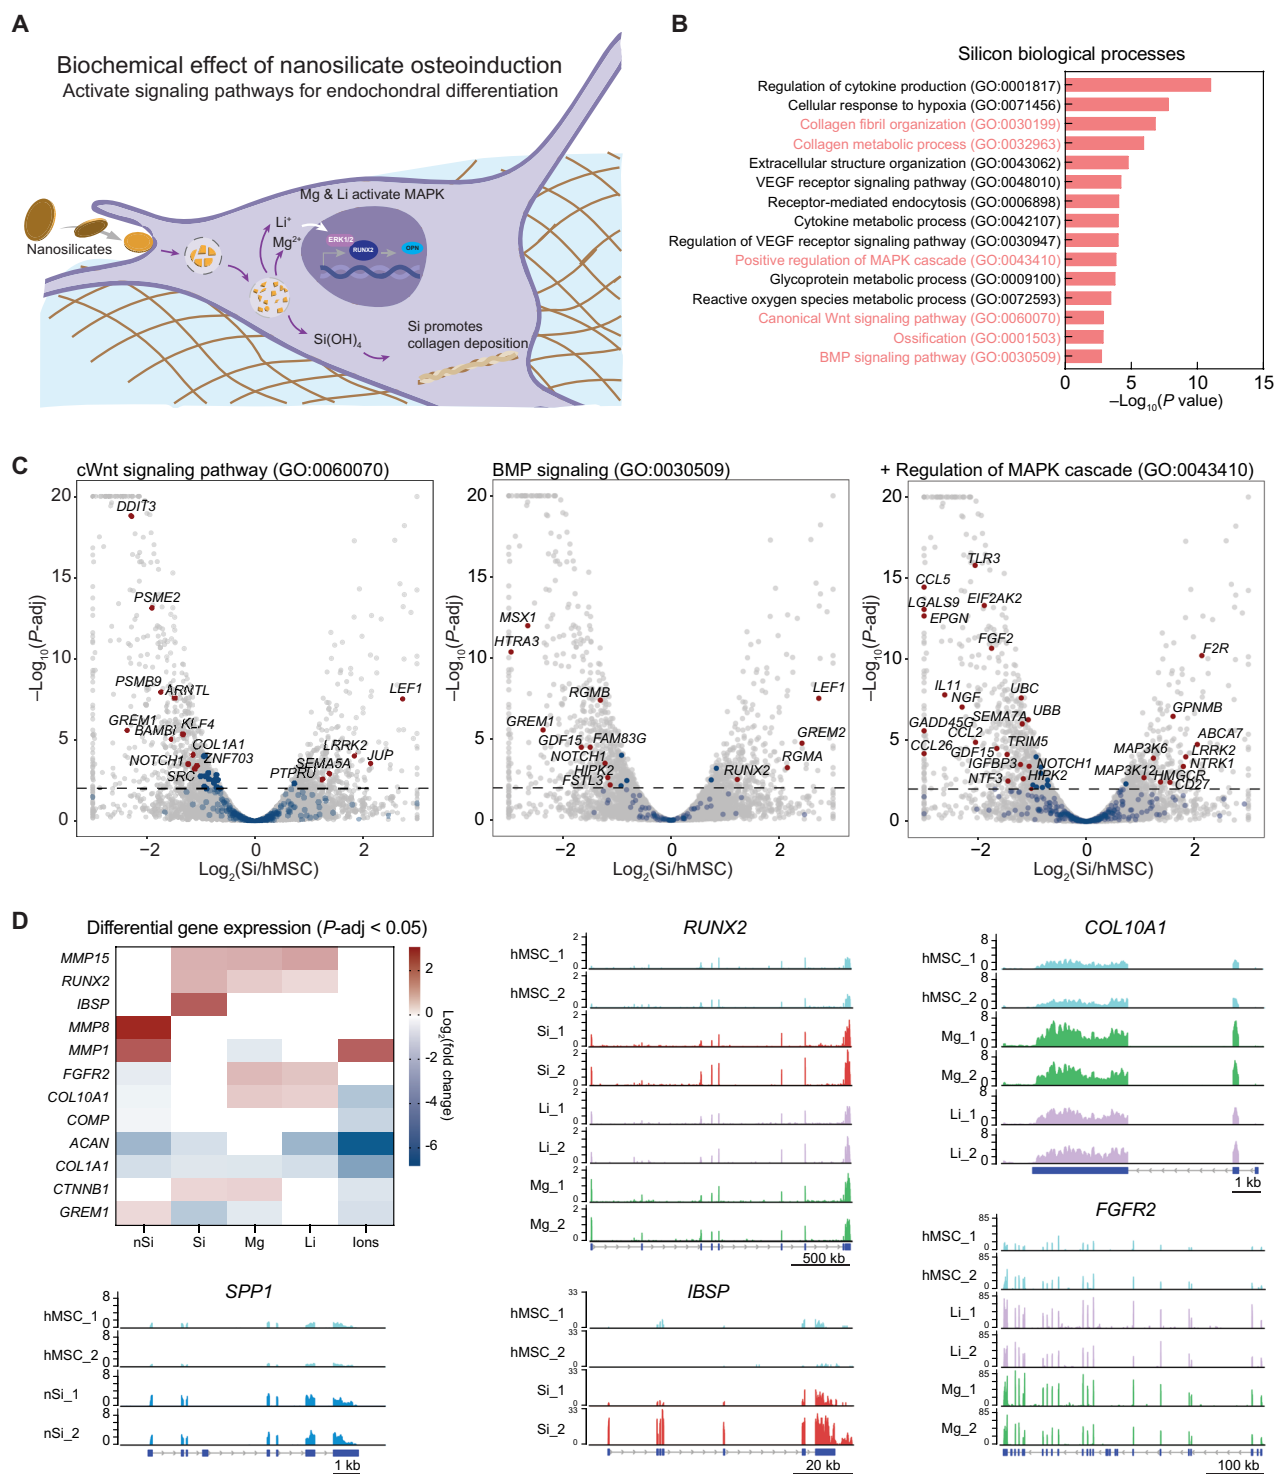

**Fig. 4. Individual ions contribute to the innate bioactivity of nanosilicates.** (A) Schematic depicting the potential role of Si, Li, and Mg in regulating endochondral differentiation. (B) GO enrichment analysis showed that Si regulates processes associated with the extracellular matrix such as collagen metabolic processes (GO:0032963) and collagen fibril organization (GO:0030199). (C) A volcano plot showing DEGs for BMP signaling (GO:0030509), cWnt signaling (GO:0060070), and MAPK (GO:0043410). Gray, all of the expressed genes; blue, genes associated with the GO term with no significant change in expression; and red, genes associated with the GO term that show significantly different expression. (D) DEGs associated with endochondral differentiation showing the effect of nSi, Si, Li, and Mg [ $\log_2(\text{fold change})$ ] (red, up-regulated; blue, down-regulated). RNA-seq tracks showing normalized mRNA expression [aligned reads normalized by total library size—transcript per million (TPM)] at the genomic locus of runt-related transcription factor-2 (*RUNX2*), type 10 collagen (*COL10A1*), secreted phosphoprotein 1 (*SPP1*), integrin binding sialoprotein (*IBSP*), and fibroblast growth factor receptor 2 (*FGFR2*).

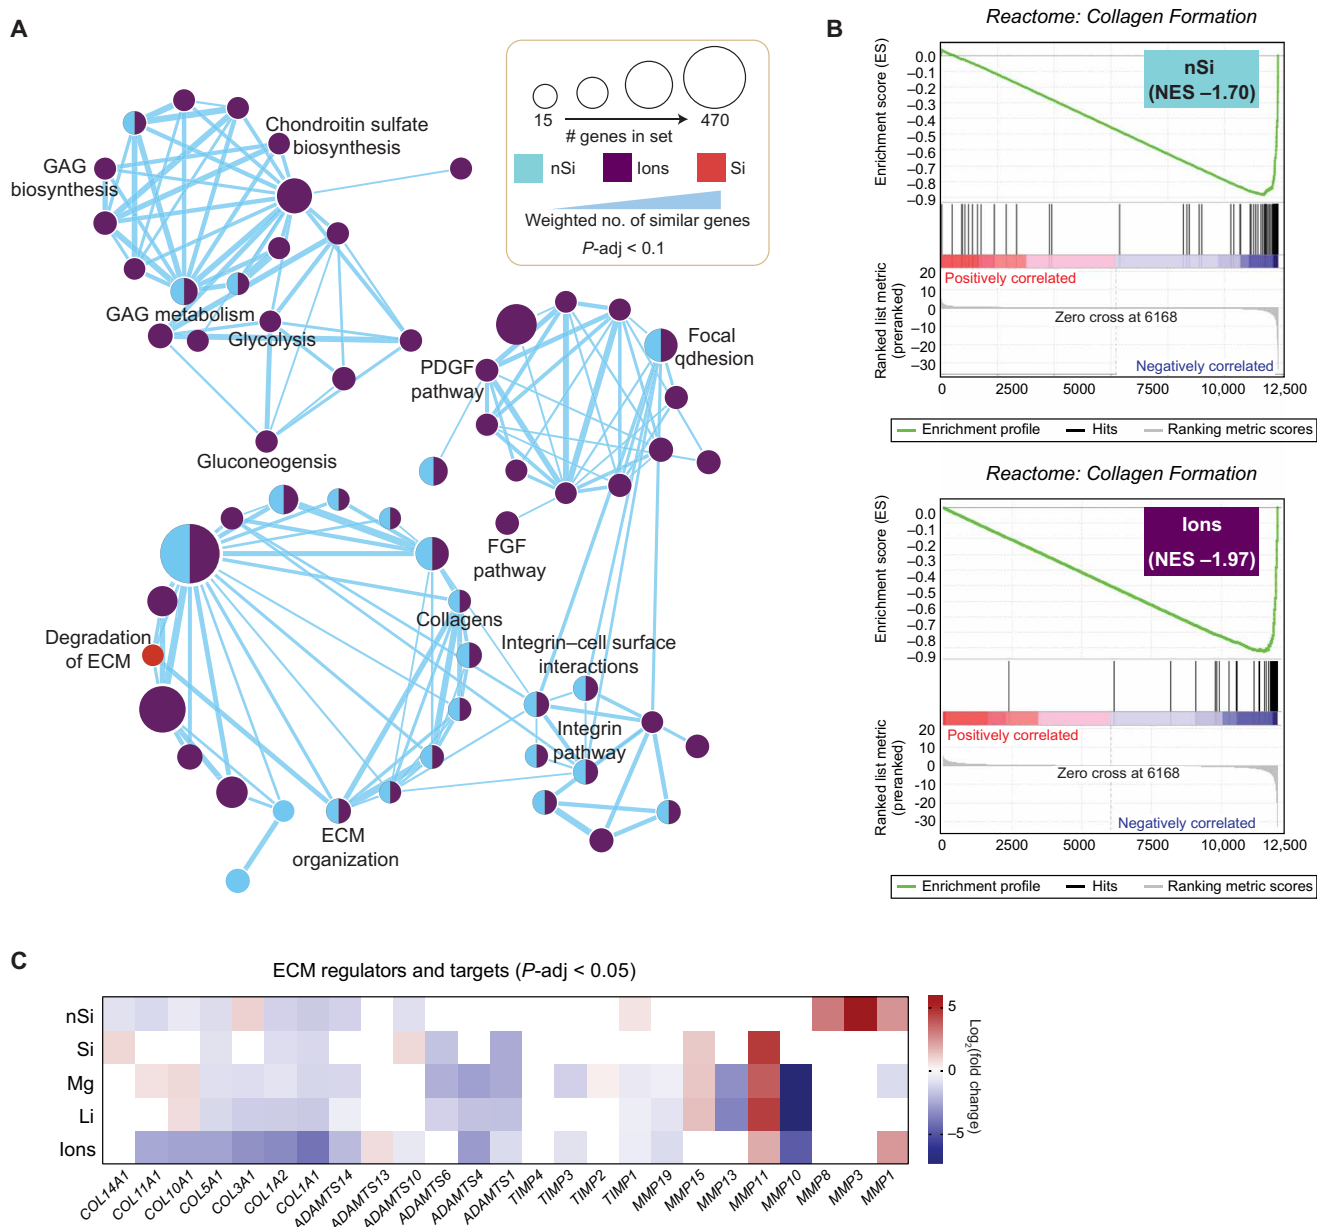

**Fig. 5. Gene set enrichment analysis (GSEA) yields insights about the effect of nanosilicate and silicon on endochondral ossification and matrix remodeling.**

(A) GSEA graph displaying interconnected gene sets of hMSC treated with nanosilicates and its ionic dissolution products. The graph was generated in Cytoscape with Enrichment Map using enriched gene sets  $P\text{-adj} < 0.1$  and an edge similarity coefficient  $> 0.375$ . The effects of nSi and ions on extracellular matrix organization, glycoproteins, and proteoglycans are shown. (B) GSEA enrichment results show normalized enrichment scores (NES) for *Reactome: Collagen Formation* for nSi and ion treatment. The vertical black lines ("bar code") represent the projection onto the ranked gene list of individual genes of the gene set. The horizontal bar in graded color from red (left) to blue (right) represents the gene list ranked from up-regulated on the left to down-regulated on the right. (C) Heatmap of DEG ( $P\text{-adj} < 0.05$ ),  $\log_2$ (fold change) expression of genes associated with matrix remodeling including matrix metalloproteinases (MMPs), tissue inhibitors of metalloproteinases (TIMPs), a disintegrin and metalloproteinase with thrombospondin motifs (ADAMTSs), and collagens identified through analysis of nSi transcriptomic data (red, up-regulated; blue, down-regulated). MMP transcripts are most readily positively up-regulated by nSi and ions, including MMP1, MMP3, MMP8, MMP11, and MMP15. Other matrix remodeling enzymes such as ADAMTSs and TIMPs are mostly down-regulated by nSi or ions. Last, collagens are mostly down-regulated, apart from COL10A1 (up-regulated by Mg and Li), COL11A1 (up-regulated by Mg), and COL14A1 (up-regulated by Si).

significant of the enriched genes that correlate to an a priori gene set have a negative fold change. Of note, the *Reactome* gene set *Collagen Formation* ( $P\text{-adj} < 0.002$ ) was significantly negatively correlated in nSi, with an NES -1.68, suggesting that further collagen formation was not occurring (Fig. 5B). Similarly, the combination of all ions

showed a significant negative correlation for the *Reactome* gene set *Collagen Formation* ( $P\text{-adj} < 0.1$ ) with an NES -1.97 (Fig. 5C). Paired with the GSEA data for both nSi and all ion treated samples, these data suggested that there is significant regulation of the ECM occurring at day 21.

As observed through the GO analysis, Si and nSi regulated biological processes controlling ECM and collagen metabolism at day 21. This information is corroborated by GSEA data. Furthermore, at day 21, Si positively regulated the *Reactome* gene set *Degradation of Extracellular Matrix* ( $P\text{-adj} < 0.05$ ,  $NES = 1.85$ ), which correlated highly significant matrix metalloproteinase (MMPs) 11 and 15 as core enrichments (fig. S8). Core enrichments contribute most to the GSEA enrichment score result. The activation of ECM degradation observed in Si-treated samples suggested that an underlying process of nSi and a combination of individual ion dissolution product treatment may also include the degradation of the ECM. At later time points of endochondral ossification, the cartilaginous template is degraded during ossification (49). To do this, MMPs activate to remodel the ECM.

Certain MMPs have been categorized as “collagenases,” of which nSi or ion treatment up-regulated three at day 21; *MMP1*, *MMP8*, and *MMP15* (50). Although the *Reactome* gene set *Degradation of the Extracellular Matrix* was not significantly regulated by nSi, nSi up-regulates the most MMPs (*MMP1*, *MMP3*, and *MMP8*) of all samples (Fig. 5D). *MMP1* (collagenase) and *MMP3* (stromelysin) are known to be highly expressed in endochondral ossification (49). In addition, ion-treated samples up-regulated *MMP11* and *MMP15*. *MMP11* (stromelysin-3) has been found to suppress adipogenesis (51) and is secreted during active remodeling in tissues undergoing embryonic development, wound healing, and tumorigenicity (52). *MMP15* (MT2-MMP) is a membrane bound that is a known collagenase but has a 1:100 decreased effect on type 1 collagen degradation compared with that of MT1-MMP (*MMP14*) (53). However, hMSC culture stability is maintained to day 30 in three-dimensional (3D) hMSC spheroid cultures with the addition of nSi treatments (fig. S9). Therefore, the impact of MMP activation is one associated more with remodeling, which is an expected response during endochondral ossification.

Our study demonstrates that inorganic 2D nSi dissociate into bioactive ions ( $\text{Li}^+$ ,  $\text{Mg}^{2+}$ , and  $\text{Si}^{4+}$ ) at physiological pH and stimulate endochondral differentiation. Ionic dissolution products of inorganic biomaterials can provide unique biomolecular signaling for tissue-specific differentiation. We use whole-transcriptome sequencing (RNA-seq) to characterize the contribution of nSi and its ionic dissolution products on endochondral differentiation. Our study highlights the role of ions in modulating transcriptome dynamics of stem cells by regulating lineage-specific gene expression patterns. Specifically, we have identified that Si promoted matrix mineralization, controlled collagen metabolic processes, and activated osteogenic pathways such as BMP and canonical Wnt at day 21. Furthermore, Mg and Li treatment after 21 days supported the deposition of mineralized matrix and led to the activation of processes controlling MAPK cascades as well as FGFR pathways that contribute to osteogenesis. This work delineates the contribution of individual ionic dissolution products to endochondral differentiation caused by inorganic nSi. Overall, this work paves the way for leveraging biochemical characteristics of inorganic biomaterials to direct cellular processes and promote in situ tissue regeneration.

## MATERIALS AND METHODS

### Nanosilicate degradation in physiologically relevant pH

The release of minerals from nSi at physiologically relevant pH was monitored using ICP-MS–Elemental Analysis (PerkinElmer NexION 300D). Nanosilicates (Laponite-XLG, BYK Inc., USA) were dispersed in

distilled water of various pH values (5.5, 7.4, and 10) and dialyzed against the same pH water over a period of 30 days at room temperature. At various time points (0.125, 1, 3, 7, and 21 days), half of the dialysis water was collected and replaced with fresh water. The collected dialysis water was then diluted into a 1% nitric acid solution for ICP-MS analysis, in which the concentrations of Li, Mg, and Si were determined.

### Evaluation of nSi degradation products on hMSC metabolic activity

All experiments were performed with hMSCs passage 5 or lower, and cells were cultured in normal media [ $\alpha$ -modified minimal essential media (AMEM); HyClone], 16.5% fetal bovine serum (FBS; Atlanta Biologicals), and 1% penicillin/streptomycin (Gibco), unless otherwise stated. Mineral solutions were prepared using lithium chloride ( $\text{LiCl}$ ), magnesium sulfate ( $\text{MgSO}_4$ ), and sodium silicate ( $\text{Na}_2\text{O}_3\text{Si}$ ) with concentrations between 0 and 10 mg/ml. hMSCs were seeded in 96-well plates at a density of 10,000 cells/cm<sup>2</sup> and after 24 hours were subjected to various mineral concentrations for an additional 24 hours. Minerals were then removed, and an MTT assay (the American Type Culture Collection) was performed according to the manufacturer's protocol. In addition, once desired concentrations were determined, an alamarBlue assay (Thermo Fisher Scientific) was performed at 1, 3, 7, and 14 days to quantify metabolic activity. For both MTT and alamarBlue, control groups consisted of untreated cells (negative) and cells treated with nSi (positive).

### Evaluation of nSi degradation products on hMSC osteogenic differentiation

For osteogenic differentiation studies, hMSCs were similarly seeded in 96-well plates at a density of 4000 cells/cm<sup>2</sup>. After 24 hours, cells were treated with osteoconductive media [normal growth media supplemented with 10 mM  $\beta$ -glycerophosphate (Sigma-Aldrich) and 50  $\mu\text{M}$  ascorbic acid (BDH Chemicals)] and the various ion concentrations (4.49  $\mu\text{g}/\text{ml}$  Si, 0.067  $\mu\text{g}/\text{ml}$  Li, and 1.59  $\mu\text{g}/\text{ml}$  Mg) for an additional 48 hours; similar controls were used. After 48 hours, minerals and nSi were removed, and cells were continuously treated with osteoconductive media and ions for the remainder of the differentiation study. To analyze osteogenic differentiation, ALP staining and kinetic activity were monitored along with matrix mineralization and quantification. First, hMSCs were fixed with 2.5% glutaraldehyde for 15 to 20 min. At days 7 and 14, ALP staining was done using NBT/BCIP 1-Step solution (Thermo Fisher Scientific) for 30 to 60 min at room temperature. For quantification of the ALP activity, hMSCs were incubated with ALP yellow (SensoLyte pNPP ALP assay kit, AnaSpec). Using an automated plate reader (Tecan), ALP activity as a function of pNPP metabolism ( $\Delta\text{OD}_{405}$ ) was measured, and activity was normalized to DNA (PicoGreen, Thermo Fisher Scientific). After 14 and 21 days, Alizarin Red staining (ARS; Electron Microscopy Sciences) was performed. The bound ARS, which is proportional to calcified matrix, was quantified by dissolution in acetic acid (10%), neutralized by ammonium hydroxide (10%), and then measured in an automated plate reader ( $\Delta\text{OD}_{405}$ ; Tecan). Both ALP and mineralized matrix were visualized with a stereomicroscope (Zeiss).

### Western blot evaluation of osteospecific protein production caused by nSi degradation products

For Western blot, proteins were isolated after 14 days with Laemmli buffer (0.2% bromophenol blue, 20% glycerol, 100 mM tris-HCl,

10% 2-mercaptoethanol, and 4% SDS). Protein samples were separated via gel electrophoresis (Invitrogen, Mini Gel Tank), and gels were then transferred (Invitrogen, iBlot 2) to a nitrocellulose membrane per the manufacturer's protocol. Membranes were blocked with 5% bovine serum albumin (BSA) in PBST (1× PBS with 0.1% Tween 20) for 30 min before antibody staining.  $\beta$ -actin, alkaline phosphatase (ALPL), OCN, OPN, and type 1 collagen (COL1A1) primary antibodies were purchased from Thermo Fisher Scientific; COL10A1, ACAN, and COMP were purchased from AbClonal, secondary horseradish peroxidase (HRP)-conjugated antibodies were purchased from Boster Bio; and incubation was performed following the manufacturer's protocols. Membranes were developed (SuperSignal West Pico PLUS Chemiluminescent Substrate, Thermo Fisher Scientific) and imaged using LI-COR 3600 C-Digit Blot Scanner. LI-COR software or ImageJ analysis was used to quantify protein bands. Restoration and reblocking with 5% BSA in PBST of the membranes were then done for further protein analysis.

### Western blot evaluation of osteospecific pathway inhibition

Cells that were cultured with proteins were isolated after 14 days with radioimmunoprecipitation assay lysis buffer (Thermo Fisher Scientific). Canonical Wnt inhibition was performed by treating hMSCs with 10  $\mu$ M cardamonin (Cayman Chemical) every media change (3 to 4 days). MEK1/2 was inhibited by treating with PD185342 at 5  $\mu$ M (Abcam) every media change. Protein samples were separated via gel electrophoresis (Invitrogen, Mini Gel Tank), and gels were then transferred (Invitrogen, iBlot 2) to a nitrocellulose membrane per the manufacturer's protocol. Membranes were blocked with 5% BSA in PBST for 30 min before antibody staining.  $\beta$ -actin, ALPL, type 1 collagen (COL1A1), and RUNX2 primary antibodies were purchased from Thermo Fisher Scientific; secondary HRP-conjugated antibodies were purchased from Boster Bio; and incubation was performed following the manufacturer's protocols. Membranes were developed (SuperSignal West Pico PLUS Chemiluminescent Substrate, Thermo Fisher Scientific) and imaged using LI-COR 3600 C-Digit Blot Scanner. ImageJ analysis was used to quantify protein bands. Restoration and reblocking with 5% BSA in PBST of the membranes were then done for further protein analysis.

### RNA-seq sample preparation

For mRNA extraction, cells were cultured until 65% confluent and subjected to two different media compositions for 21 days. One set of cells was cultured with osteoconductive media as a negative control (two replicates); another set was treated with nSi {Laponite XLG  $\text{Na}^+_{0.7}[(\text{Mg}_{5.5}\text{Li}_{0.3}\text{Si}_8\text{O}_{20}(\text{OH})_4]^-_{0.7}$ } (100  $\mu\text{g}/\text{ml}$ ) in osteoconductive media (two replicates); another set was treated with Si (4.49  $\mu\text{g}/\text{ml}$ ) in osteoconductive media (two replicates); another was treated with Li (0.067  $\mu\text{g}/\text{ml}$ ) in osteoconductive media (two replicates); another was treated with magnesium (1.59  $\mu\text{g}/\text{ml}$ ) in osteoconductive media (two replicates); and one set was cultured with a combination of all individual ions (4.49  $\mu\text{g}/\text{ml}$  Si, 0.067  $\mu\text{g}/\text{ml}$  Li, and 1.59  $\mu\text{g}/\text{ml}$  Mg), after which media and treatments were performed every 3 to 4 days until day 21. On the 21st day, cells were washed with PBS and pelleted. RNA was isolated and collected via a Zymogen, High Purity RNA Isolation kit following the manufacturer's protocol. Quality of nucleic acids (1  $\mu\text{g}$ ) was evaluated using spectrometer absorbance ratios between 280 and 260 nm around 2.0.

### RNA-seq processing

RNA samples were analyzed via a high-output NovaSeq platform with TruSeq RNA sample preparation and single-end read length of 125 bases (Charlie Johnson, Genomics and Bioinformatics Service, Texas A&M AgriLife Research, College Station, TX). Sequence reads were trimmed and aligned to the human genome (hg38) using an RNA-seq aligner, Spliced Transcripts Alignment to a Reference (STAR) (54). STAR is an algorithm that aligns RNA-seq reads generated from spliced RNA. The Reference sequence (RefSeq) genome annotation of the human genome (hg38; GRCh37 Genome Reference Consortium Human Reference 37) was obtained from the University of California, Santa Cruz, genome browser and was used to find the gene definition. For the negative control group (hMSCs in osteoconductive media), 23,064,842 (20,783,935 uniquely mapped) and 33,923,628 (30,981,658 uniquely mapped) reads were aligned to the genome for the two replicates. For the nSi treatment group, 17,700,673 (16,256,612 uniquely mapped) and 26,835,751 (24,998,082 uniquely mapped) reads were successfully aligned to the genome for the two replicates. For the silicon treatment group, 31,106,835 (28,281,969 uniquely mapped) and 25,227,190 (23,346,719 uniquely mapped) reads successfully aligned to the genome for the two replicates. For the Li treatment group, 37,028,855 (33,824,437 uniquely mapped) and 26,033,891 (23,758,531 uniquely mapped) reads successfully aligned to the genome for the two replicates. For the magnesium treatment group, 33,235,878 (30,983,098 uniquely mapped) and 25,183,849 (23,651,840 uniquely mapped) reads successfully aligned to the genome for the two replicates. For the combination of all individual ion dissolution product treatment group, 27,646,481 (25,461,405 uniquely mapped) and 24,116,483 (22,400,212 uniquely mapped) reads successfully aligned to the genome for the two replicates. In further analysis, only uniquely mapped reads were used.

### Identifying DEGs

Gene models were generated using the Bioconductor package GenomicFeatures in R (55). Gene expression was determined by counting the uniquely mapped reads associated with coding exons and normalized by gene length in reads per kilobase per million (RPKM). This measure was used only to filter expressed genes. Greater than 1 RPKM is a reasonable cutoff to remove genes with minimal to no expression. Genes greater than 1 RPKM were considered to be expressed in any condition if present in both replicates. Genes expressed in only one condition were considered differentially expressed. DEGs identified by GLMs were modeled as a negative binomial distribution (56). DESeq2, a Bioconductor package, was used to do this (38). R was used to perform all analyses.

### GO enrichment analysis

We performed functional annotation enrichment on the identified DEGs using the Bioconductor (57) package GoStats to perform GO enrichment analysis within the biological processes ontology and generate associated volcano plots (58). GoStats analysis used conditional hypergeometric test of overrepresentation against the annotation package org.Hs.eg.db, with a DEG cutoff of FDR  $P\text{-adj} < 0.05$ . The Gviz package was also used to generate gene tracks (59). REVIGO (60) refined the long list of significant GO terms, which decreases functional redundancies and clusters terms based on semantic similarity measures. Included genes in the GO enrichment analysis had an FDR  $P\text{-adj} < 0.05$ .

## Gene set enrichment analysis

To obtain targeted enrichment analyses of our DEGs, we used GSEA analysis using the reference database Molecular Signatures Database (MsigDB) v7.2 as described from previous publications (61). Explicitly, ranked lists of DEGs were generated by applying a  $-\log_{10}$  transformation to the  $P$ -adj value, then multiplying by the sign of the calculated  $\log_2$  fold change. GSEA was run on the basis of the ranked lists using default settings, which included “collapse” to collapse dataset to gene symbols before analysis and excluded gene set sizes of greater than 500 and less than 15. The ranked lists were used to compare to a priori sets of genes within the c2 curated collection (version 6) of gene sets obtained from the MsigDB (v7.2) during GSEA analysis (<https://data.broadinstitute.org/gsea-msigdb/msigdb/release/6.2/c2.all.v6.2.symbols.gmt>). The chip platform used was Human\_NCBI\_Entrez\_Gene\_ID\_MsigDB.v7.2.chip. The top 20 plots were graphed for both positive and negative gene set results. Gene sets with an FDR of less than 10% ( $\text{FDR} < 0.1$ ) were considered significant.

## Gene set enrichment map network

GSEA analysis was used to perform gene set enrichment and in conjunction with Cytoscape for gene set networks (61). To do so, GSEA software (version 4.1.0) was used to perform enrichment map visualization in conjugation with Cytoscape (version 3.8.0) (62). Cytoscape was used to arrange gene set networks generated through the Enrichment Map plug-in (63). To do this, the preranked lists, positive and negative enrichment reports, and gene set.gmt files were loaded to build the network with the analysis type set to “GSEA.” The “data set edges” option was set to automatic, with the “connectivity” slide bar set to default settings. Gene sets included in the GSEA network analysis had a  $P$ -adj value (Benjamini-Hochberg FDR)  $< 0.1$ . Node cutoff was set at an FDR value of  $< 0.1$ . The “edge cutoff (similarity)” was set to 0.375. Nodes were stylized to show the designated colors of treatment group, which regulate gene sets. Node colors do not represent positive or negative NES. Node size represents the size of gene sets. Edge weight represents the degree of similarity, specifically the number of shared genes between gene sets.

## Spheroid culture

hMSCs were grown in 2D to confluence in normal media [AMEM (HyClone), 16.5% FBS (Atlanta Biologicals), and 1% penicillin/streptomycin (Gibco)]. After reaching 80% confluence, the cells were starved with serum-free media for 16 hours to maximize uptake of nanoparticles. This was followed by treatment with nSi for 24 hours. After 24 hours, the 2D culture was converted into 3D spheroids consisting of  $10^6$  cells per spheroid. Control hMSC spheroids received no additional treatment. Media were replenished every 2 days. After 30 days of culture, spheroids were washed (PBS), fixed with buffered 4% paraformaldehyde, embedded in paraffin, and processed into 10- $\mu\text{m}$  sections. Paraffinized sections were treated sequentially with xylene (three changes) to deparaffinize, and then a series of ethanol: 100 (three changes), 95 (two changes), and 70% (one change), for 2 min each to rehydrate. Sections were then washed for 5 min with DI water. Prepared sections were briefly rinsed with 3% acetic acid (30 s) and then stained. GAG production was evaluated using Alcian Blue (MP Biomedicals), which was prepared by dissolving 1 g of 86 $\times$  Alcian Blue powder in 3% acetic acid, and then buffered with acetic acid until pH 2.5. Staining was performed for 30 min and then washed with DI water for 2 min to remove excess stain. Von Kossa (Sigma-Aldrich) staining was used to evaluate calcium deposition.

In brief, sections were incubated with 1% silver nitrate solution under ultraviolet light for 20 min, washed with DI water, and treated with 5% sodium thiosulfate for 5 min. Counter stain was performed with nuclear fast red. Stained sections were dehydrated in a series of ethanol and cleared in xylene before mounting with Permount Mounting medium and imaging. Images were obtained using a Lionheart FX microscope. Quantification of Von Kossa staining was performed using Lionheart FX software, and quantification of Alcian Blue was performed using ImageJ software. In brief, Alcian Blue images were converted to gray scale, color thresholding was applied over the staining cohort, and areas meeting the color threshold were quantified and normalized to the total area of the spheroid. Values were normalized to the negative control (hMSC spheroids), and an unpaired  $t$  test was used to perform statistical analysis.

## Statistical analysis

Statistical analysis was performed in GraphPad Prism. One-way analysis of variance (ANOVA) coupled with Tukey's post hoc were performed. Unpaired  $t$  tests were used to perform statistical analysis between the treatment and control samples for Western blot analysis. Plots were graphed as means and SD, and statistical significance is presented as  $*P < 0.05$ ;  $**P < 0.01$ ;  $***P < 0.001$ .

## SUPPLEMENTARY MATERIALS

Supplementary material for this article is available at <https://science.org/doi/10.1126/sciadv.abl9404>

[View/request a protocol for this paper from Bio-protocol.](#)

## REFERENCES AND NOTES

1. A. K. Gaharwar, I. Singh, A. Khademhosseini, Engineered biomaterials for in situ tissue regeneration. *Nat. Rev. Mater.* **5**, 686–705 (2020).
2. A. Hoppe, N. S. Gldal, A. R. Boccaccini, A review of the biological response to ionic dissolution products from bioactive glasses and glass-ceramics. *Biomaterials* **32**, 2757–2774 (2011).
3. A. M. Brokesh, A. K. Gaharwar, Inorganic biomaterials for regenerative medicine. *ACS Appl. Mater. Interfaces* **12**, 5319–5344 (2020).
4. A. Murali, G. Lokhande, K. A. Deo, A. Brokesh, A. K. Gaharwar, Emerging 2D nanomaterials for biomedical applications. *Mater. Today* **50**, 276–302 (2021).
5. P. Han, C. Wu, Y. Xiao, The effect of silicate ions on proliferation, osteogenic differentiation and cell signalling pathways (WNT and SHH) of bone marrow stromal cells. *Biomater. Sci.* **1**, 379–392 (2013).
6. T. Hu, H. Xu, C. Wang, H. Qin, Z. An, Magnesium enhances the chondrogenic differentiation of mesenchymal stem cells by inhibiting activated macrophage-induced inflammation. *Sci. Rep.* **8**, 3406 (2018).
7. E. M. Carlisle, In vivo requirement for silicon in articular cartilage and connective tissue formation in the chick. *J. Nutr.* **106**, 478–484 (1976).
8. C. Yi, D. Liu, C.-C. Fong, J. Zhang, M. Yang, Gold nanoparticles promote osteogenic differentiation of mesenchymal stem cells through p38 MAPK pathway. *ACS Nano* **4**, 6439–6448 (2010).
9. H. Wang, S. Zhao, J. Zhou, Y. Shen, W. Huang, C. Zhang, M. N. Rahaman, D. Wang, Evaluation of borate bioactive glass scaffolds as a controlled delivery system for copper ions in stimulating osteogenesis and angiogenesis in bone healing. *J. Mater. Chem. B* **2**, 8547–8557 (2014).
10. S. D. Gower-Winter, C. W. Levenson, Zinc in the central nervous system: From molecules to behavior. *Biofactors* **38**, 186–193 (2012).
11. C. Nozaki, A. M. Vergnano, D. Filliol, A.-M. Ouagazzal, A. Le Goff, S. Carvalho, D. Reiss, C. Gaveriaux-Ruff, J. Neyton, P. Paoletti, B. L. Kieffer, Zinc alleviates pain through high-affinity binding to the NMDA receptor NR2A subunit. *Nat. Neurosci.* **14**, 1017–1022 (2011).
12. Y. Qiao, W. Zhang, P. Tian, F. Meng, H. Zhu, X. Jiang, X. Liu, P. K. Chu, Stimulation of bone growth following zinc incorporation into biomaterials. *Biomaterials* **35**, 6882–6897 (2014).
13. E. Mostaed, M. Sikora-Jasinska, J. W. Drellich, M. Vedani, Zinc-based alloys for degradable vascular stent applications. *Acta Biomater.* **71**, 1–23 (2018).
14. D. M. Reffitt, N. Ogston, R. Jugdaohsingh, H. F. J. Cheung, B. A. J. Evans, R. P. H. Thompson, J. Powell, G. N. Hampson, Orthosilicic acid stimulates collagen type 1 synthesis

How the deposited data were processed for this re-analysis (not part of the article)

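RNA was sequenced from hMSCs after 21 days without treatment (hMSC control), with nSi at 100 μg/ml, with Si at 4.49 μg/ml, Mg at 1.59 μg/ml, or Li at 0.067 μg/ml, and with these 3 ions together, with 2 libraries per condition and 12 in all. The authors made the deposited RPKM values by trimming the reads, aligning them with STAR (version not stated) to hg38, and counting uniquely mapped reads on the coding exons of RefSeq genes taken from UCSC through GenomicFeatures. The methods name GRCh37 beside hg38 in the same phrase. The authors kept genes with an RPKM above 1 in both replicates of at least 1 condition, which all 12008 genes of the deposited table meet. The authors called differential expression with DESeq2 on counts, which were not used here.

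The 12 values of 100% of the genes were whole multiples of the RPKM of 1 read, which gave the reads of each gene, its length, and the total of each library. The totals ran from 10894649 to 21562860 reads with a median of 16233339.5, and 99.8% to 99.9% of each total lay on the listed genes. The recovered lengths were compared with the annotated coding lengths of GENCODE v44 for 11591 genes, of which 34.6% were identical and 89.4% were within 1.25 times. With under 50 reads over all libraries for 27 genes, fold changes of rare transcripts have wide errors, and a fold against a group with at most 3 reads in each library is given as a lower bound. FN1, the most abundant gene, took 7.28% to 11.3% of the reads of a library.

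Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1, were used. Each library was divided by its median-of-ratios factor, and log2(RPKM + 0.5) was fitted with lmFit and eBayes of limma with a variance trend, in a separate fit for each treatment of its 2 libraries and the 2 control libraries. Benjamini-Hochberg adjustment was over the 12008 genes, with calls at 0.01 for counts of genes and 0.05 for single genes and lists. limma gave the warning that variances of 0 were offset from 0, for genes whose libraries had the same value. Treatments were also compared directly in 5 pairs. Responses of treatments were correlated across genes with each treatment taken against a different control library, and 50 simulations gave the value and the overlap that shared control libraries produce by chance.

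Gene lists were chosen by symbol. They were collagens, collagen-modifying enzymes, matrix metalloproteinases, ADAMTS proteases, integrin subunits, glycosaminoglycan synthesis enzymes, interferon-stimulated genes, unfolded protein response genes, cytosolic ribosomal proteins, and inflammatory cytokines and chemokines. Of these the study names 7 collagens, 1 collagen-modifying enzyme, 9 matrix metalloproteinases, 6 ADAMTS proteases, 2 interferon-stimulated genes, 1 unfolded protein response gene, and 4 cytokines. TIMPs and the genes of Fig. 4C were summarised without a set test. Lists were tested with camera of limma at an inter-gene correlation of 0.01, and with fry. Named genes were all genes the study names in its text, legends, and the figures that show RNA-seq values, and for each treatment the 3 genes with the largest increase and the 3 with the largest decrease among those with an adjusted p under 0.01, both treated libraries on the same side of both control libraries, and a mean RPKM of at least 5 in the higher group. Of 89 genes named by the study 88 are in the table. Of the genes the study names, those reported at a claim were selected after their values were computed.

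The comparisons, tests, lists, rule for named genes, and alternatives were set before the data were examined. The alternatives were a pseudocount of 0.1 or 1, genes above an RPKM of 5, RPKM as deposited, quantile normalization, all 12 libraries in one fit, the replicate number as a block with separate fits or with one fit, no variance trend, a threshold of 0.05, all genes in place of the 20% most variable for the principal components, fry or an estimated inter-gene correlation for the lists, and leaving out each library in turn. Limma voom on the recovered reads was added after the data were seen, and so were the integrin subunits alone, because the symbols chosen for that list also took in ITGB1BP1, ITGB3BP, and ITGBL1, of which the first and second were meant to be left out. The fits against the hMSC control were tested on simulated data with the spread of each comparison and 200 changed genes, in 10 runs with seed 20221. The way the simulated spread was drawn was changed 2 times after its results were seen, and the fits themselves were not changed. The GO, Reactome, KEGG, and PID gene sets are not in the data, so no enrichment of these sets was computed. Genes that could identify a donor were not reported. The deposited table holds only RPKM, so the alignment and the counting were not repeated.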

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

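The camera and fry tests of the lists were set before the data were examined. The other tests in this part are tests of explanations. Of these, that of interferon-stimulated genes without gene families was set before its result was seen. All others were chosen after the result was seen. The criterion for library size was changed after its first form was seen. In that form the median of a list was to move by less than the SD between its treated libraries, which failed for the unfolded protein response genes with Li, where the median moved by 0.01 against an SD of 0.0053. The criterion used for every list is that the median keeps its sign and over 0.5 of its size. The criterion for 1 library was first that each pairing of libraries keeps its sign, and was replaced for every list, after the values were seen, by a median beyond the SD between the treated libraries in each pairing. The test of the scaling first took medians relative to all genes, which undoes the scaling of RPKM as deposited, and was replaced for every list, after the values were seen, by the medians themselves, which are to lie beyond the SD between the treated libraries and pass with camera. The matching of random lists was also replaced once, because the first lists did not match the level of the ribosomal protein genes. The genes of these lists lie outside those the paper discusses, apart from 2 interferon-stimulated genes, 1 unfolded protein response gene, and 4 cytokines that it names.

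The 59 interferon-stimulated genes were lower with the single ions, a signal in genes that the paper does not analyse. Their median log2 (fold change) was -2.61 with Si, -2.73 with Mg, and -3.03 with Li, with 58, 59, and 59 genes lower (camera adjusted p = 2.2e-49, 2.1e-41, and 4.4e-55, fry adjusted p = 0.0050, 0.0078, and 0.0050). With nSi the median was -0.40, with 56 lower (camera adjusted p = 4.2e-17), and with all ions -0.30, with 47 lower (camera adjusted p = 0.012), which was 0.08 without all ions replicate 1. The median level of the list on the log2 scale was 6.51 and 6.54 in the control libraries, 6.30 and 5.89 with nSi, 3.92 and 3.98 with Si, 3.70 and 3.95 with Mg, 2.98 and 3.13 with Li, and 5.58 and 6.47 with all ions.

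The tables argue against several technical explanations for the fall with Si, Mg, and Li. The weakest median under the other scalings was -2.41, on RPKM as deposited. None of 10000 random lists matched in gene length and level was as extreme in any of the 3 ions, a share of 0.0001, which is the smallest they can give. With all libraries thinned to the smallest total the weakest median was -2.70, over the pairings of a treated with a control library it was -2.45, and without the IFIT, OAS, IFITM, GBP, and MX families, whose members can share reads, it was -2.53. A high level in the control libraries alone is excluded, since against nSi the weakest median was -2.23. An effect of an ion that carries over to the combination is excluded in this form too, since against all ions, which holds the same ions at the same concentrations, the weakest median was -2.43. Neither the paper nor the sample labels give a batch, so none was tested, and mixed or mislabelled samples were not tested either. An effect of the single ions that is absent from their combination stays open.

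The 45 unfolded protein response genes, which the paper does not analyse apart from 1, had a median log2 (fold change) of -1.37 with Si (camera adjusted p = 7.1e-23), -1.41 with Mg (camera adjusted p = 2.4e-21), and -1.11 with Li (camera adjusted p = 3.7e-16), with 45, 42, and 39 genes lower, and these 3 also passed with fry. With nSi the median was -0.069 (camera adjusted p = 0.029) and with all ions -0.34 (camera adjusted p = 0.013), and neither passed with fry. The median with nSi was 0.16 on RPKM as deposited, where that of all genes was 0.23, and over the fits that each left out a library the median with all ions ran from -0.67 to -0.044. For Si, Mg, and Li, the weakest median was -0.88 under the other scalings, -1.12 after thinning, and -1.06 over the pairings of libraries, and the share of matched random lists as extreme was 0.0001, the smallest they can give. These values argue against the scaling, library size, 1 library, and gene length or level as the whole cause. An effect of the ions stays open, and mixed or mislabelled samples were not tested.

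The 79 cytosolic ribosomal protein genes, none of which the paper names, were higher with Mg at a median log2 (fold change) of 0.56 (camera adjusted p = 4.2e-17), Li at 0.75 (camera adjusted p = 1.1e-14), and all ions at 1.02 (camera adjusted p = 1.3e-21), and with Si at 0.30 (camera adjusted p = 5.6e-05). None of the 4 passed with fry. With nSi the median was 0.06, not called, and -0.18 without nSi replicate 2. For Mg, Li, and all ions the weakest median was 0.58 under the other scalings and 0.55 after thinning, with a share of matched lists of 0.0001, the smallest they can give. Over the pairings of libraries the weakest median of Mg and all ions was 0.39, with Mg, and those of both lay beyond the SD between treated libraries. With Li it was 0.40, within that SD of 0.467, so for Li the increase cannot be told apart from that of 1 library. These genes are short and abundant, and the matched lists, drawn from 299 genes, had a median level of 9.38 against 9.66 and a median length of 501 against 474 bases. For Si the corresponding values were 0.46 under the other scalings, 0.30 after thinning, and 0.0001 for the matched lists, the smallest they can give, but over the pairings of libraries the lowest median was -0.0031, so 1 Si library carries that increase. The split of Si from the other treatments was made after this value was seen. A difference in the RNA or library preparation between treatments was not tested and stays open.

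The 27 inflammatory cytokine and chemokine genes, of which the study names 4, were higher with nSi, at a median log2 (fold change) of 1.34 (23 higher, camera adjusted p = 1.3e-11), and lower with Si at -1.91 (25 lower, camera adjusted p = 5.2e-08), Mg at -2.37 (27 lower, camera adjusted p = 3.9e-11), and Li at -2.37 (26 lower, camera adjusted p = 4.5e-13). No difference between treatments in this list was tested, and none of these 4 passed with fry. With genes at a floor of 3 reads placed at their bound, the medians were -1.98 with Si, -2.67 with Mg, and -2.90 with Li. The median with nSi was 0.80 without control replicate 2 and 2.12 without control replicate 1, and that with Si ran from -2.37 to -1.09 over the fits that each left out a library. With all ions it was 0.02 and changed sign with the library left out. The weakest median was 1.32 under the other scalings and 1.49 after thinning, both with nSi, and the share of matched lists as extreme was 0.0001, the smallest they can give. These values argue against the scaling, library size, and gene length or level as the whole cause of the 4 changes. Over the pairings of libraries the weakest median was -1.60 for Mg and Li, beyond the SD between treated libraries, which argues against 1 library there. It was 0.52 with nSi and -0.25 with Si, within SDs of 0.529 and 0.911, so these 2 changes cannot be told apart from that of 1 library.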

How the results depend on the processing

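Most results kept their direction and their side of the threshold. Outside the fits that left out a library, 728 results for single genes were unchanged, 30 were newly past the threshold, 48 no longer passed it, and 2 reversed. Among results for gene lists 532 were unchanged, 4 newly passed, 60 no longer passed, and 9 reversed. Of counts of genes 102 were within 1.5 times and 55 were not. The 30 results for the replicate correlation moved by less than the spread, as did 9 of 12 for the principal components and 56 of 60 for the similarity of responses. The alternative of all genes with a value above 0 is identical to the filter used, since all genes meet it, and gave no separate value. All alternatives set before the data were examined could be run. Unless the construction of an alternative shows it, the cause of a change was not tested.

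By setting, results for single genes changed most with all 12 libraries in one fit, where 7 newly passed and 17 no longer did, and with the replicate block in one fit, where 6 newly passed and 19 no longer did. RPKM as deposited let 7 newly pass, the replicate block 5, voom 3, quantile normalization 1, and genes above an RPKM of 5 another 1. Without the variance trend 8 no longer passed, with quantile normalization 3, and with a pseudocount of 0.1 another 1. With RPKM as deposited COMP with Mg reversed to 0.14 (adjusted p = 0.31) and RUNX2 with all ions to 0.31 (adjusted p = 0.29), where the medians of all genes are 0.21 and 0.37.

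Most of the counts of genes that moved by more than 1.5 times are given by setting, against 1 with nSi, 228 with Si, 2555 with Mg, 1789 with Li, 1669 with all ions, 3731 over the 5 treatments together, 0 in all 5, 997 between nSi and all ions, 3 between Mg and Li, 0 between Si and Mg, 0 between Si and Li, and 180 between Si and nSi. For a pseudocount of 0.1, the counts were 0 for Mg against Li. For genes above an RPKM of 5, the counts were 24 with nSi, 111 for Mg against Li, and 4 in all 5 treatments. For RPKM as deposited, the counts were 3050 with all ions and 0 for Mg against Li. For quantile normalization, the counts were 2 with nSi and 101 for Mg against Li. For all 12 libraries in one fit, the counts were 1192 with Si, 1347 with Mg, 1622 for nSi against all ions, 60 for Mg against Li, 131 for Si against Li, 1794 for Si against nSi, and 1 in all 5 treatments. For the replicate block, the counts were 236 with nSi, 2654 with all ions, 97 for Mg against Li, 31 for Si against nSi, and 10 in all 5 treatments. For the replicate block with all 12 libraries in one fit, the counts were 1102 with Si, 1212 with Mg, 1529 for nSi against all ions, 38 for Mg against Li, 107 for Si against Li, 1679 for Si against nSi, and 1 in all 5 treatments. For no variance trend, the counts were 0 with nSi, 86 with Si, 1092 with Mg, 925 with Li, 647 with all ions, 350 for nSi against all ions, 0 for Mg against Li, 30 for Si against nSi, and 1766 over the 5 treatments together. For voom on the recovered reads, chosen after the data were seen, the counts were 285 with nSi, 1794 for nSi against all ions, 325 for Mg against Li, 323 for Si against nSi, and 14 in all 5 treatments. For a threshold of 0.05, the counts were 171 with nSi, 864 with Si, 4393 with Mg, 3404 with Li, 3806 with all ions, 3410 for nSi against all ions, 360 for Mg against Li, 1476 for Si against nSi, 6614 over the 5 treatments together, and 19 in all 5 treatments. Where the count was 0 between Mg and Li, genes with an unadjusted p under 0.05 numbered 2435 with a pseudocount of 0.1, 2445 on RPKM as deposited, and 2337 without the trend, and where it was 0 with nSi they numbered 1907. Among the counts of at most 5 genes, named after they were seen, were CXCL5 and ELN with nSi after quantile normalization, CRISPLD2, lower with nSi and common to the 5 treatments in both fits of all 12 libraries, and COL5A3, CRISPLD2, HAS1, and NDNF common to the 5 treatments above an RPKM of 5. Genes with at least a 2-fold change, without a test, numbered 267 with nSi, or 427 with a pseudocount of 0.1 and 165 above an RPKM of 5, and 1363 with all ions, or 2096 on RPKM as deposited.

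The share of called genes that were higher moved by more than 10 points with the scaling and the test. It was 39.9% with Mg, 37.4% with Li, 42.8% with all ions, and 16.2% with Si. It was, for RPKM as deposited, 68.1%, 63.5%, 83.9%, and 28.2%, and without the trend 25.5%, 25.0%, 30.3%, and 5.8%. It was 33.1% with Si in one fit and 37.3% with nSi in the replicate block, where the single call of the separate fit is higher. Between nSi and all ions 66.8% were higher with nSi, or 37.7% on RPKM as deposited.

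With fry in place of camera, 17 list calls did not pass, with the adjusted p of fry after each median. They were collagens with Li at -0.68 (0.12), ADAMTS proteases with nSi at -0.23 (0.18), ADAMTS proteases with Li at -0.41 (0.082), integrin subunits with nSi at -0.20 (0.12), glycosaminoglycan enzymes with Li at -0.22 (0.10), interferon-stimulated genes with nSi at -0.40 (0.18), interferon-stimulated genes with all ions at -0.30 (0.55), unfolded protein response genes with nSi at -0.069 (0.19), unfolded protein response genes with all ions at -0.34 (0.34), cytosolic ribosomal proteins with Si at 0.30 (0.40), cytosolic ribosomal proteins with Mg at 0.56 (0.091), cytosolic ribosomal proteins with Li at 0.75 (0.18), cytosolic ribosomal proteins with all ions at 1.02 (0.084), inflammatory cytokines and chemokines with nSi at 1.34 (0.15), inflammatory cytokines and chemokines with Si at -1.91 (0.18), inflammatory cytokines and chemokines with Mg at -2.37 (0.062), and inflammatory cytokines and chemokines with Li at -2.37 (0.066). In fry the direction differed from that of camera for MMPs with Mg (median -0.21, adjusted p = 0.008), MMPs with all ions (median 0.22, adjusted p = 0.041), and integrin subunits with Mg (median 0.23, adjusted p = 0.68).

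With the inter-gene correlation estimated from the data, the 37 calls of camera did not pass, with adjusted p from 0.21 to 0.78, while the medians are those of the camera test. The medians were collagens -0.75 with nSi, -0.53 with Mg, -0.68 with Li, and -1.84 with all ions. For the other lists they were as follows, collagen-modifying enzymes -0.39 with nSi, -0.91 with Si, -0.93 with Mg, -1.13 with Li, and -1.46 with all ions; ADAMTS proteases -0.23 with nSi, -0.71 with Mg, -0.41 with Li, and -1.01 with all ions; integrin subunits -0.20 with nSi and -0.89 with all ions. Further medians were glycosaminoglycan enzymes -0.18 with Si, -0.17 with Mg, -0.22 with Li, and -0.53 with all ions, interferon-stimulated genes -0.40 with nSi, -2.61 with Si, -2.73 with Mg, -3.03 with Li, and -0.30 with all ions, unfolded protein response genes -0.069 with nSi, -1.37 with Si, -1.41 with Mg, -1.11 with Li, and -0.34 with all ions, cytosolic ribosomal proteins 0.30 with Si, 0.56 with Mg, 0.75 with Li, and 1.02 with all ions, inflammatory cytokines and chemokines 1.34 with nSi, -1.91 with Si, -2.37 with Mg, and -2.37 with Li.

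Other list results changed under single settings, where a reversal is of the direction that camera reports. Under genes above an RPKM of 5, collagens with Si newly passed at -0.39, adjusted p = 0.025. Under quantile normalization, MMPs with nSi newly passed at 0.14, adjusted p = 0.022, unfolded protein response genes with nSi did not pass at -0.075, adjusted p = 0.095, and cytosolic ribosomal proteins with nSi newly passed at 0.16, adjusted p = 2.6e-04. Under the replicate block, MMPs with nSi newly passed at 0.054, adjusted p = 0.016 and ADAMTS proteases with nSi did not pass at -0.23, adjusted p = 0.06. Under all 12 libraries in one fit, MMPs with Mg reversed at -0.21, adjusted p = 0.90 and unfolded protein response genes with nSi did not pass at -0.069, adjusted p = 0.23. Under the replicate block with all 12 libraries in one fit, MMPs with Mg reversed at -0.21, adjusted p = 0.87 and unfolded protein response genes with nSi did not pass at -0.069, adjusted p = 0.26. Under RPKM as deposited, MMPs with Li reversed at 0.10, adjusted p = 0.72, MMPs with all ions reversed at 0.50, adjusted p = 0.51, and unfolded protein response genes with nSi did not pass at 0.16, adjusted p = 0.53. Under no variance trend, MMPs with Li reversed at -0.044, adjusted p = 0.96 and unfolded protein response genes with nSi did not pass at -0.069, adjusted p = 0.055. Under the 17 integrin subunits alone, chosen after the data were seen, integrin subunits with Mg reversed at 0.20, adjusted p = 0.93.

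The first principal component held 51.3% of the variance with a pseudocount of 0.1, 59.7% above an RPKM of 5, and 46.9% over all genes, against 55.1%. The similarity of nSi to Si and to Li, -0.01 each, became 0.067 and 0.055 against the mean of the control libraries, where simulated groups with independent responses gave a mean of 0.090 and unchanged groups 0.443. The similarity of Mg and Li was 0.83 above an RPKM of 5 and 0.865 against the mean of the control libraries.

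Over the 4 fits that each left out a library, genes with at least a 2-fold change numbered 250 to 442 with nSi, 1072 to 1411 with Si, 1057 to 1452 with Mg, 1189 to 1472 with Li, and 1363 to 1687 with all ions, with 442 for nSi without control replicate 1. Median log2 (fold changes) ranged as follows. For collagens -0.79 to -0.62 with nSi, -0.41 to -0.25 with Si, -0.57 to -0.40 with Mg, -0.86 to -0.44 with Li, and -2.10 to -1.43 with all ions. For collagen-modifying enzymes -0.51 to -0.38 with nSi, -0.996 to -0.74 with Si, -0.996 to -0.86 with Mg, -1.34 to -0.96 with Li, and -1.54 to -1.41 with all ions. For MMPs -0.011 to 0.22 with nSi, -0.037 to 0.84 with Si, -0.29 to -0.076 with Mg, -0.11 to -0.011 with Li, and 0.093 to 0.20 with all ions. For ADAMTS proteases -0.51 to -0.12 with nSi, -0.13 to 0.28 with Si, -0.98 to -0.45 with Mg, -0.50 to -0.31 with Li, and -1.21 to -0.81 with all ions. For integrin subunits -0.26 to -0.15 with nSi, 0.059 to 0.30 with Si, 0.12 to 0.32 with Mg, -0.26 to -0.080 with Li, and -0.92 to -0.80 with all ions. For glycosaminoglycan enzymes -0.13 to -0.042 with nSi, -0.24 to -0.21 with Si, -0.23 to -0.17 with Mg, -0.37 to -0.11 with Li, and -0.61 to -0.50 with all ions. For interferon-stimulated genes -0.55 to -0.24 with nSi, -2.68 to -2.46 with Si, -2.88 to -2.62 with Mg, -3.10 to -2.99 with Li, and -0.63 to 0.079 with all ions. For unfolded protein response genes -0.094 to -0.071 with nSi, -1.54 to -1.33 with Si, -1.48 to -1.30 with Mg, -1.14 to -1.07 with Li, and -0.67 to -0.044 with all ions. For cytosolic ribosomal proteins -0.18 to 0.29 with nSi, 0.026 to 0.56 with Si, 0.42 to 0.73 with Mg, 0.41 to 1.07 with Li, and 0.81 to 1.251 with all ions. For inflammatory cytokines and chemokines 0.80 to 2.12 with nSi, -2.37 to -1.09 with Si, -3.01 to -1.72 with Mg, -3.03 to -1.75 with Li, and -0.63 to 0.58 with all ions.

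Of the single genes, MMP1 with Si ranged from -1.54 to 2.04, SPP1 with Si ranged from -1.73 to 2.71, ACAN with Mg ranged from -0.83 to 0.067, COMP with Mg ranged from -0.14 to 0.0033, TRPM7 with Mg ranged from -0.015 to 0.35, MMP3 with all ions ranged from -0.17 to 3.37, and RUNX2 with all ions ranged from -0.34 to 0.19 and changed sign. MMP1 with Si was -1.54 without Si replicate 2 and -0.022 without control replicate 2. List medians that changed sign were the MMPs with nSi at -0.011 without control replicate 1 and with Si at -0.037 without Si replicate 2, the ADAMTS proteases with Si at -0.13 without Si replicate 2 and -0.086 without control replicate 1, the interferon-stimulated genes with all ions at 0.079 without all ions replicate 1, the ribosomal proteins with nSi at -0.18 without nSi replicate 2, and the cytokines with all ions at -0.35 without all ions replicate 1 and -0.63 without control replicate 2. Leaving out a library gave no p-value.

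The replicate numbers do not pair the libraries. Over the 15 pairs of conditions, the correlation of the differences between replicates ran from -0.25 to 0.20, with 4 above 0.1 and 3 below -0.1. It was 0.164 between the hMSC control and nSi. The replicate block is therefore given as an alternative only, and its higher count with nSi, 236 genes, is not read as the effect of a batch. In simulated data, limma at 0.05 found 90.7% of 4-fold and 49.8% of 2-fold changes with nSi, 68.3% and 3.8% with Si, 93.4% and 65.5% with Mg, 93.8% and 54.0% with Li, and 89.4% and 37.8% with all ions, with no change found in the wrong direction. At 0.01 it found 19.4% of 2-fold changes with nSi and 0% with Si. A gene not called with Si is therefore not shown to be unchanged. The depth limits genes with few reads, such as IBSP, MMP3, MMP8, and MMP10, whose fold changes depend on the pseudocount.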

Differences from the paper's values

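The counts of differentially expressed genes at an adjusted p under 0.01 were below the paper's in each treatment. The paper's text gives its counts at 0.01, while the legend of Fig. 3 uses 0.05. At 0.05 the counts here were 171 with nSi and 864 with Si, below the paper's. Those with Mg, Li, and all ions, and that of distinct genes, were above the paper's. With nSi 1 gene was found against the paper's 634, and none of the alternatives set before the data were examined closed the gap. With Si 228 were found against the paper's 1661, and of these alternatives all 12 libraries in one fit, at 1192, came within 1.5 times. With Mg 2555 were found against the paper's 4000, and RPKM as deposited gave 3221 and a threshold of 0.05 gave 4393, while voom, chosen after seeing the values, gave 3235. With Li 1789 were found against the paper's 3311, and a threshold of 0.05 gave 3404, while voom, chosen after seeing the values, gave 2431. With all ions 1669 were found against the paper's 3685, and RPKM as deposited gave 3050, the replicate block 2654, and a threshold of 0.05 gave 3806. Distinct genes over the 5 treatments were 3731 against the paper's 6340, and RPKM as deposited gave 5052 and a threshold of 0.05 gave 6614, while voom, chosen after seeing the values, gave 4746. Genes common to the 5 treatments were 0 against the paper's 113, and none of these alternatives closed the gap. The other alternatives set before the data were examined did not close these gaps.

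The paper's numbers of uniquely mapped reads are a different measure from the totals recovered from RPKM, so no alternative applies. The larger library had 16361572 reads with nSi against the paper's 24998082, 18480088 with Si against the paper's 28281969, 21562860 with Li against the paper's 33824437, 20586225 with Mg against the paper's 30983098, and 16371168 with all ions against the paper's 25461405. The smaller library had 15133828 with Si against the paper's 23346719 and 14288354 with all ions against the paper's 22400212.

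The copy of data file S1 at hand holds 714 of the 12008 genes, so single genes were looked up in it, with its standard errors. For ABCA7 with Si the log2 (fold change) was 1.52 against the paper's 2.06 (standard error 0.41), and a pseudocount of 0.1 gave 1.86, RPKM as deposited 1.63, the fit without Si replicate 1 1.97, and that without control replicate 2 1.60, while voom, chosen after seeing the values, gave 1.92. For ACAN with nSi it was -2.57 against the paper's -3.22 (standard error 0.49), and a pseudocount of 0.1 gave -3.00 and the fit without control replicate 1 -3.02, while voom, chosen after seeing the values, gave -3.18. For ACAN with Li it was -2.63 against the paper's -3.31 (standard error 0.28), and a pseudocount of 0.1 and the fit without control replicate 1 each gave -3.08, while voom, chosen after seeing the values, gave -3.27. For ACAN with all ions it was -3.82 against the paper's -6.76 (standard error 0.85), and none of the alternatives set before the data were examined closed the gap, while voom, chosen after seeing the values, gave -6.86. For ADAMTS6 with Mg it was -2.03 against the paper's -2.27 (standard error 0.20), and a pseudocount of 0.1 gave -2.21, the fit without Mg replicate 2 -2.07, and that without control replicate 2 -2.11, while voom, chosen after seeing the values, gave -2.25. The other alternatives set before the data were examined did not close these gaps.

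Some genes that the paper states as changed were not called at an adjusted p under 0.05. RUNX2 with Si, which the paper states as up-regulated, had a log2 (fold change) of 1.14 (adjusted p = 0.061), and passed on RPKM as deposited (0.038), in one fit (0.0064), with the replicate block (0.036), and with both (0.0051), within 0.0051 to 0.085. CTNNB1 with Si, also stated as up-regulated, had 0.68 (adjusted p = 0.085), and passed on RPKM as deposited (0.042), after quantile normalization (0.049), in one fit (0.0055), and in the block with one fit (0.0045), within 0.0045 to 0.15. IBSP with Si had 1.88 (adjusted p = 0.18), and passed in one fit (0.049), within 0.049 to 0.22. COL14A1 with Si had 0.89 (adjusted p = 0.075), and passed on RPKM as deposited (0.039), in one fit (0.018), with the replicate block (0.041), and with both (0.011), within 0.011 to 0.11. MMP15 with Si had 1.13 (adjusted p = 0.055), and passed on RPKM as deposited (0.036), in one fit (0.0080), in the block with one fit (0.0050), and with voom, chosen after seeing the values (0.045), within 0.0050 to 0.065. ACAN and COMP, stated as lower with Mg, had -0.38 (adjusted p = 0.31) and -0.067 (adjusted p = 0.68), and no alternative called them, with ranges from 0.11 to 0.60 and from 0.28 to 0.90. For ACAN with Mg the copy of data file S1 gives the paper's -0.48 (adjusted p = 0.497), which differed from the value here by less than its standard error. The paper places FGF2 in the route by which Mg acts, and its transcript was lower with Mg at -1.84.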

Other observations

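The limma and camera tests in this part were set before the data were examined. Of the tests of explanations, that of gene length for the Si replicates was set before its result was seen. The other 2 were chosen after the result was seen. The 2 Si libraries differed more than those of any other condition, with an SD of 0.396 on the log2 scale. Library size is argued against as the cause, since the conditions with a larger ratio of totals had an SD of at most 0.250. The difference between the Si libraries followed gene length with a Spearman rho of 0.253 across genes, under the 0.3 set in advance as enough for gene length to account for it. Part of the difference thus goes with length, which stays open as part of the cause, and so does a difference between the cultures or preparations, which was not tested. No biological explanation was tested, since the design gives the 2 libraries the same treatment.

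Of 11589 genes with an annotated length and position, 232 had a length in RPKM of at least 1.8 times their coding length, and the highest ratio was 10.1. Of the 232, 83.2% lay next to another such gene on the chromosome, against 1.07% of the other genes. A candidate explanation is that regions present in several copies in the annotation were counted together, with the length of all copies, and the value of 83.2% is in line with it. The ratio was 1.90 for MMP11, 2 for GREM1, CCL5, IRF7, and RPL21, 2.02 for DSEL, 5 for HSPA1A, 5.22 for RPS18, 7.80 for TAP1, 8 for PSMB8 and PSMB9, and 8.65 for RPS9. For a given number of reads, the longer length lowers the RPKM of these genes by the same factor in all libraries. Because 0.5 was added before the logarithm, their fitted fold changes would then be understated. Whether their reads also changed was not measured.

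HSPA6 (NCBI gene 3310), on chromosome 1 from 161524540 to 161526894, had 730 ± 152 RPKM in the hMSC control and fell to 1.07 ± 0.473 with Mg, a log2 (fold change) of -9.09 (limma adjusted p = 2.9e-08), and to 0.387 ± 0.411 with Li, at -9.96 (limma adjusted p = 1.8e-09). With Si it was at -8.22 (limma adjusted p = 0.010), with all ions at -3.63 (limma adjusted p = 3.9e-04), and with nSi at -0.10 (limma adjusted p = 0.79). HSPA1A (NCBI gene 3303), on chromosome 6 from 31815543 to 31817942, fell from 162 ± 20.8 RPKM to a log2 (fold change) of -5.28 with Si (limma adjusted p = 8.2e-04), -5.66 with Mg (limma adjusted p = 2.9e-08), -6.83 with Li (limma adjusted p = 9.6e-10), and -3.83 with all ions (limma adjusted p = 1.9e-04), and was at 0.15 with nSi (limma adjusted p = 0.57). Both have near-identical copies, HSPA7 and HSPA1B, so which copy the reads come from is uncertain. GREM1 was at 0.62 with nSi (limma adjusted p = 0.062), ACAN at -1.27 with Si (limma adjusted p = 0.11), and COL1A1 at -1.17 with Mg (limma adjusted p = 0.0015) and -1.55 with Li (limma adjusted p = 0.017). The 27 collagen-modifying enzymes had a median of -0.93 with Mg (camera adjusted p = 2.2e-09) and -1.13 with Li (camera adjusted p = 2.0e-10).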
